# Targeting SOX10-deficient cells to reduce the dormant-invasive phenotype state in melanoma

**DOI:** 10.1038/s41467-022-28801-y

**Published:** 2022-03-16

**Authors:** Claudia Capparelli, Timothy J. Purwin, McKenna Glasheen, Signe Caksa, Manoela Tiago, Nicole Wilski, Danielle Pomante, Sheera Rosenbaum, Mai Q. Nguyen, Weijia Cai, Janusz Franco-Barraza, Richard Zheng, Gaurav Kumar, Inna Chervoneva, Ayako Shimada, Vito W. Rebecca, Adam E. Snook, Kim Hookim, Xiaowei Xu, Edna Cukierman, Meenhard Herlyn, Andrew E. Aplin

**Keywords:** Melanoma, Tumour heterogeneity

## Abstract

Cellular plasticity contributes to intra-tumoral heterogeneity and phenotype switching, which enable adaptation to metastatic microenvironments and resistance to therapies. Mechanisms underlying tumor cell plasticity remain poorly understood. SOX10, a neural crest lineage transcription factor, is heterogeneously expressed in melanomas. Loss of SOX10 reduces proliferation, leads to invasive properties, including the expression of mesenchymal genes and extracellular matrix, and promotes tolerance to BRAF and/or MEK inhibitors. We identify the class of cellular inhibitor of apoptosis protein-1/2 (cIAP1/2) inhibitors as inducing cell death selectively in SOX10-deficient cells. Targeted therapy selects for SOX10 knockout cells underscoring their drug tolerant properties. Combining cIAP1/2 inhibitor with BRAF/MEK inhibitors delays the onset of acquired resistance in melanomas in vivo. These data suggest that SOX10 mediates phenotypic switching in cutaneous melanoma to produce a targeted inhibitor tolerant state that is likely a prelude to the acquisition of resistance. Furthermore, we provide a therapeutic strategy to selectively eliminate SOX10-deficient cells.

## Abstract (web summary)

Mechanisms underlying tumor cell plasticity remain poorly understood. Here, the authors show the presence of a dormant-invasive SOX10- subpopulation in cutaneous melanoma that can be targeted by cIAP1/2 inhibitors.

## Introduction

Intratumoral heterogeneity and cellular plasticity between states with differing proliferative, invasive, and drug phenotypes allow tumors to adapt to foreign microenvironments during the metastatic process^1^. While it is known that cellular plasticity involves reprogramming of transcriptional profiles, the mechanisms that mediate phenotypic switching are poorly characterized. Heterogeneity and plasticity are evident in cutaneous melanoma and are associated with non-responsiveness and acquired resistance to pharmacological inhibitors of the BRAF-MEK signaling pathway and to immune checkpoint antibodies such as anti-PD1 and anti-CTLA4^2–4^.

Melanomas arise from the transformation of neural crest (NC)-derived cells. These highly aggressive tumors frequently show remarkable growth inhibition when treated with targeted BRAF inhibitors (BRAFi) and/or MEK inhibitors (MEKi). However, these effects are transient, and eventually acquired resistance ensues. Early studies identified differential expression levels of microphthalmia-associated transcription factor (MITF) in melanoma associated with distinct characteristic states and transcriptomic signatures^5^. The proliferative state was associated with high levels of MITF, whereas the invasive state exhibited low MITF but high expression of the epithelial-to-mesenchymal transcription factor, ZEB1, and TGFβ signaling genes^6^. Differential expression of MITF, SRY (sex-determining region Y)-box 10 (SOX10), and BRN2/POU3F2 transcription factors, or p75 NGFR, define the invasive and proliferative states and provide further subclassification^2,7–13^. Despite this knowledge, the factors required for phenotypic switching in melanoma remain poorly defined.

SOX10 is highly expressed during early NC development and maintained in the migratory phase but is repressed as NC cells differentiate. SOX10 expression is used as a marker for melanoma and its role is intriguing. High SOX10 expression positively regulates melanoma cell proliferation, tumor growth, and invasion^14,15^. In addition, SOX10 has been linked to response to targeted therapies. A SOX10-deficient, slow-cycling state has been implicated in acquired resistance of *BRAF*-mutant melanoma to BRAFi through upregulation of TGFβ1-EGFR signaling^16^. In other studies, elevated MITF expression and an MITF-low/AXL-high state have both been associated with BRAFi resistance^17,18^.

Stable acquired resistance may arise from an innate or adaptive drug-tolerant state. Recent single-cell sequencing studies have characterized proliferative/melanocytic, undifferentiated/invasive, and neural crest-like drug-tolerant states, highlighting a non-mutational phenotypic adaptation^2,9,11,12,19^. Here, we show that SOX10 is heterogeneously expressed in melanomas independently of treatment status. SOX10 loss is sufficient to induce an invasive slow-cycling state and tolerance to BRAFi and/or MEKi, which together likely form the basis for acquired resistance. Importantly, we identify a vulnerability of SOX10-deficient melanoma cells based on the up-regulation of cellular inhibitors of apoptosis-2 (cIAP2). Together, our findings provide a strategy to target SOX10-deficient subpopulations and reduce drug-tolerant populations in melanoma.

## Results

### SOX10 expression is heterogeneous in melanoma

To identify mediators of phenotype switching, we assessed SOX10 expression at the single-cell level in melanoma patient samples using a publicly available single-cell RNA-sequencing (scRNA-seq) dataset^20^ and observed both inter and intratumoral heterogeneity (Fig. 1a, b). Thirteen of the 14 tumors analyzed were BRAF inhibitor treatment-naïve. In addition, seven tumors were immune checkpoint inhibitor (ICi) treatment-naïve (TN) and seven were resistant to immune checkpoint inhibitors (ICR). Of note, ICi-resistant patient tumors Mel110 and Mel106 were homogeneously negative for SOX10 expression (Fig. 1a, b). In the other 12 melanomas, SOX10-expressing and SOX10-deficient cells co-existed within the same tumor lesion. Evidence of intratumoral heterogeneity was supported further at the protein level by IHC analysis of melanomas showing clusters of tumor cells with either low or high expression of SOX10 (Fig. 1c). To further validate SOX10 heterogeneity in melanoma, we analyzed a tumor microarray (TMA) obtained from 62 melanoma patient samples^21^ (Fig. 1d). Twenty-eight samples (45%) were treatment-naïve, 8 samples (13%) were treated with targeted therapy, 18 samples (29%) with ICi, and 7 samples (11%) with targeted therapy and ICi. One of the tumor samples lacked treatment information. Four samples were completely negative for SOX10, while all the other tumor samples presented high intertumoral and intratumoral-heterogeneity, corroborating our observations from the scRNA-seq dataset^20^. SOX10 immunofluorescence analysis in A375 (*BRAF* V600E), MeWo (wild-type for *BRAF* and *NRAS*), and 1205Lu (*BRAF* V600E) melanoma cell lines showed a similar level of heterogeneity and confirmed the co-presence of SOX10-low and -high expressing cells in basal culture conditions (Fig. 1e-g). Of note, we observed fewer SOX10-deficient cells in MeWo compared to the A375 and 1205Lu cell lines (data not shown). Together, these data show that SOX10 is heterogeneously expressed in melanoma and SOX10-low populations are present in treatment-naïve samples.

**Fig. 1:**
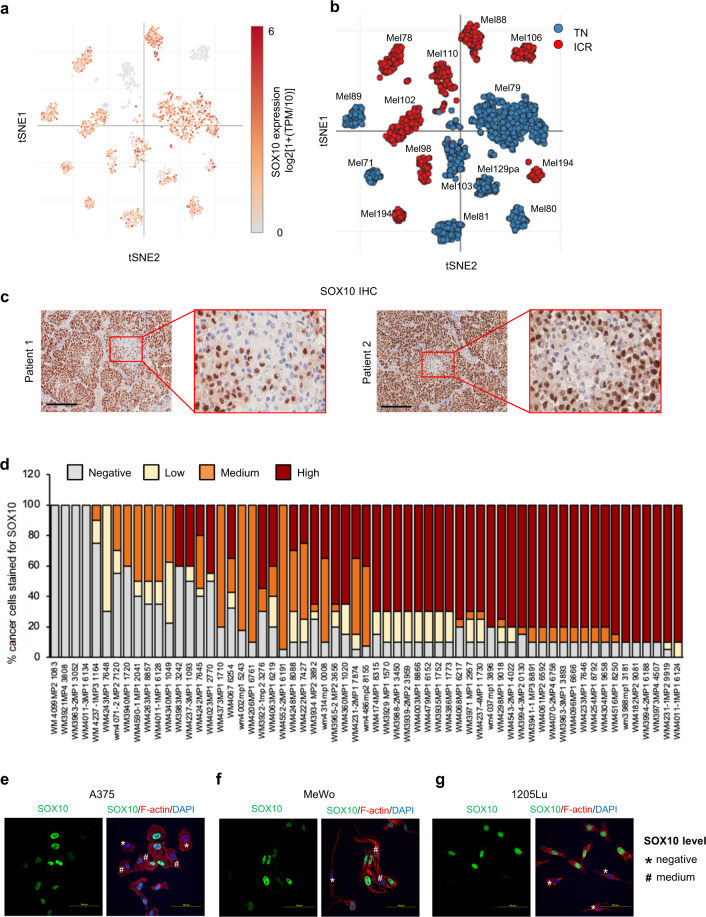
Melanoma patient samples show heterogeneous SOX10 expression. **a** tSNE plot of scRNA-seq cells colored by SOX10 expression level from Jerby-Arnon, et al. **b** As in **a** except cells colored by treatment. **c** Melanoma patient samples from Thomas Jefferson Hospital stained for SOX10. Scale bars, 200 μm. **d** TMA samples stained for SOX10. In each sample, the percentage of cancer cells expressing none, low, medium, or high levels of SOX10 was quantified by a pathologist (Dr. Xu). Samples were sorted based on their H-score (low to high). **e** Immunofluorescence images of A375, cells stained for SOX10 (green), filamentous actin (red), and DAPI (blue). The experiment was performed independently twice, and representative images are shown. Scale bar, 100 μm. **f** As in **e** except MeWo cells were used. **g** As in **e** except 1205Lu cells were used.

### SOX10 loss causes transcriptomic changes associated with an invasive phenotype

Given the presence of SOX10-negative cells in pretreatment melanoma, we sought to characterize this subpopulation. We used CRISPR/Cas9 and multiple guides to knock out SOX10 in MeWo and A375 cells and generated multiple clones with loss of SOX10 expression for each cell line (Fig. 2a). RNA-seq analysis and Gene Set Enrichment Analysis (GSEA) were performed to characterize the SOX10-regulated transcriptome and evaluate significant pathway changes following SOX10 knockout (Fig. 2b, c and Supplementary Fig. 1A, B). In SOX10 knockout cells, we observed an enrichment in pathways associated with the tumor microenvironment (epithelial-mesenchymal transition, TGFβ signaling, extracellular structure organization, apical junction, hypoxia, and angiogenesis) and metabolism (glycolysis pathway), as well as enrichment of the p53 pathway and TNFA signaling via NFκB (Fig. 2b, c and Supplementary Fig. 1A, B). Additionally, we observed reductions in MYC and E2F targets (Supplementary Fig. 1A). We further corroborated the involvement of SOX10 in regulating these pathways using two publicly available datasets^11,16^ containing SOX10 knockdown transcriptome data from A375 cells and 6 different patient-derived melanoma cell lines (MM001, MM011, MM031, MM057, MM074, MM087) (Supplementary Fig. 1C–E).

**Fig. 2:**
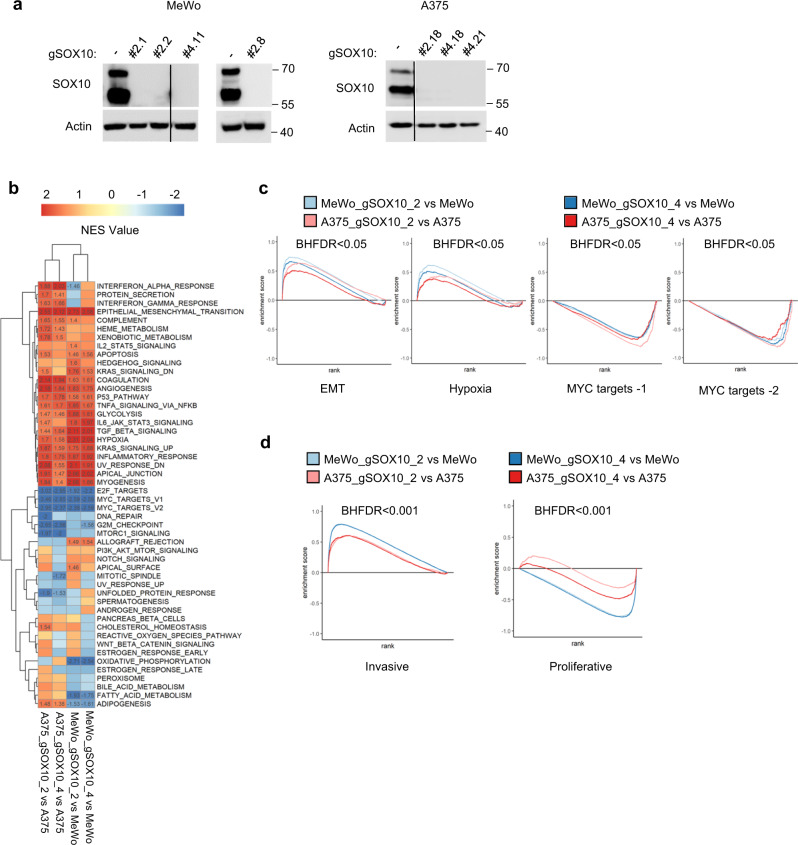
SOX10 regulates the transcription of genes involved in invasion, proliferation, and cell metabolism pathways. **a** MeWo and A375 SOX10 knockout cell lines were generated as described in Materials and Methods. The same number of parental and SOX10 knockout cells were seeded in six-well plates for each cell line. Cells were lysed and lysates western blotted as indicated. The experiment was repeated independently three times with similar results. **b** A heatmap showing GSEA normalized enrichment scores (NES) for the hallmark gene sets collection for MeWo and A375 SOX10 knockout cells (guide #2 and #4) compared to parental cells. NES values are displayed for enriched gene sets, using a Benjamini-Hochberg False Discovery Rate (BHFDR) cutoff of 0.05. MeWo gRNA#2 includes combined data collected from clones # 2.1, # 2.2, and # 2.8. For all other samples (MeWo gRNA #4, and A375 gRNA#2 and gRNA#4), shown is the mean from three independent replicates generated for each clone. **c** Enrichment plots of EMT, Hypoxia, MYC targets-1 and MYC targets-2 comparing MeWo and A375 SOX10 knockout cells (guide #2 and #4) with parental cells. **d** Enrichment plots of proliferative and invasive gene signature (Verfaille, et al.) for MeWo and A375 CRISPR SOX10 knockout (guide #2 and #4) vs parental cells. BHFDR < 0.001.

To determine the role of SOX10 in the transition between phenotypic states, we compared CRISPR knockout SOX10 cells with parental cell lines using the proliferative and invasive signatures identified by Verfaillie, et al.^6^. SOX10 knockout cell lines showed enrichment of invasive signature genes and a reduction in proliferative signature genes (Fig. 2d and Supplementary Fig. 1F, G). Similar results were observed when the same analysis was performed in datasets from SOX10 knockdown melanoma cell lines^11,16^ (Supplementary Fig. 1H). These data show that SOX10 loss is sufficient to lead to transcriptional alterations associated with phenotype switching to a low proliferative/high invasive state.

### SOX10 depletion induces an invasive-like state

To further characterize the proteomic alterations associated with differential expression of SOX10, we analyzed SOX10 knockout cells by western blotting. We first confirmed that, as previously suggested, SOX10 regulates the expression of ErbB3^22^ and PDGFRβ^16^. MeWo SOX10 knockout cells displayed increased protein levels of the invasive markers fibronectin (FN1), ZEB1, WNT5, N-cadherin, and tyrosine-phosphorylated focal adhesion kinase (FAK) (Fig. 3a). In addition, we detected reduced levels of the proliferative markers MITF, phospho-RB1, and cyclin D3, as well as upregulation in the cyclin-dependent kinase inhibitor, p21^Cip1^ (Fig. 3a). To address the concern of inter-clonal heterogeneity, we additionally co-mixed the four MeWo SOX10 knockout clones at equal ratios to generate a SOX10 knockout pool. Consistently, we observed similar changes in invasive and proliferative markers in the MeWo SOX10 knockout pool and A375 SOX10 knockout cells when compared to MeWo and A375 parental cells, respectively (Supplementary Fig. 2A, B).

**Fig. 3:**
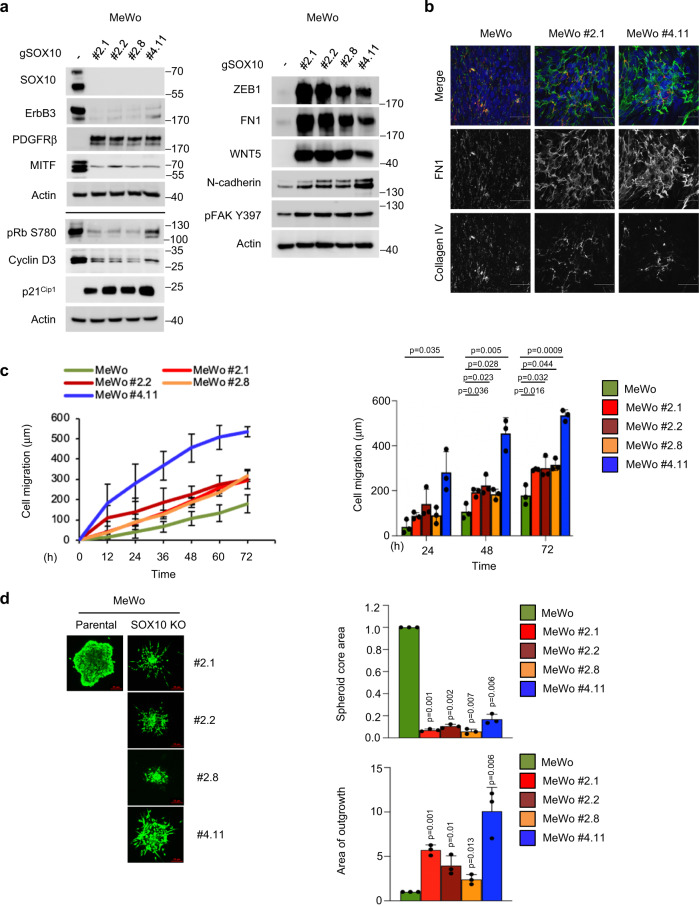
SOX10 regulates the expression of genes associated with a slow-cycling and more invasive phenotype. **a** The same number of MeWo parental and MeWo CRISPR SOX10 knockout (clone # 2.1; 2.2; 2.8; 4.11) cells were seeded in six-well plates for each cell line. Cells were lysed and lysates western blotted as indicated. The experiment was repeated independently two times with similar results. **b** MeWo parental, MeWo #2.1, and MeWo #4.11 cells were plated on coverslips coated with 0.2% gelatin. The next day, cells were treated with ascorbic acid (50 µg/ml) for 6 days. Treatment was renewed every 48 h. At the end of the experiment, cells were permeabilized, fixed, and stained for FN1 and collagen IV. The experiment was performed independently twice, and representative images are shown. Scale bars, 50 μm. **c** Scratch-wound assay comparing MeWo CRISPR SOX10 knockout (clones # 2.1; 2.2; 2.8; 4.11) cells to parental cells. Shown is the mean ± SD from three independent experiments. *p*-values were calculated using a two-sided *t*-test and *p*-values for significant comparisons are shown. **d** Spheroid in 3D collagen comparing MeWo CRISPR SOX10 knockout (clones # 2.1; 2.2; 2.8; 4.11) cell lines to parental cells. Shown is the mean ± SD from three independent experiments. Scale bar, 25 μm. *p*-values were calculated using a two-sided one-sample *t*-test of the null hypothesis and *p*-values for each comparison are shown.

Based on the upregulation of fibronectin and increased tyrosine phosphorylation of FAK, we further explored alterations in extracellular matrix (ECM) production and remodeling. FN1 is often secreted by the mesenchymal compartment whereas collagen IV is commonly produced by tumor cells. Consistent with the mesenchymal phenotype observed in SOX10-deficient cells, extracellular deposition of FN1 appeared increasingly organized in fibrillar structures in SOX10 knockout MeWo cells compared to the parental cells (Fig. 3b and Supplementary Fig. 2C, D). Conversely, no change was observed in collagen IV (Fig. 3b). These results suggest that SOX10 alters ECM production. Since cancer cell-derived ECM is associated with invasion^23^, we performed migration and invasion assays. In 2D IncuCyte scratch-wound healing assays, SOX10 knockout cells traveled significantly farther than controls (Fig. 3c and Supplementary Fig. 2E). In 3D collagen spheroid assays, SOX10 knockouts displayed decreased core area but increased outgrowth (Fig. 3d and Supplementary Fig. 2F). These data suggest that SOX10 loss induces an invasive state associated with increased production of ECM components organized in fibrillar structures.

### SOX10 loss is sufficient to induce a quiescent/dormant-like phenotype in vivo

Since cancer cell-derived ECM is associated with invasion^23^ and dormancy^24^, to determine if the enhanced invasive properties of SOX10 knockout cells were associated with a slow-cycling phenotype, we examined the growth of luciferase-expressing MeWo intradermal xenografts. Parental MeWo cells generated tumors that typically reached a palpable size within two weeks (Fig. 4a). In contrast, SOX10 knockout MeWo cells failed to form palpable tumors, but luciferase imaging showed the presence of residual cancer cells at the sites of injection (Fig. 4b and Supplementary Fig. 3A). These residual cells remained detectable at three months post-injection (Fig. 4c). IHC staining of residual tumors (at day 35) confirmed the lack of SOX10 expression (Supplementary Fig. 3B) and showed significantly reduced Ki67 and increased p21^Cip1^ levels compared to control tumors, indicating reduced proliferation (Fig. 4d and Supplementary Fig. 3C). Next, to evaluate whether SOX10 knockout causes alterations in the ECM in vivo, we used second-harmonic generation of polarized light microscopy to visualize polymerized/fibrous collagen bundles at the residual tumor areas. Consistent with the in vitro data (Fig. 3b), SOX10 knockout tumors showed enrichment in fibrous ECM signatures (Fig. 4e, f and Supplementary Fig. 3D). Overall, our in vivo studies suggest that SOX10 knockout cells display a quiescent/dormant-like phenotype associated with increased fibrous ECM protein deposition/organization.

**Fig. 4:**
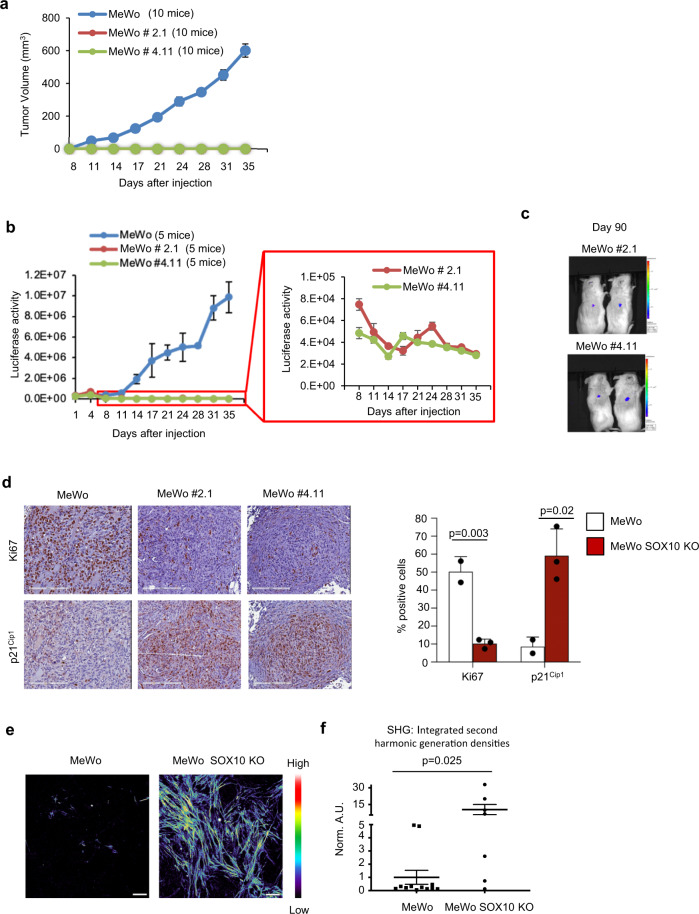
Loss of SOX10 induces a dormant/quiescent phenotype in vivo. **a** Average tumor volume ±SEM for MeWo parental and SOX10 knockout clones #2.1 and #4.11. Number of mice per cohort as indicated in the figure. **b** Average Luciferase signal (Avg Radiance [p/s/cm²/sr]) ±SEM for MeWo parental and SOX10 knockout clones #2.1 and #4.11. Number of mice per cohort as indicated in the figure. **c** Luciferase signal in MeWo #2.1 (2 mice) and #4.11 (2 mice) 90 days after injection. Mice injected with parental MeWo cells did not survive 90 days; hence, their exclusion from the 90 days imaging. **d** IHC comparing p21^Cip1^ and Ki67 expression in MeWo parental versus SOX10 knockout (clones #2.1 and #4.11) tumors collected at the end of the experiment (day 35). Shown is the mean ± SD from three independent tumors generated either from parental or SOX10 knockout MeWo cells. Scale bar, 200 μm. *p*-values were calculate using two-sided *t*-test. **e** Representative images showing second-harmonic generation signatures from three independent tumors from MeWo parental or SOX10 knockout xenografts. Images shown correspond to reconstituted monochromatic images pseudocolored according to “intensity heat-maps” of total second-harmonic generation signal. Warmer tones indicate higher second-harmonic generation signals (color tone bar is provided). Scale bars, 50 μm. **f** Quantitative analysis of polymerized collagen signatures from images in **e**. Three independent tumors generated either from parental or SOX10 knockout MeWo cells were analyzed. In total, 12 images from parental and 7 images from SOX10 knockout cells tumors were assessed. Values presented are normalized to MeWo parental xenograft. Data are expressed as mean ± SD. *p* = 0.025. *p*-values were calculated using the Wilcoxon two-sample test.

### SOX10 is downregulated in melanomas resistant to MAPK targeting agents

Loss of SOX10 has been previously linked to acquired resistance to BRAFi in *BRAF*-mutant melanoma^16^. These findings prompted us to characterize SOX10 deficiency in the context of targeted therapy tolerance. First, we compared the effect of MAPK targeting agents in parental versus SOX10 knockout cells in both *BRAF* wild-type and *BRAF*-mutant models. Parental MeWo and A375 cells were highly sensitive to either MEKi or BRAFi + MEKi treatments, respectively (Fig. 5a and Supplementary Fig. 4A-C). By contrast, SOX10 knockout cells were significantly less sensitive to MEKi and BRAFi + MEKi treatments (Fig. 5a and Supplementary Fig. 4A-C). In the A375 parental cells, we detected reduced SOX10 expression in the surviving population following 14 days of BRAFi + MEKi treatment (Supplementary Fig. 4D). To investigate whether SOX10-deficient cells preferentially survive MEKi, we co-mixed optically bar-coded mCherry-SOX10-proficient and GFP-SOX10-deficient cells at a 2:1 ratio. We used this ratio since SOX10-negative/low cells often appear to be a subclonal population in melanoma patient samples. In the absence of treatment, SOX10-proficient cells grew out, whereas chronic exposure to MEKi selected for SOX10-deficient cells (Fig. 5b and Supplementary Fig. 4E).

**Fig. 5:**
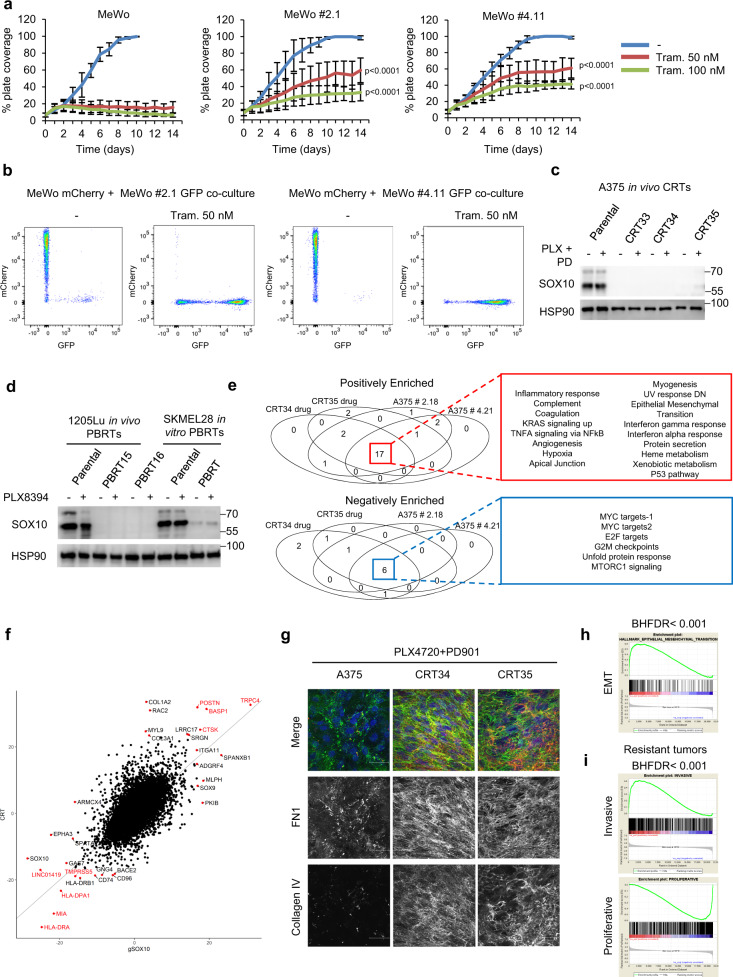
SOX10 loss induces tolerance to MAPK targeting agents. **a** Cells were treated with 50 or 100 nM trametinib. Treatment was renewed three times per week. Shown is the mean ± SD from three independent experiments. *p*-values were calculated using two-sided model-based *t*-test tests and adjusted for multiple testing using the Hochberg method and represent statistical analysis comparing growth inhibition of MeWo parental vs MeWo #2.1 and MeWo #4.11 from day 0 to day 10. *p*-values are shown. **b** mCherry-MeWo and GFP-MeWo SOX10 knockout #2.1 or #4.11 cells were co-mixed at the ratio of 2:1. Cells were co-cultured for 90 days in the presence or absence of 50 nM trametinib. Co-cultures were collected and analyzed by FACS for mCherry and GFP positivity. **c** Cells were treated with 1 µM PLX4720 plus 35 nM PD325901 for 24 h. Cells were lysed and western blotted as indicated. The experiment was repeated independently three times with similar results. **d** Cells were treated with BRAFi (500 nM PLX8394). Cells were lysed and western blotted as indicated. The experiment was repeated independently three times with similar results. **e** Venn diagrams showing the commonality of enriched gene sets (BHFDR < 0.05) from the Hallmark gene set collection (*n* = 50) for comparisons between A375 gSOX10 or CRTs in the presence of BRAFi+MEKi and parental control groups. **f** A scatter plot showing differential gene expression for gSOX10 and CRT groups over parental A375. Wald’s test statistic was averaged across the gSOX10 #2 and gSOX10 #4, and the CRT34 and CRT35, conditions. Red dots and gene names indicate the top 10 most significantly up and downregulated genes for the CRT and gSOX10 groups, and genes that are common between CRT and gSOX10are labeled in red. **g** Cells were treated with 1 µM PLX4720 + 35 nM PD0325901. Treatment was renewed every 48 h. Cells were stained for FN1 and collagen IV. The experiment was performed independently twice, and representative images are shown. Scale bars, 50 μm. **h** Enrichment plot of EMT (BHFDR < 0.001) comparing patient samples before and after MAPK targeting treatment from the Sun. et al. dataset. **i** Proliferative/invasive signature (Verfaille, et al.) for patients post vs pretreatment, controlled for patient (Sun, et al.).

One possibility is that acquired resistance to targeted therapy arises, at least in part, from cells in a drug-tolerant state. We analyzed the expression of SOX10 in cell lines previously generated in vitro and in vivo that are tolerant/resistant to BRAFi or BRAFi + MEKi^1,25^. All tolerant/resistant cell lines analyzed showed dramatically reduced levels of SOX10 expression compared to their parental counterparts (Fig. 5c, d and Supplementary Fig. 4F). The expression of SOX10 was not affected by the presence/absence of the inhibitors, suggesting that the loss of SOX10 is mediated by neither acute drug administration^26–28^ nor by addiction to the inhibitors that can develop following acquired resistance^29,30^. Of note, SOX10 loss was more evident in cell lines generated in vivo compared to in vitro. Consistent with SOX10 knockout cells (Fig. 2c, d and Supplementary Fig. 1A–H), GSEA analysis of tolerant/resistant lines, namely, A375 CRTs (CRT34 and CRT35, combination BRAFi/MEKi-resistant tumors) and 1205Lu PBRTs (PBRT15 and PBRT16 BRAFi-resistant tumors), showed enrichment in epithelial-mesenchymal transition (EMT), TGFβ signaling, apical junction, hypoxia, glycolysis, and TNFα signaling via NFκB, as well as a reduction in MYC and E2F targets (Supplementary Fig. 4G–I). Furthermore, the resistant/tolerant cells (CRTs and PBRTs) displayed an enriched invasive gene signature and reduced proliferative gene signature^6^ compared to their respective parental cells (A375 and 1205Lu) (Supplementary Fig. 4J, K). 

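The RNA-seq part of this comparison that concerns 1205Lu rests on 6 libraries, 2 each of 1205LuTR parental cells given DMSO, PBRT15 cells kept in 500 nM PLX8394 and PBRT16 cells kept in 500 nM PLX8394. 1205Lu is a human melanoma cell line, PLX8394 is a BRAF inhibitor, and both PBRT lines came from tumors resistant to BRAF inhibition. The A375 and CRT libraries were not analysed here. Resistant line and drug go together in this design, so a difference from the parental cells holds both. None of the sources used here says whether the 2 libraries of a group came from separate cultures, so p-values measure only the spread between these samples, which can be technical.

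Libraries were made with a stranded mRNA kit and sequenced as paired ends. The paper's methods name RSEM with a GENCODE annotation on GRCh38 for quantification and DESeq2 for the comparisons, and the submitters' processing notes also name STAR 2.6.1a and Picard. The deposited values give 1 signal per gene and library for 60617 gene IDs, besides those of the pseudoautosomal copies. They are not whole numbers and were already on a common scale, with median-of-ratios factors between 1.0004 and 1.0132. Their normalization is not given in the sources used here, and the number of reads per library is therefore unknown. The values summed to 27947876 and 27877963 in the parental libraries, 29580752 and 28640267 in the PBRT15 libraries and 28216216 and 28556935 in the PBRT16 libraries. Mitochondrial genes took 6.3% and 6.15% of the total in parental cells, 4.09% and 4.1% in PBRT15 and 4.43% and 4.53% in PBRT16.

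Genes were kept if they had a value of at least 10, scaled to the library total, in at least 2 libraries and a total of at least 15, which left 16555 genes. Each gene was tested with limma on log2(value + 1) in 1 fit of all 6 libraries, with Benjamini-Hochberg adjustment. Fold changes are on that scale and understate the change of genes with low values. Differentially expressed genes had an adjusted p of at most 0.05 and a fold of at least 2, the study's thresholds, and a member of a gene list rose or fell at an adjusted p of at most 0.05. The 28 gene lists were written from general knowledge before the data were examined and stand in for the MSigDB and melanoma signatures of the paper. Those could not be compared with them, so how many members they share is not known. Each list was compared with all other genes by camera at a preset inter-gene correlation of 0.01. Across genes, which are not independent replicates, the correlation between the 2 libraries of a group was 0.9859 in parental cells, 0.9843 in PBRT15 and 0.9857 in PBRT16. The first principal component held 67.6% of the variance and separated both PBRT lines from the parental cells, and the other, with 22.6%, separated PBRT15 from PBRT16.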

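Both PBRT lines had nearly lost SOX10 mRNA and carried far more transcripts of some matrix genes, such as COL6A3 and COL1A1. Their MYC and E2F targets were, as lists, slightly lower than other genes by camera at the preset correlation. With an estimated correlation these lists were not called (adjusted p in PBRT15 and PBRT16 = 0.743 and 0.607 for both MYC lists, 0.769 and 0.607 for E2F targets). SOX10 (chromosome 22 of GRCh38, from 37970686 to 37987422) had a value of 4232 ± 182 (SD, n = 2) in parental cells, against 0 and 0.79 in the PBRT15 libraries and 1.5 and 0.78 in the PBRT16 libraries. Of 31 tested genes of the neural crest program that SOX10 belongs to, 22 fell and 3 rose in PBRT15 and 22 fell and 4 rose in PBRT16 (adjusted over the list alone, 22 and 3, and 24 and 4). Among them S100B, a marker of neural crest derivatives, fell from 9533 ± 2063 (SD, n = 2) to values of at most 1.67, and MIA, a secreted melanoma protein, fell from 4156 ± 213 (SD, n = 2) to 6.98 and 38.2 in PBRT15 and was listed at 0 in PBRT16. This list was lower than other genes in both lines (camera, adjusted p = 1.2e-06 and 2.1e-06). Its adjusted p with an estimated correlation was 0.265 and 0.361.

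Of 177 tested genes of epithelial-mesenchymal transition, 103 rose and 29 fell in PBRT15 and 95 rose and 31 fell in PBRT16 (adjusted over the list alone, 111 and 31, and 98 and 36). COL6A3, a chain of collagen VI, rose from 92.7 ± 33.9 to 480200 ± 8578 in PBRT15 and to 6943 ± 27.2 in PBRT16 (SD, n = 2 in each group). COL1A1, a chain of collagen I, rose from 23.3 ± 13.3 to 63880 ± 4491 in PBRT15 and to 12190 ± 3175 in PBRT16. LOXL1, which crosslinks matrix proteins, was listed at 0 in both parental libraries and reached 1517 ± 73.6 in PBRT15 and 1656 ± 30.9 in PBRT16. CDH2, which encodes N-cadherin, fell from 1713 ± 29.9 to 102 ± 30.0 and 119 ± 11.5. SERPINE2, a protease inhibitor gene, fell from 66740 ± 9499 to 1691 ± 166 and 3356 ± 502, and the matrix gene TNC from 58800 ± 7536 to 2809 ± 783 and 21850 ± 2476. FN1, which encodes fibronectin, did not pass in either line (55500 ± 567, 83690 ± 4451 and 50630 ± 14260, adjusted p = 0.0859 and 0.582, limma). Its log2 fold change of 0.592 in PBRT15 passed with 4 libraries in the fit and with the spread by expression level. The list was higher than other genes (camera, adjusted p = 4.1e-07 in PBRT15 and 1.25e-05 in PBRT16). With an estimated correlation its adjusted p was 0.265 and 0.361.

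Of 151 tested apical junction genes, 62 rose and 27 fell in PBRT15 and 56 rose and 23 fell in PBRT16 (adjusted over the list alone, 67 and 31, and 57 and 24; camera, adjusted p = 0.0051 and 0.00592). FLNC, an actin-binding filamin, rose from 129 ± 23.5 to 5073 ± 53.3 and 4695 ± 38.1 (SD, n = 2). The adjusted p of this list was 0.265 and 0.361 with an estimated correlation. Of 52 TGFβ signaling genes, 20 rose and 6 fell in PBRT15 and 21 rose and 9 fell in PBRT16 (adjusted over the list alone, 25 and 7, and 23 and 9). The TGFβ target SMAD6 rose from 61.5 ± 3.08 to 889 ± 95.7 and 733 ± 181, while PMEPA1, another TGFβ-induced gene, fell from 12660 ± 1627 to 1333 ± 113 and 4206 ± 640. This list did not pass against other genes (camera, adjusted p = 0.0546 and 0.125), but was called in PBRT15 without PBRT15 replicate 1 (0.0372) or 2 (0.0422) and without PBRT16 replicate 1 or 2 (0.0478 in both cases).

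Hypoxia genes passed in PBRT16 (75 rose and 27 fell of 172; camera, adjusted p = 0.000487) and not in PBRT15 (56 rose and 28 fell; adjusted p = 0.0592), where leaving out PBRT15 replicate 1 (0.0112) or PBRT16 replicate 1 or 2 (0.0478 in both cases) gave a call. The difference between the lines was not called (adjusted p = 0.0628). Adjusted over the list alone, 83 rose and 29 fell in PBRT16 and 57 rose and 33 fell in PBRT15. In PBRT16 the adjusted p was 0.607 with an estimated correlation. ADM, induced by low oxygen, rose from 5.19 ± 3.26 to 362 ± 40.8 and 267 ± 35.5 (SD, n = 2). Of 177 glycolysis genes, 43 rose and 32 fell in PBRT15 and 47 rose and 33 fell in PBRT16 (adjusted over the list alone, 43 and 34, and 49 and 35; camera, adjusted p = 0.709 and 0.238). Among 22 enzymes and transporters of glycolysis itself, 5 rose and 2 fell in PBRT15 and 8 rose and 1 fell in PBRT16 (adjusted over the list alone, 4 and 1, and 8 and 1; camera, adjusted p = 0.397 and 0.0275). The call in PBRT16 was lost with an estimated correlation (adjusted p = 0.607), without parental replicate 1 (0.0796), without PBRT15 replicate 1 or 2 or with 4 libraries in the fit (0.0522 in each case), without PBRT16 replicate 2 (0.147), with GSEA (0.168) and with fry (0.103). TNFα signaling genes went both ways, with 75 that rose and 43 that fell of 179 in PBRT15 and 70 that rose and 50 that fell in PBRT16 (adjusted over the list alone, 78 and 46, and 74 and 53; camera, adjusted p = 0.0592 and 0.3003). Without PBRT15 replicate 1 the list was called in PBRT15 (0.0151). The cytokine gene IL6 rose from 47.6 ± 9.91 to 2482 ± 527 and 3120 ± 407, and IL1B, another inflammatory cytokine gene, fell from 23480 ± 389 to 52.0 ± 5.83 and 22.9 ± 4.19.

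Of 200 genes in the larger list of MYC targets, 53 fell and 11 rose in PBRT15 and 38 fell and 6 rose in PBRT16 (adjusted over the list alone, 22 and 7, and 21 and 3; camera, adjusted p = 0.000273 and 0.000203). SNRPB2, a spliceosome component, fell from 7044 ± 868 to 2205 ± 132 and 2177 ± 11.6 (SD, n = 2). Of 58 genes in the smaller list, 21 fell and 4 rose in PBRT15 and 19 fell in PBRT16 (adjusted over the list alone, 22 and 4, and 17; camera, adjusted p = 0.00245 and 0.000313). For both MYC lists the adjusted p with an estimated correlation was 0.743 in PBRT15 and 0.607 in PBRT16. Of 195 E2F targets, 38 fell and 18 rose in PBRT15 and 42 fell and 13 rose in PBRT16 (adjusted over the list alone, 25 and 13, and 36 and 13; camera, adjusted p = 0.00938 and 0.000639). HMGA1, a chromatin protein, fell from 19010 ± 975 to 3838 ± 1001 and 3286 ± 41.7. Of all tested genes 19.5% fell and 21.6% rose in PBRT15 and 19% fell and 21.1% rose in PBRT16, so the share of E2F targets that fell is near that of all genes and fewer of them rose; the same holds for the larger MYC list in PBRT16. The median log2 fold change was -0.267 and -0.242 in the larger MYC list, -0.474 and -0.449 in the smaller and -0.23 and -0.284 in E2F targets. With an estimated correlation the adjusted p of E2F targets was 0.769 in PBRT15 and 0.607 in PBRT16, and without PBRT15 replicate 2 that of camera in PBRT15 was 0.242. Of 43 mitosis genes, 1 fell in each line and did not pass when adjusted over the list alone, and the list was called in PBRT16 (camera, adjusted p = 0.0239) and not in PBRT15 (adjusted p = 0.0898); the difference between the lines was not called (adjusted p = 0.688). In PBRT16 its adjusted p was 0.703 with an estimated correlation, 0.114 with GSEA, 0.376 with fry, 0.0747 without parental replicate 2 and 0.596 without PBRT16 replicate 2. In PBRT15 the list was called without PBRT15 replicate 1 (0.00252) and without PBRT16 replicate 1 or 2 (0.0478 in both cases), and its adjusted p was 0.867 without PBRT15 replicate 2.

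In all, 3909 genes were differentially expressed in PBRT15, 2278 higher and 1631 lower, and 3824 in PBRT16, 2176 higher and 1648 lower (limma). Both lines shared 1477 higher and 1068 lower genes, where independent lists would share 299.4 and 162.4 and 100 simulations of unchanged groups against the same parental libraries gave at most 1 in each direction. Across genes the fold changes of the lines correlated at r = 0.799, against 0.501 in the simulations, with a covariance of 2.01 against 0.0502. The parental libraries are common to both comparisons and were not split between them. The simulations used the same parental libraries, so the simulated values hold the spread between these. A departure that both parental libraries share is not in that spread and can be part of the excess. From its GSEA of these lines, the paper states that the resistant lines share these pathway changes with SOX10 knockout cells.

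**Figure D1:**
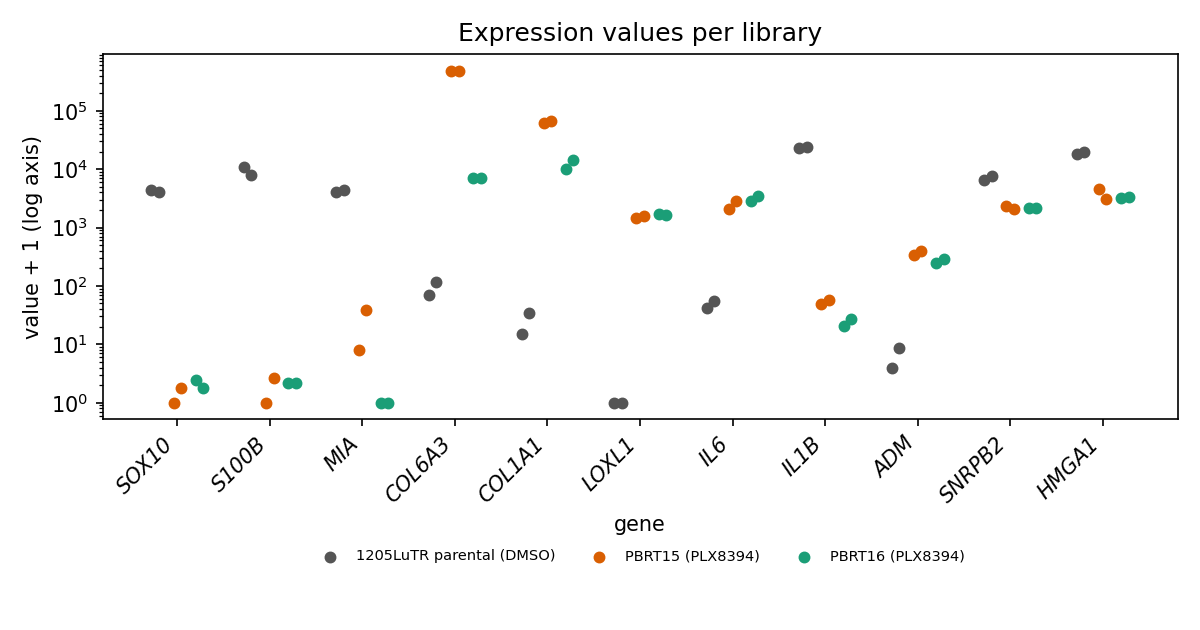
Expression values of 11 genes in each library, plotted as value + 1 on a log axis, with 1 point per library and 2 libraries per group. SOX10 and S100B are near the bottom of the axis in both PBRT lines. MIA is at the bottom in PBRT16 (listed at 0) and above it in PBRT15 (6.98 and 38.2). LOXL1 is at the bottom in parental cells (listed at 0).

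**Figure D2:**
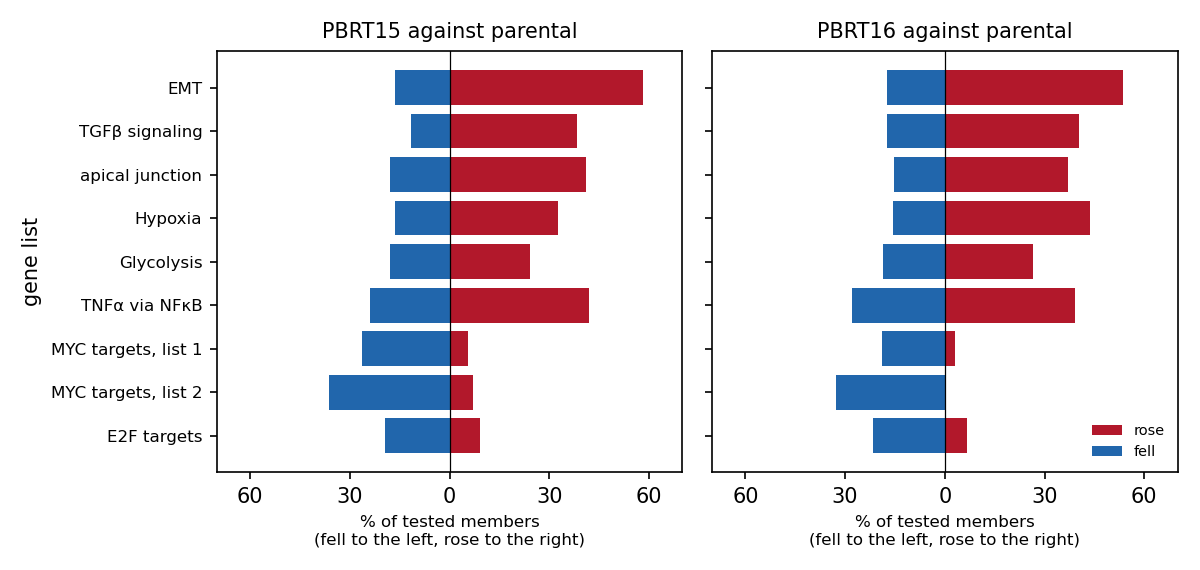
Share of the tested members of 9 gene lists that rose (red, to the right) or fell (blue, to the left) at an adjusted p of at most 0.05 from limma, in PBRT15 and in PBRT16 against parental cells, in percent. In the list of epithelial-mesenchymal transition 103 of 177 rose in PBRT15 and 95 in PBRT16.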

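Genes of the invasive melanoma state were mostly higher in both PBRT lines, whereas genes of the proliferative state went both ways. Of 45 tested invasive genes, 24 rose and 10 fell in PBRT15 and 24 rose and 8 fell in PBRT16 (adjusted over the list alone, 25 and 10, and 25 and 8; camera, adjusted p = 0.0051 and 0.0038). WNT5A, a non-canonical WNT ligand linked to the invasive state, rose from 1231 ± 31.1 in parental cells to 14750 ± 902 in PBRT15 and 9020 ± 235 in PBRT16 (SD, n = 2). CCN1, a matricellular protein gene, rose from 1017 ± 132 to 13580 ± 1158 and 12450 ± 2083, and THBS1, which encodes thrombospondin 1, rose from 8634 ± 1138 to 89680 ± 5580 and 97730 ± 29070. Members that fell included PODXL, from 2915 ± 40.2 to 92.7 ± 13.5 and 99.1 ± 2.94. ITGA2 fell from 5831 ± 573 to 1896 ± 387 and 337 ± 67.8. The adjusted p of the invasive list with an estimated correlation was 0.41 in PBRT15 and 0.361 in PBRT16.

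Of 38 tested proliferative genes, 16 rose and 9 fell in PBRT15 and 12 rose and 10 fell in PBRT16 (adjusted over the list alone, 17 and 11, and 13 and 10). Their median log2 fold change was 0.25 in PBRT15 and 0.17 in PBRT16, and their mean -0.09 and -0.01, so that median and mean differ in sign. Against other genes the list did not pass (camera, adjusted p = 0.564 and 0.549). GPM6B fell from 459 ± 63.4 to 10.1 ± 4.28 and 25.5 ± 9.30, and INPP4B, a lipid phosphatase gene, fell from 372 ± 10.1 to 35.7 ± 0.431 and 15.7 ± 1.5. MITF, the regulator of melanocyte differentiation, rose from 111 ± 3.05 to 875 ± 73.2 in PBRT15 and 2184 ± 35.8 in PBRT16, a log2 fold change of 2.96 and 4.28 (standard error 0.12 in both, adjusted p = 0.000202 and 8.4e-05, limma). PLXNC1, a semaphorin receptor gene of the same list, rose from 135 ± 1.7 to 540 ± 71.6 and 1073 ± 151.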

When comparing the transcriptomic profiles of SOX10-deficient cells that arose following BRAFi + MEKi treatment in vivo (CRT35 and CRT34) to SOX10 CRISPR knockout cells generated in vitro, we observed a similar transcriptomic pathway enrichment and gene regulation (Fig. 5e, f). These data suggest that many of the pathway alterations observed in the CRT lines may be driven by the repression of SOX10.

Consistent with the SOX10 knockout phenotype, CRT34 and CRT35 showed an increase in ECM protein deposition (Fig. 5g, in the presence of BRAFi/MEKi, and Supplementary Fig. 4L, at basal condition) and increased outgrowth in 3D collagen in comparison to A375 parental cells (Supplementary Fig. 4M). Next, we queried published RNA-seq datasets from matching patient samples before and after acquiring resistance to MAPK targeting agents^16^. Consistent with the cell line-derived RNA-seq data (Fig. 2c, d and Supplementary Fig. 1A–H and 4G–I), GSEA analysis showed that resistant tumors lacking SOX10 or with a SOX10-deficient transcriptomic profile displayed enrichment in genes involved in EMT, hypoxia, TGFβ signaling, apical junction, angiogenesis, TNFA signaling via NFκB, glycolysis, and extracellular structure organization (Fig. 5h and Supplementary Fig. 4N). Resistant tumors also displayed an enriched invasive gene signature and a reduced proliferative gene signature^6^ compared to pretreatment biopsies (Fig. 5i). In the transcriptomic profile of CRT lines, many pathways associated with proliferation (E2F targets and MYC targets) were downregulated in the presence of BRAFi + MEKi, consistent with drug-tolerant (versus fully resistant) properties (Supplementary Fig. 4O). Consistent with reduced G1/S progression, RB1 phosphorylation was decreased and p27^Kip1^ expression was increased following BRAFi + MEKi treatment of CRT lines (Supplementary Fig. 4P). These data indicate that a drug-tolerant SOX10-negative population often arises following the treatment of melanoma with BRAFi and/or MEKi, and that this might be the population of cells that seeds tumor recurrence.

### SOX10-negative cells are sensitive to cIAP inhibitors

Our data indicate that SOX10 knockout cells display a targeted therapy-tolerant state associated with invasive properties. Next, we sought to identify drugs that are selectively lethal for SOX10 knockout cells with the intent of targeting drug-tolerant persister cells. To this end, we screened a total of 1820 compounds using the anti-cancer library compound panel in parental and SOX10 knockout MeWo cells. Notably, all five cIAP1/2-XIAP inhibitors included in the screen (LCL161, birinapant, GDC0152, AZD5582, and BV6) effectively induced cell death in SOX10 knockout cells with little-to-no effect on parental cells (Fig. 6a). Embelin, a XIAP selective inhibitor, did not induce death in any of the cell lines analyzed (Fig. 6a). Thus, cIAP1 and/or cIAP2 may be relevant targets for inducing cell death in SOX10 knockout cells.

**Fig. 6:**
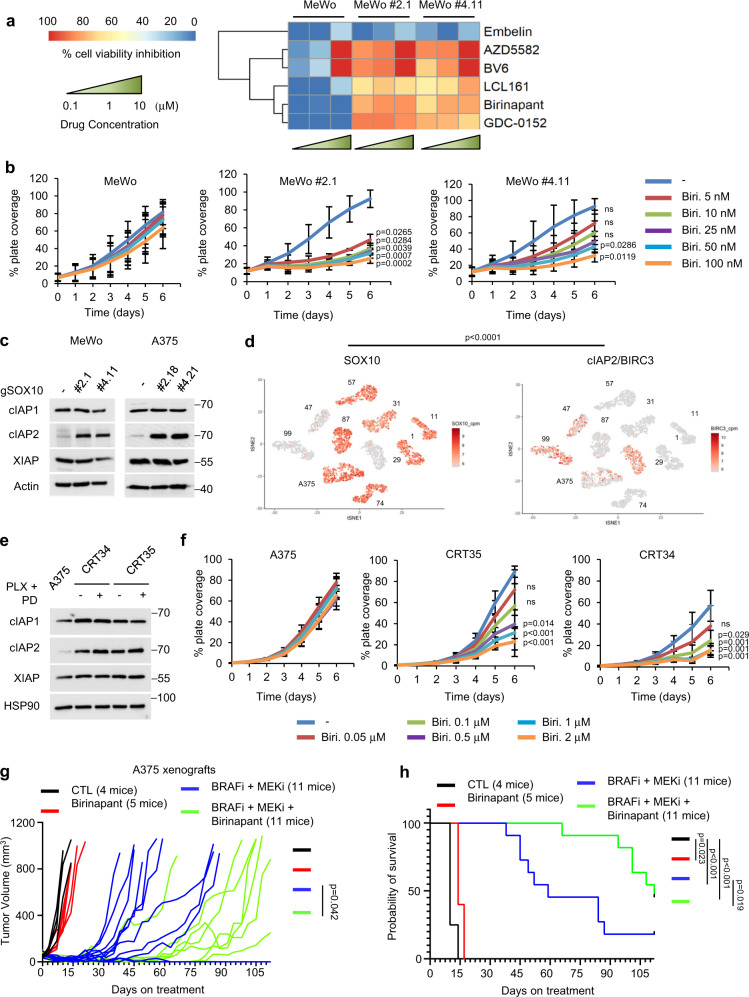
Synthetic lethality of IAP inhibitors towards SOX10-deficient population. **a** Synthetic lethality of IAP1/2-XIAP inhibitors toward the SOX10-deficient population expressed as inhibition of cell viability. **b** The same number of cells were seeded for each cell line. Cells were treated with increasing concentrations of birinapant. Treatment was renewed every 48 h. Shown is the mean ± SD from three independent experiments. *p*-values were calculated using two-sided model-based *t*-test tests and adjusted for multiple testing using the Hochberg method and represent statistical analysis comparing birinapant-induced growth inhibition in MeWo parental vs MeWo #2.1 and MeWo #4.11. *p*-values are shown. **c** Cell lysates were western blotted, as indicated. The experiment was repeated independently three times with similar results. **d** scRNA-seq cell line data for SOX10 and cIAP2/BIRC3. *p* < 0.001 for zero-inflation model and *p* = 0.002 for mean model. **e** Cells were treated with PLX4720 (1 µM) + PD0325901 (35 nM) for 24 h, lysed and western blotted. The experiment was repeated independently three times with similar results. **f** The same number of cells were seeded for each cell line. Cells were treated with increasing concentrations of birinapant. Treatment was renewed every 48 h. Shown is the mean ± SD from three independent experiments. *p*-values were calculated and adjusted as in **b**. and represent statistical analysis comparing birinapant-induced growth inhibition in A375 parental vs CRT35 or CRT34 cells. *p*-values are shown. **g** A375 xenograft tumor growth, day 0 corresponding to the first day of treatment. Mice were treated 200 PPM PLX4720 plus 7 PPM PLX2695 and/or injected with 100 μL (for female mice) or 150 μL (for male mice) birinapant solution (3 mg/ml). AIN-76A diet was used as vehicle. Number of mice per cohort as indicated. Statistical significance was calculated as the time to tumor regrowth (tumor volume > 100 mm^3^) and corresponding median survival times were estimated using the Kaplan–Meier method. The two-sided log-rank test was used to compare the time to regrowth between treatment groups. *p*-value is shown. **h** Mouse survival curve for the in vivo experiment shown in **g**. *p*-values were calculated using the two-sided log-rank tests and were adjusted for multiple testing to control for the False Discovery Rate (FDR) using the method of Benjamini and Hochberg. *p*-values are shown.

To validate our results, we focused on the cIAP1/2 inhibitor, birinapant, which is currently in clinical trials for head and neck squamous cell carcinoma (NCT03803774). We confirmed reduced expression of cIAP1/2 and XIAP following birinapant treatment by western blot analysis to show on-target effects (Supplementary Fig. 5A). In IncuCyte growth assays, birinapant reduced cell growth in SOX10 knockout cells compared to parental cells in a statistically significant manner, either at all doses analyzed for MeWo #2.1 or at higher doses (50 and 100 nM) for MeWo #4.11 (Fig. 6b and Supplementary Fig. 5B). Birinapant elicited a similar, albeit less strong, effect in SOX10 knockout A375 cells (Supplementary Fig. 5C). A comparable trend was observed in parental and SOX10 knockout MeWo cells treated with GDC0152 and LCL161 (Supplementary Fig. 5D, E).

To identify the mechanisms involved in the differential response of SOX10-deficient versus -proficient cells to cIAP inhibitors, we analyzed the expression of IAP proteins. Strong upregulation of cIAP2 expression was detected in SOX10 knockout cells, while cIAP1 and XIAP levels were relatively unchanged (Fig. 6c). High cIAP2 levels were also observed in SOX10-deficient *NRAS* mutant melanoma cells, WM1361 and WM1366 (Supplementary Fig. 5F), which are known to be less sensitive to MEKi-induced cell death compared to other SOX10-proficient *NRAS* mutant cell lines^31^. To evaluate the clinical relevance of a SOX10-cIAP2 negative correlation, we analyzed a single-cell RNA-seq publicly available dataset obtained from patient-derived melanoma cell lines^11^. SOX10 expression was significantly associated with decreased BIRC3/cIAP2 RNA-seq counts (Fig. 6d and Supplementary Fig. 5G). Furthermore, a significant negative correlation was confirmed by analyzing the cutaneous melanoma mRNA expression TCGA dataset (Supplementary Fig. 5H).

Previous studies have suggested that low SOX10 expression characterizes the “undifferentiated” cell state^10^, which has been associated with resistance to targeted therapy^2^ and ICi^32^. Thus, we analyzed the expression of BIRC3 across different cell states expressing various levels of SOX10. RNA-seq data derived from human^10^ and mouse^32^ cell lines confirmed that BIRC3 mRNA levels are upregulated in the “undifferentiated”, SOX10 low/negative state (Supplementary Fig. 5I, J). However, a similar upregulation was observed in the Neural Crest Stem Cell (NCSC)-like state, which expresses SOX10 (Supplementary Fig. 5I, J). Since the NCSC-like state retains a low level of MITF, this transcription factor may play a role, but further studies are necessary. Importantly, both “undifferentiated” and “NCSC-like” states have been associated with resistance to ICi and MAPKi, mirroring the cross-resistance observed in patients treated with immune or targeted therapy.

Increased expression of cIAP2, and to a lesser extent cIAP1, was observed in SOX10-deficient A375-derived CRT lines compared to parental A375 cells (Fig. 6e). Similarly, higher levels of cIAP2 were observed in 1205Lu-derived SOX10-deficient PBRT16 cells compared to parental 1205Lu cells (Supplementary Fig. 5K). SOX10-deficient CRT35 and CRT34 cells showed selective sensitivity to birinapant, starting at 0.5 and 0.1 μM, respectively, compared to parental A375 cells (Fig. 6f and Supplementary Fig. 5L, M). Interestingly, BRAFi + MEKi elicited a degree of protection to CRT cells in vitro against the effects of birinapant (Fig. 6f and Supplementary Fig. 5N, quantified in Fig. 5O).

Given the ability of SOX10-deficient cells to increase fibrous ECM protein deposition/organization (Figs. 3b, 4e, and 5g), we next queried whether birinapant treatment inhibits these alterations in ECM production and remodeling. A reduction of ECM protein deposition was observed in MeWo SOX10 knockout cells and SOX10-deficient A375 CRT35 cells treated with birinapant; however, it will be important to separate these effects from the ability of birinapant to induce cell death in SOX10-deficient cells (Supplementary Fig. 5P, Q).

Since birinapant has been utilized clinically, we tested its effects in combination with BRAFi+MEKi in A375 xenograft models. Co-treatment with birinapant significantly delayed the onset of BRAFi+MEKi resistance and improved mice survival (Fig. 6g,h and Supplementary Fig. 5R, S). The triple combination (BRAFi + MEKi+birinapant) versus BRAFi+MEKi caused more complete and durable responses and cleared tumors did not reoccur following drug removal. IHC analysis of SOX10 expression showed that BRAFi/MEKi/birinapant-treated tumors expressed a significantly higher level of SOX10 compared to the control tumors. (Supplementary Fig. 5T). These data support the notion that targeting the SOX10-negative subpopulation improves the durable efficacy of BRAFi+MEKi.

## Discussion

Given intratumor heterogeneity in cutaneous melanoma, an important issue is to characterize the states associated with phenotypic switching. Understanding the mechanistic switches to drug-tolerant subpopulations and selectively targeting them is likely to improve treatment for Stage III and IV melanoma. We focused on SOX10, a transcription factor that is readily expressed in melanoma lesions^33,34^ and often used as a diagnostic marker^35^. Our findings demonstrate that SOX10 is heterogeneously expressed in treatment-naïve melanoma samples. Additionally, we found that SOX10 loss characterizes an invasive but dormant/quiescent-like phenotype that represents a phenotypic switch from the proliferative state of SOX10-expressing cells. The quiescent-like state is associated with tolerance to MAPK targeting agents but renders cells sensitive to cIAP1/2 inhibitors (Fig. 7). The cIAP1/2 inhibitor, birinapant, improves the durable efficacy of BRAFi+MEKi. Our studies underscore the importance of targeting SOX10-deficient subpopulations to prevent invasion and drug tolerance.

**Fig. 7:**
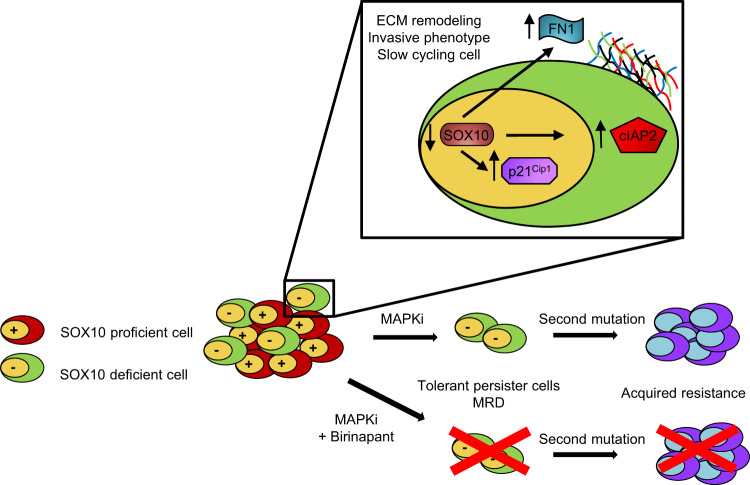
Schematic showing the effects of SOX10 loss in melanoma. SOX10 loss leads to an invasive but dormant-like/quiescent phenotype associated with ECM remodeling and tolerance to MAPK targeting agents. SOX10-deficient cells show upregulation of cIAP2 that is associated with sensitivity to cIAP1/2 inhibitors.

We show that the expression of SOX10 can direct melanoma cells towards a proliferative state and that its loss leads to invasive characteristics. Conversely, a previous study suggested that a reduction in SOX10 expression down-regulates invasiveness^15^. It is known that depletion of SOX10 reduces cell proliferation and induces senescence^36,37^, and that Sox10 over-expression in zebrafish promotes melanoma formation^14^. Our study shows that SOX10-deficient melanoma cells are slow-cycling, which is an effect associated with reduced expression of MITF and cyclin D3 as well as enhanced p21^Cip1^. Other studies suggest that SOX10 may mediate effects on melanoma growth and survival via regulation of the long non-coding RNA, SAMMSON, and mitochondrial homeostasis^38^, via control of SOX9^39^ and/or through regulation of the small GTPase RAB7^40^. How these mechanisms, in combination with MITF loss, contribute to the slow-cycling phenotype awaits further examination. Furthermore, the invasive phenotype of SOX10-deficient cells was associated with upregulated ZEB1, FN1, and FAK phosphorylation. ZEB1 is an EMT transcription factor known to induce ECM remodeling^41^. FN1 is often secreted by the mesenchymal compartment whereas collagen IV is commonly produced by tumor cells. FAK signals downstream of integrins which are activated by FN1, collagen IV, and other ECM proteins, all of which have been previously associated with resistance to the BRAFi, vemurafenib^42^. FAK inhibitors are being tested clinically and may be useful for blocking the spread/growth of slow-cycling invasive cells. Changes in ECM fibrillogenesis, first noted by the Keely group^43^, have been reported in a plethora of solid tumors^44,45^ and were shown to be clinically relevant in melanoma^46,47^.

Slow-cycling melanoma cells have been linked to drug tolerance^48^. We show that SOX10 deficiency is sufficient to cause MAPK targeted therapy tolerance and that BRAFi and/or MEKi treatment preferentially selects for SOX10-deficient cells. SOX10 loss is associated with melanomas that have acquired resistance to BRAFi^16^. Furthermore, SOX10-negative clones have been identified in the minimal residual disease of *BRAF*-mutant PDX models following BRAFi and MEKi and in ‘on-treatment’ patient samples^2^. The selective outgrowth of SOX10-deficient cells on MEKi suggests that acquired resistance to MAPK targeted therapy may arise from pre-existing SOX10-deficient cells. We show that SOX10-deficient/low cells are present to varying levels in treatment-naïve tumors. Whether the loss of SOX10 is driven by genomic alterations or reversible epigenetic events, as previously suggested^6,49^, needs further elucidation. While our study focused on signaling pathway-targeted inhibitors, the role of SOX10 in response to immune-based therapies also needs evaluation. We note that both of the SOX10-negative melanomas from the single-cell sequencing dataset were ICi-resistant^20^, and preclinical studies suggest that low levels of SOX10 are associated with a lack of response to ICi^32^. Additionally, analysis of publicly available datasets^10,32^ indicates that “NCSC-like” and “undifferentiated” states, which have both been associated with resistance to targeted and immune therapies, express high levels of BIRC3 mRNA. A future direction will be to investigate the role of BIRC3 in tolerance/resistance to targeted therapies and immunotherapy, and whether cIAP2i can prevent or delay the onset of resistance for both therapies. Data from the literature suggest that cIAP2 can be regulated post-translationally^50,51^, thus, it will be important to assess cIAP2 protein levels across cell states moving forward.

The properties of SOX10-deficient cells led us to identify novel therapeutic strategies to target this subpopulation with the goal of enhancing targeted therapy regimens. Broad genomic and pharmaceutical screens have identified synthetic lethal drug combinations and drug-gene connections that lead to the death of distinct cellular populations. A pharmacological inhibitor screen identified a class of cIAP1/2 inhibitors as selectively targeting SOX10-deficient cells, an effect likely due to a dramatic up-regulation of cIAP2 proteins. The cIAPs, a family of structurally related proteins, including XIAP (X-linked IAP), cIAP1, cIAP2, and survivin, are known to inhibit apoptosis by blocking the activation of effector caspases. IAPs inhibitors (also known as SMAC mimetics) cause the degradation of cIAP1 and 2^52^. Previous studies have shown that birinapant inhibits the growth of many melanoma cell lines if combined with TNF-α treatment^21^. In preclinical models, birinapant synergizes with TRAF2 inactivation to induce tumor volume reduction and extend survival in mice, likely impacting T cell functionality^53^. Addition of anti-PD1 to this combination induced superior tumor control and improved overall survival in mouse models.

Multiple monovalent, as well as bivalent, cIAP1/2 inhibitors have entered clinical cancer trials. In general, these compounds are well tolerated and have a reasonable safety profile; however, they have shown limited clinical activity as single agents^54^. Previous studies showed synergistic effects of birinapant in combination with BRAFi in BRAF V600E colorectal cancer cells^55^. Consistently, our data suggest that adding cIAP1/2 inhibitor to the regimen of BRAFi and MEKi will delay the onset of acquired resistance.

An interesting aspect of this strategy is that, at least in vitro, BRAFi+MEKi elicited a protective effect on SOX10-deficient cells treated with birinapant. Previous studies have suggested that BRAFi-resistant cells develop drug addiction rendering them sensitive to drug withdrawal^29^; however, results from clinical trial data with BRAFi+MEKi indicate that continuous treatment regimens are more effective^56^. Further studies are needed to identify optimal scheduling of birinapant with BRAFi+MEKi combinations to maximize tumor regression durability and minimize potential toxicity. In addition, investigating cIAP1/2 inhibitor effects on the tumor immune microenvironment may provide insights into how these agents might potentially interact with ICi. Together these findings raise several potential strategies for the incorporation cIAP1/2 inhibitors into treatment regimens for cutaneous melanoma.

## Methods

### Cell culture

MeWo cells (kindly donated by Dr. Barbara Bedogni, when at Case Western Reserve, Cleveland, OH in 2014), A375 parental cells (purchased from ATCC in 2005), and vehicle-treated xenograft derived A375 cells (A375 CTL) were cultured in DMEM with 10% FBS. A375 BRAFi+MEKi combination tolerant/resistant cells (CRT33, CRT34, and CRT35, previously labeled as CRT13, CRT14, and CRT15^1^) were cultured in the presence of PLX4720 (1 μM) and PD325901 (35 nM). 1205Lu and 1205LuTR GAL4-ELK1 reporter cells were modified from the parental line (generated by Dr. Meenhard Herlyn, The Wistar Institute, Philadelphia, PA in 2005). 1205Lu, paradox breaker resistant tumor (PBRT) #15 and #16 cells^25^, and SKMEL28 cells (purchased from ATCC in 2002) were cultured in MCDB153 (Sigma) with 2% FBS, 20% Leibowitz L-15 medium, and 5 μg/ml insulin. 1205Lu-PBRT #15 and #16 and SKMEL28-PBRT cells were cultured in 0.5 μmol/L PLX8394. *BRAF* and *NRAS* mutation status in cell lines was validated by Sanger sequencing. Cells were assayed for mycoplasma contamination every two months with MycoScope Kit (Genlantis). Short-tandem repeat analysis was completed for parental and CRISPR SOX10 knockout MeWo cells and the respective luciferase, mCherry and GFP labeled versions (April 2019), for parental, CRISPR SOX10 knockout, and tolerant/resistant A375 cells (October 2020), for 1205Lu (January 2021) and for 1205LuTR GAL4-ELK1 reporter and PBRT cells (February 2017). All cell lines matched known profiles. Cells were cultured at 37 °C with 5% CO_2_ in a humidified chamber.

### CRISPR

To generate CRISPR SOX10 knockout cells, MeWo and A375 cells were co-transfected with Edit-R Cas9 plasmid harboring puromycin-resistance marker (Horizon Discovery, U-005100-120), two different crRNAs for SOX10 (guide#02, Horizon Discovery CM-017192-02-0002, target sequence GATGGTCAGAGTAGTCAAAC, and guide#04, Horizon Discovery CM-017192-04-0002, target sequence GTCCAACTCAGCCACATCAA), and tracrRNA using DharmaFECT Duo (Horizon Discovery). After 48 h, puromycin was added to the medium, and cells were selected for growth. Individual clones were expanded and tested for SOX10 knockout by western blotting. To generate the MeWo SOX10 knockout pool, clones #2.1, # 2.2, # 2.8, and #4.11 were co-mixed at equal ratios.

### Generation of luciferase and fluorescent-labeled cells

For luciferase labeling, MeWo parental and CRISPR SOX10 knockout cells were transduced with pLentipuro TO/V5-GW firefly luciferase plasmid and selected for using puromycin. For mCherry labeling, MeWo cells were transduced with pLV-mCherry (Addgene #36084), and highly expressing cells were sorted. A similar approach was followed for GFP labeling of MeWo CRISPR knockout SOX10 #2.1 and #4.11 cells, except that the pLV-eGFP (Addgene #36083) plasmid was used.

### Inhibitors

Dabrafenib (BRAF inhibitor), PD0325901 (MEK inhibitor), trametinib (MEK inhibitor), and birinapant were purchased from Selleck Chemicals. PLX4720 (BRAF inhibitor), PLX2695 (MEK inhibitor), and PLX8394 (BRAF inhibitor) were provided by Dr. Gideon Bollag (Plexxikon Inc., Berkeley CA).

### Single-cell sequencing analysis

Single-cell RNA-Seq data for seven treatment-naïve and seven immune checkpoint inhibitor-resistant melanoma patient tumors originated from Jerby-Arnon, et al.^20^. These included tumors with at least 50 malignant cells. The Single Cell Portal (https://portals.broadinstitute.org/single_cell/study/melanoma-immunotherapy-resistance) was used to generate tSNE plots of malignant cells. A loom file containing scRNA-seq data of 10 cutaneous melanoma cell lines from Wouters et al.^11^ was obtained from http://scope.aertslab.org/#/Wouters_Human_Melanoma. SCopeLoomR (v0.10.2 https://github.com/aertslab/SCopeLoomR) was used to load preprocessed cell line data into R (v4.0.2 https://www.R-project.org/). Pseudo-counts per million data were calculated from raw counts using the edgeR package (v 3.30.3)^57^. Normalized counts and tSNE coordinates were used to plot gene expression levels of each cell. Scatter plots were generated using the ggplot2 package (v 3.3.2 https://ggplot2.tidyverse.org).

### Bulk RNA-seq sample prep, data acquisition, and analysis

For MeWo CRISPR SOX10 and parental cell line samples, total RNA (100 ng) was used to prepare libraries using TruSeq Stranded Total RNA kit (Illumina, CA) by following the manufacturer’s protocol. The final libraries (at the concentration of 4 nM) were sequenced on NextSeq 500 using 75 bp paired-end chemistry. For A375 CRISPR SOX10, parental, and CRT samples, 200 ng aliquot of each sample was transferred into library preparation, which uses an automated variant of the Illumina TruSeq™ Stranded mRNA Sample Preparation Kit. The final libraries were sequenced on Illumina NovaSeq 6000 using 101 bp paired-end with an eight-base index barcode read. Raw FASTQ sequencing reads for three patients with pretreatment and post MAPK pathway inhibitor resistance tumor samples were obtained from the Sequence Read Archive under the accession number SRP029434 using the SRA toolkit (v 2.10.4)^58^.

For each dataset above, raw FASTQ sequencing reads were mapped against the reference genome of Homo sapiens (Ensembl Version GRCh38.p12). Further information was utilized from the gene transfer format annotation by GENCODE (v28 or v30) using RSEM (v1.2.28)^59^. Total read counts and normalized Transcripts Per Million (TPM) were obtained using RSEM’s calculate-expression function. Batch effects and sample heterogeneity were tested for using iSeqQC (v1.0 https://github.com/gkumar09/iSeqQC)^60^. Differential gene expression between paired-sample patient tumors or guide RNA and control samples were tested for using the DESeq2 package (v1.28.1)^61^. Genes were considered differentially expressed (DE) if they had an adjusted p ≤ 0.05 and an absolute fold change ≥2. Gene Set Enrichment Analysis (GSEA v3.0 or v4.0.1)^62^, was performed to identify significantly altered pathways. The MSigDB Hallmark gene set collection (v6.2 or v7.0)^63^, GO Biological Process gene sets^64^, and invasive and proliferative signatures from Verfaillie et al.^6^ were used for analyses. The DESeq2 test statistic was used as a ranking metric to perform GSEA in pre-ranked mode, with genes having zero base mean or “NA” test statistic values filtered out to avoid providing numerous duplicate values to GSEA. GSEA pre-ranked analysis was performed using the “weighted” enrichment statistic. The number of permutations was set to 1,000, and FDR q-values equaling zero are reported as less than 0.001. Venn diagrams, heatmaps and scatter plots were generated using the VennDiagram (v1.6.20 https://CRAN.R-project.org/package=VennDiagram), pheatmap (v1.0.12 https://CRAN.R-project.org/package=pheatmap) and ggplot2 (v3.3.2 https://ggplot2.tidyverse.org/) packages in R (v3.5.1 or v4.0.2 https://www.R-project.org/). The RNA-seq data generated for this publication can be found under NCBI BioProject numbers PRJNA701949, PRJNA748713, and PRJNA748714.

### Immunofluorescence

A375, MeWo, and 1205Lu cells were grown on coverslips overnight, washed with PBS, and fixed with 4% formaldehyde for 10 min. Fixed coverslips were washed three times with PBS and incubated with 2% BSA/0.2% Triton X-100 in PBS for 30 min at room temperature to permeabilize cells and block nonspecific staining. Coverslips were then incubated with primary SOX10 antibody (Abcam [SP267], ab227680, 1:200) diluted in 2% BSA/0.2% Triton X-100 in PBS overnight at 4 °C. After washing three times in PBS, coverslips were incubated for 1 h at room temperature with Alexa Fluor 488 (Invitrogen, A-11034, 1:1000) conjugated secondary antibody, Phalloidin-TRITC (Sigma, P1951, 1:500) to visualize the cytoplasm, and DAPI (Abcam, ab228549, 1:1000) to visualize nuclei. Coverslips were mounted and imaged using a 40X objective lens on a Nikon A1R Microscope with NIS-Elements AR software.

### Immunohistochemistry

Deidentified patient samples were collected from Thomas Jefferson Hospital under an IRB-approved protocol (#10D.341) which includes written informed consent and was in accordance with recognized ethical guidelines. Sections from formalin-fixed and paraffin-embedded (FFPE) tumors were stained with SOX10 antibody (Abcam [SP267], ab227680, 1:200). Selected areas of SOX10-deficient cells were evaluated by two different pathologists: Dr. Hookim (Thomas Jefferson University) and Dr. Xu (University of Pennsylvania) and identified as cancer cells. Tissue microarrays (TMA) were generated at the University of Pennsylvania and information about the tumor samples was obtained from Krepler, et al.^21^. The TMA contained 13 Stage III melanoma samples, 1 Stage III/IV melanoma sample, and 38 Stage IV melanoma samples. Stage information was not available for 6 of the samples. Tumors were stained with SOX10 antibody (Abcam [SP267], ab227680, 1:200). Samples were derived from 64 melanoma patients and each patient sample was present on the TMA in duplicate. However, two patient samples (WM3901 and WM4115) were excluded from the analysis because the tissue was no longer suitable for IHC. In each sample, the percentage of cancer cells was classified, based on SOX10 expression, as negative (intensity = 0), low (intensity = 1), medium (intensity = 2) and high (intensity = 3) by Dr. Xu. The H score for each tumor was calculated according to the formula: H-score = intensity 1 x area + intensity 2 x area + intensity 3 x area. For each patient the H-score was calculated as the average of the sample duplicates. For nine of the tumors analyzed, only one replicate was deemed suitable for analysis.

For xenograft staining, MeWo, MeWo CRISPR SOX10 #2.1, and MeWo CRISPR SOX10 #4.11 tumors were harvested from mice at 35 days post-injection. Tissues were processed for FFPE and stained with anti-Ki67 (Abcam, ab16667, 1:200), anti-p21^Cip1^ (Cell Signaling, #2947, 1:200), and anti-SOX10 (Abcam [SP267], ab227680, 1:200) antibodies. The percentages of Ki67 and p21^Cip1^ positive cells were evaluated by a pathologist (Dr. Xu). Additional information regarding the IHC protocol is included in Supplementary Methods.

### Anti-cancer library compound panel drug screen

Cell viability screening against the MCE anti-cancer library (1820 compounds) was performed using CellTiterGlo® (Promega). Both control and SOX10 knockout cells were maintained in complete media, trypsinized, and plated at 500 cells/well in 40 µL of complete media the day before the experiment in white, clear bottom 384-well plates. 50 nL of test compound was added to each well using the Janus MDT Nanohead (Perkin Elmer). Each compound was screened at a final concentration of either 10, 1, and 0.1 µM. After a 72 h incubation at 37 °C + 5% CO_2_, 20 µL of CellTiterGlo reagent was added to each well. After 15 minutes, luminescence was measured using the Envision Multi-mode plate reader (PerkinElmer). The raw data were normalized to % inhibition, where 0% is the RLU in the presence of DMSO only, and 100% is the RLU in the presence of 1 µM bortezomib. Estimated IC50 values for each compound were determined using nonlinear regression fits on the data to a one-site binding model in XlFit (IDBS). Because only 3 data points were used in this calculation, the top and bottom of the curve were fixed to 100, and 0%, respectively, with a constant slope value of 1.

### ECM fibers orientation

Tri-dimensional monochromatic z-plane stacked images were two-dimensionally reconstituted to maximal projection images of FN1 and collagen IV using FIJI software^65^ (ImageJ 1.53f51, https://imagej.net/software/fiji/). Aided by the same software, an initial screening evaluated the percentage of fibers area coverage (% FAC) per image. For this, a fixed threshold based on grayscale pixel intensity was used to discriminate ECM fiber structures from disperse cytosolic signal within the cells. An arbitrary cutoff value of 20% FAC was set and only images above this value (see Supplementary Fig. 2C) were processed for fiber orientation analysis. Using FIJI’s plugin OrientationJ (Biomedical Image Group, http://bigwww.epfl.ch/demo/orientation/), as described before^66,67^, a comprehensive orientation analysis^68^ was conducted using similar plugin settings for all the images evaluated. In brief, the mode angle calculated for each image was set to 0˚ and the rest of angle readouts normalized accordingly, followed by the adjustment of angle fluctuations between a range of −90° to 90°. The percentage of fibers oriented within −15˚ and 15˚ from the mode angle was determined for each normalized set, where greater percentages reflect higher levels of fibers organization.

### Microscopy and analysis of second-harmonic generation (SHG) of polarized light

Tissue specimens processed for FFPE were sliced (~4 µm), mounted on microscopy slides, deparaffinized using xylene, rehydrated with progressive ethanol to water dilutions, rinsed in PBS, and redehydrated in progressive ethanol concentrations. Specimens were clarified in toluene before being mounted using Cytoseal-60 (Thermo Fisher Scientific, Waltham, MA), and then cured overnight in the dark prior to imaging. As described^69^, SHG imaging was conducted in a Leica SP8 DIVE confocal/multiphoton microscope system (Leica Microsystems, Inc., Mannheim, Germany) equipped with a 25X HC FLUOTAR L 25x/0.95NA W VISIR water-immersion objective. Samples were illuminated at 850 nm with an IR laser Chameleon Vision II (Coherent Inc., Santa Clara, CA) and backward emission settings were used to collect second-harmonic generation signals, via a non-descanned detector that was configured to register between 410 and 440 nm wavelengths. Regions of interest were selected by a pathologist (Dr. Xu) who had knowledge of the sample’s condition but was blinded to the expected result. Using the automated Leica Application Suite X 3.5.5 software, each of these areas was acquired by the collection of 2–4 regions, using identical settings and recorded as monochromatic 16-bit TIFF images, via stacks containing an average of 5.5 images (1 μm distance between each z-plane).

Image processing and digital analyses were conducted using FIJI software^65^. In brief, raw z-image stacks were reconstituted as two-dimensional maximal projections images. Signal to noise thresholds was set identical for all images and positive-signal areas were used to calculate integrated second-harmonic generation densities (e.g., SHG signal/SHG area). Data were normalized to the MeWo parental second-harmonic generation integrated density mean value. Results represent arbitrary units compared to control tissues.

### Western blot analysis

Proteins were extracted with Laemmli sample buffer, resolved by SDS-PAGE, and transferred to PVDF membranes. Immunoreactivity was detected using HRP-conjugated secondary antibodies (CalBioTech, Spring Valley, CA) and chemiluminescence HRP-recognizing substrates (ThermoScientific, Waltham, MA) on a VersaDoc Multi-Imager. Primary and secondary antibodies used are listed in Supplementary Methods. Uncropped blots are supplied in the Source Data file.

### Cell growth assay (IncuCyte)

Cells were plated in single wells of six-well plates. Cell growth was analyzed for percent plate coverage with IncuCyte Live Cell Analysis System. Forty-nine pictures per well were acquired every 24 h.

### Scratch-wound assay

Cells were plated in single wells of IncuCyte ImageLock-96-well plates. The next day, cells were treated with mitomycin (1 μg/mL) for 2 h before the monolayer was scratched using the IncuCyte WoundMaker tool. Cells were washed with PBS and serum-free media (SFM) with 1% BSA was added to each well. Wound healing was analyzed by wound width (μm) using the IncuCyte Live Cell Analysis System. IncuCyte ScratchWound analysis software was used to take two pictures every 12 h per well. Significance was calculated by comparing CRISPR SOX10 knockout cells to parental cells at either 24, 48, or 72 h.

### ECM protein staining

MeWo parental and MeWo SOX10 knockout cells (5 × 10^5^), CRT cells (3 × 10^5^), and A375 parental cells (1.25 × 10^5^) were plated on coverslips coated with 0.2% bovine gelatin and treated with ascorbic acid (50 µg/ml) every 48 h for 6 days. Cells were processed as previously described^68,70^. Briefly, samples were washed with DPBS + and fixed/permeabilized for 20 min using 4% paraformaldehyde with 5% sucrose and 0.1% Triton X-100 added. Samples were then washed twice with DPBS- with 0.05% Tween-20 and blocked for 1 h at room temperature in Odyssey Blocking Buffer containing 1% donkey serum. Samples were stained with FN1 (Sigma, #F3648, 1:200) and collagen IV (Abcam, ab86042, 1:75) antibodies diluted in Odyssey Blocking Buffer for 1 h at room temperature. After three washes with DPBS- containing 0.05% Tween-20, samples were incubated with secondary antibodies (AlexaFluor-488 Invitrogen A-11034 1:1000 and AlexaFluor-594 Invitrogen A-11032 1:1000 or AlexaFluor-647 Invitrogen A-21236 1:1000) for 30 min at room temperature. Nuclei were stained with DAPI (Abcam, ab228549, 1:1000). After washing three times in DPBS- with 0.05% Tween-20, coverslips were mounted and pictures were taken with A1R Nikon confocal Ti-Eclipse inverted microscope (Nikon, Melville, NY) using NIS-Elements software.

### 3D spheroid

5000 cells/well were plated in a 96-well plate coated with 1.5% agarose and were grown in suspension for five days to form spheroids. Spheroids were harvested and implanted into 3D collagen as previously described^31^. Briefly, spheroids were collected from 96-well plates using a transfer pipette and allowed to settle for 1 h. A 24-well plate was coated with a collagen mixture (rat tail Collagen Type I containing Reconstitution Buffer, Ham’s F-12 Nutrient Mix, and 5% FBS) and incubated for 20 min at 37 °C. Spheroids were resuspended in a collagen mixture, plated on the coated 24-well plates, allowed to set for 20 min at 37 °C, and covered with a normal culture medium. After 4–7 days, spheroids were stained with Calcein AM (Invitrogen C1430) diluted in PBS for 1 h before bright-field images were taken with a C2 Nikon confocal Ti-Eclipse inverted microscope (Nikon) using NIS-Elements.

### Flow cytometry

GFP or mCherry expressing MeWo cells (3 × 10^5^) were plated and left to incubate overnight. The next day, cells were trypsinized, spun down, washed twice with PBS, and resuspended in FACS Buffer (PBS with 1% FBS and 0.05% sodium azide). Cells were strained through a 70 μm cell strainer and transferred to flow tubes. Cells were run on a BD FACSCelesta (BD Biosciences; Franklin Lakes, NJ) and FACS data were analyzed using Flowjo software (v10.6.1). FSC-A/SSC-A plots were used to gate out cell debris. Then, the subsequent population was gated on FSC-A/FSC-H to remove doublets. The resulting population was assessed for GFP and mCherry expression.

### In vivo studies

Animal experiments were performed at a Thomas Jefferson University facility that is accredited by the Association for the Assessment and Accreditation of Laboratory Animal Care. The Institutional Animal Care and Use Committee at Thomas Jefferson University approved these studies (Protocol #: 01052). All animals were provided with food and water ad libitum, and housed in cages (with a maximum of 5 mice/cage) in a temperature and humidity-controlled environment. Animals were maintained in housing conditions that allow for normal species behavior to minimize the development of abnormal behaviors and have access to humane and veterinary care. Three million MeWo parental or CRISPR SOX10 knockout cells (#2.1 and #4.11) were injected intradermally into the backs of NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) mice. Digital caliper measurements of the tumors were taken twice per week, and tumor volumes were calculated using the formula: volume = (length × width^2^) × 0.52. In vivo bioluminescence detection was conducted using the Caliper IVIS Lumina-XR System (Caliper Life Sciences), and data acquisition was conducted using LivingImage Version 4.0 software. For firefly luciferase, mice were imaged after 10 min of intraperitoneal injection of d-luciferin (150 mg/kg).

For the A375 in vivo xenograft study, one million cells were injected intradermally into the backs of athymic mice (NU/J, homozygous, Jackson, 6–8 weeks, 20–25 g). When tumors were palpable, mice were randomly sorted into four cohorts. Mice were treated with BRAFi + MEKi (PLX4720 200 PPM + PLX2695 7 PPM) and/or injected intraperitoneally, twice per week, with 100 μL (for female mice) or 150 μL (for male mice) birinapant solution (formulated at 3 mg/ml in 5% DMSO and 15% captisol, CyDex Pharmaceuticals, aqueous solution). AIN-76A diet was used as vehicle. To prevent weight loss, after 14 days of treatment, the mouse diet was supplemented with *Clear*H_2_O DietGel® Recovery and bacon softies (Bio-Serv) one day per week. At the end of the experiment the mice that did not present tumors (*n* = 2 for BRAFi+MEKi and *n* = 4 for BRAFi+MEKi+birinapant cohorts) were removed from treatment and observed for an additional 30 days. None of the mice developed tumors following treatment removal. Digital caliper measurements of the tumors were taken twice per week, and tumor volumes were calculated using the formula: volume = (length × width^2^) × 0.52. Mouse weights were monitored once a week.

### Statistical analysis

For scratch-wound assays, statistical analysis was performed using Student’s two-sample *t*-tests, assuming unequal variance. For the 3D spheroid assay, the area of outgrowth and the core were compared between each MeWo SOX10 knockout and parental cells using the two-sided one-sample *t*-test of the null hypothesis. For analysis of second-harmonic generation (SHG) of polarized light (ECM fibers orientation), Wilcoxon two-sample test was used for two-group comparison. The Hodges-Lehmann estimate of location shift with the corresponding exact 95% confidence interval was computed to estimate the difference in integrated second-harmonic generation densities between MeWo and MeWo SOX10 knockout. For the IncuCyte experiments comparing parental and SOX10-deficient cells (CRISPR knockouts and CRTs), statistical analysis was performed as described: for each plate (replicate within treatment and dose) the log-transformed net confluency increase (lnNCI) at each day (D) (lnNCI(D)) from day 1 to the end of the experiment was defined as the difference between log-transformed confluence at day D and log-transformed confluence at day 0. Log-transformed increases (for day ≥ 1) were analyzed in a longitudinal linear mixed-effects model with the fixed effects of genotype, treatment (if multiple drugs), dose, time, and random effect of the plate. Serial correlation between repeated over time measures in the same plate were modeled using autoregressive covariance structure. The dependence on time was modeled with a quadratic function. The fitted models were used to estimate the geometric mean proportion of growth inhibition (mPGI) for each treatment, non-zero treatment dose, and each genotype as the exponentiated mean difference between mean lnNCI (treatment, dose=D, geno) and meanNCI (treatment, dose=0, geno). The mPGI was compared between each clone and WT separately for each treatment and non-zero dose D by computing the PGI ratio (exponentiated mean difference in lnNCI). The *p*-values for the two-sided model-based t-test tests were adjusted for multiple testing using the Hochberg method.

Statistical analysis for single-cell RNA-seq data was performed using separate zero-inflated negative binomial (ZINB) regression models that model single-cell RNA-seq counts of BIRC3 as dependent on SOX10 counts and the total RNA-seq counts per cell as an exposure. The ZINB regression model includes a mean model for the negative binomial mean of BIRC3 count as dependent on SOX10 counts, and a zero-inflation probability model, which is essentially a logistic regression predicting the odds of zero counts as dependent on SOX10 counts.

For A375 in vivo studies, statistical analysis was performed to evaluate if the BRAFi+MEKi+birinapant triple combination significantly delayed the onset of resistance in comparison to BRAFi+MEKi combination. Statistical significance was calculated as the time to tumor regrow (tumor volume > 100) from day 0 and corresponding median survival times were estimated using the Kaplan–Meier method. The log-rank test was used to compare the time to regrow between treatment groups. For the mouse survival curve the time to sacrifice (in days) and corresponding median survival times were estimated using the Kaplan–Meier method. The log-rank test was used to compare the time to sacrifice between treatment groups (i.e., global comparison and comparison between control and each of 3 Tx group). The corresponding 95% CIs were also reported. In addition, six pairwise comparisons of the time to sacrifice were conducted with log-rank tests. *p*-values from these pairwise comparisons were adjusted for multiple testing to control the false discovery rate using the method of Benjamini and Hochberg. All the analyses were performed with SAS 9.4 (SAS Institute Inc., Cary, NC).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA-seq data generated from the MeWo gSOX10, A375 gSOX10 and CRT, and 1205Lu TR PBRT samples are available under NCBI BioProject numbers PRJNA701949, PRJNA748713, and PRJNA748714, respectively. Human and mouse reference genomes (GRCh38.p12 and GRCm38.p6) and gene and transcript annotation data (v28, v30, and M25) were obtained from GENCODE (https://www.gencodegenes.org/). MSigDB Gene Set Collections (Hallmark and GO Biological Process, v6.2 and v7.0) were obtained from https://www.gsea-msigdb.org/. Invasive and proliferative signatures were obtained from https://static-content.springer.com/esm/art%3A10.1038%2Fncomms7683/MediaObjects/41467_2015_BFncomms7683_MOESM1477_ESM.xlsx. Single-cell RNA-Seq data for malignant cells from 7 treatment-naïve and 7 immune checkpoint inhibitor-resistant melanoma patient tumors were originated from Jerby-Arnon, et al. 2018^20^. Normalized expression data for a single gene are publicly available to view in tSNE space using the Single Cell Portal (https://portals.broadinstitute.org/single_cell/study/melanoma-immunotherapy-resistance). Cell annotation and normalized expression data are freely available for bulk download from the Single Cell Portal (https://singlecell.broadinstitute.org/single_cell/) after registering for an account using a Google-managed identity (https://singlecell.broadinstitute.org/single_cell/terms_of_service). A.loom file containing scRNA-Seq data for 10 melanoma cultures was obtained from http://scope.aertslab.org/#/Wouters_Human_Melanoma. Patient tumors pre and post MAPK pathway inhibitor therapy, 6 SOX10 knockdown and 6 parental melanoma cell lines, 53 human melanoma cell lines, and 4 mouse melanoma cell lines data are available in the SRA database under accession numbers SRP029434, SRP215051, SRP074198, and SRP247646, respectively. Human melanoma cell line annotation data were gathered from https://ars.els-cdn.com/content/image/1-s2.0-S1535610818301223-mmc2.xlsx. The reporting summary for this Article is available in the Supplementary Information file. All the other data supporting this study are available within this Article, Supplementary Information, Source Data file, or from the corresponding authors upon reasonable requests. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Targeting SOX10-deficient cells to reduce the dormant-invasive phenotype state in melanoma
**Source:** Nat Commun. 2022 Mar 16;13:1381. doi: 10.1038/s41467-022-28801-y

## **Supplementary Materials to Targeting SOX10-deficient cells to reduce the dormant-invasive phenotype state in melanoma**

### **Supplementary Methods**

**Cell culture:** WM1366 and WM1361 cells were kindly donated by Dr. Meenhard Herlyn (The Wistar Institute, Philadelphia, PA, in 2005). Short-tandem repeat analysis was completed for WM1366 and WM1361 in September 2020 and August 2020, respectively.

**Inhibitors:** GDC-0152 and LCL161 were purchased from Selleck Chemicals.

**Western blotting primary antibodies:** ERBB3 (#4754, 1:1000), PDGFR $\beta$  (#3169, 1:1000), SOX10 (#89356, 1:1000), MITF (#12590, 1:1000), pS780-Rb (#9307, 1:1000), p21<sup>Cip1</sup> (#2947, 1:1000), ZEB1 (#3396S, 1:1000), WNT5 (#2530, 1:1000), N-cadherin (#13116, 1:1000), HSP90 (#4877, 1:3000), pRB S807/811 (#9308, 1:1000), cIAP1 (#7065, 1:1000), cIAP2 (#3130, 1:500), and XIAP (#2045, 1:1000) antibodies were purchased from Cell Signaling Technology. FN1 (ab45688, 1:1000) antibody was purchased from Abcam (Cambridge, MA). Actin (A2066, 1:2000) antibody was purchased from Sigma-Aldrich Co. Cyclin D3 (sc-182, 1:500) antibody was purchased from Santa Cruz Biotechnology. p27<sup>Kip1</sup> (#610241, 1:1000) and pFAK Y397 (#611806, 1:1000) antibodies were purchased from BD Transduction Laboratory.

**Western blotting secondary antibodies:** Goat Anti-Mouse IgG (#401215, 1:4000) and Goat Anti-Rabbit IgG (#401315, 1:4000) were purchased from Sigma-Aldrich Co.

**Immunohistochemistry:** SOX10 antigen retrieval was performed on the Ventana Discovery ULTRA staining platform using Discovery CCI (Ventana cat#950-500) for 52 minutes. Primary

immunostaining was performed using rabbit SOX10 antibody (Abcam [SP267], ab227680, 1:200) and horseradish peroxidase (HRP) multimer cocktail secondary antibodies (Ventana cat#760-500). Immune complexes were visualized using the UltraView Universal DAB (diaminobenzidine tetrahydrochloride) Detection Kit (Ventana cat#760-500). Slides were washed with a Tris-based reaction buffer (Ventana cat# 950-300) and stained with hematoxylin II (Ventana cat #790-2208) for 8 minutes.

MeWo, MeWo #2.1 and MeWo #4.11 xenografts were obtained from mice at 35 days post-injection. Tissues were fixed in formalin and paraffin embedded. Paraffin slides were deparaffinized in Shandon Varistain Gemini ES Autostainer. Antigen retrieval was performed with DAKO PTLINK using Citrate Buffer (pH 6.0) at 98°C for 20 minutes. Primary immunostaining was performed using antibodies against Ki67 (Abcam, ab16667, 1:200), p21<sup>Cip1</sup> (Cell Signaling Tech, #2947, 1:200), and (Abcam [SP267], ab227680, 1:200) for 30 minutes at room temperature. Biotinylated anti-Rabbit (Vector Labs, cat#: BA-1000, 1:200) secondary antibodies and ABC-HRP complexes (Vector Labs, cat#: PK6100) were applied for 30 minute incubations each at room temperature. Three TBS-tween washes were performed between each step above. The signals were visualized using DAB substrate (DAKO, cat# K3468). Slides were washed with deionized water and then counterstained with hematoxylin.

**TCGA mRNA correlation analyses:** The cBioPortal (v3.7.22) for Cancer Genomics <sup>1,2</sup> website was used to perform correlation analysis between SOX10 and BIRC3 for TCGA SKCM RNA-seq expression data <sup>3</sup>.

**RNA-seq:** Raw FASTQ sequencing reads for six cell lines (MM001, MM011, MM031, MM057, MM074, MM087) with SOX10 knockdown and control samples as well as a second dataset with A375 shSOX10 and parental samples were obtained from the Sequence Read Archive under the accession numbers SRP215051 and SRP029434, respectively, using the SRA toolkit (v 2.10.4)

<sup>4</sup>. Raw FASTQ RNA sequencing reads for M1, M2, M3 and M4 untreated mouse cell lines and 53 cutaneous melanoma cell lines were obtained from the SRA under the accession number SRP247646 and SRP074198, respectively. Melanoma cell state data were gathered from Tsoi et al <sup>5</sup>. For parental and PLX8394-resistant 1205Lu cell line samples, 200ng aliquot of each sample was transferred into library preparation which uses an automated variant of the Illumina TruSeq™ Stranded mRNA Sample Preparation Kit. The final libraries were sequenced on Illumina NovaSeq 6000 using 101 bp paired-end with an eight-base index barcode read. Raw FASTQ sequencing reads were mapped against the Homo sapiens (GRCh38.p12) or murine (GRCm38.p6) reference genomes. Further information was utilized from the gene transfer format annotation by GENCODE (v28, v30 or M25) using RSEM (v1.2.28) <sup>6</sup>. Total read counts and normalized Transcripts Per Million (TPM) were obtained using RSEM's calculate-expression function. Differential gene expression analysis was performed using the DESeq2 (v1.28.1) <sup>7</sup> package. A paired-sample comparison model was used for analysis of the Wouters <sup>8</sup> dataset. GSEA was performed to identify significantly altered pathways <sup>9,10</sup>. Single sample GSEA (ssGSEA) <sup>11</sup> gene set scores were calculated for each sample using the GSVA package (v1.40.1) <sup>12</sup> in R (v4.0.2 <https://www.R-project.org/>).

**Statistical analysis:** For IncuCyte experiments comparing treatments within the same cell line, growth was calculated as area under the curve (AUC), each treatment was normalized to the untreated control, and statistical analysis was performed using Student's two sample *t*-tests, assuming unequal variance.

## Supplementary Figure Legends

### Supplementary Figure 1. Characterization of the SOX10-regulated transcriptome.

**A.** Enrichment plots of TGF $\beta$  signaling, Apical Junction, Angiogenesis, TNFA signaling via NF $\kappa$ B, Glycolysis, E2F targets, Extracellular structure organization and p53 pathway comparing SOX10 knockout (guide#2 and guide#4) cells with parental cells. BHFD $\beta$ R as indicated. **B.** Heatmaps showing z-score values from A375 (left panel) and MeWo (right panel) RNA-seq data for genes that are commonly enriched in all four gSOX10 vs parental comparisons for the gene sets shown in Figure 2C (EMT, Hypoxia, MYC-1 targets, MYC-2 targets), as indicated in left-most columns for each heatmap.

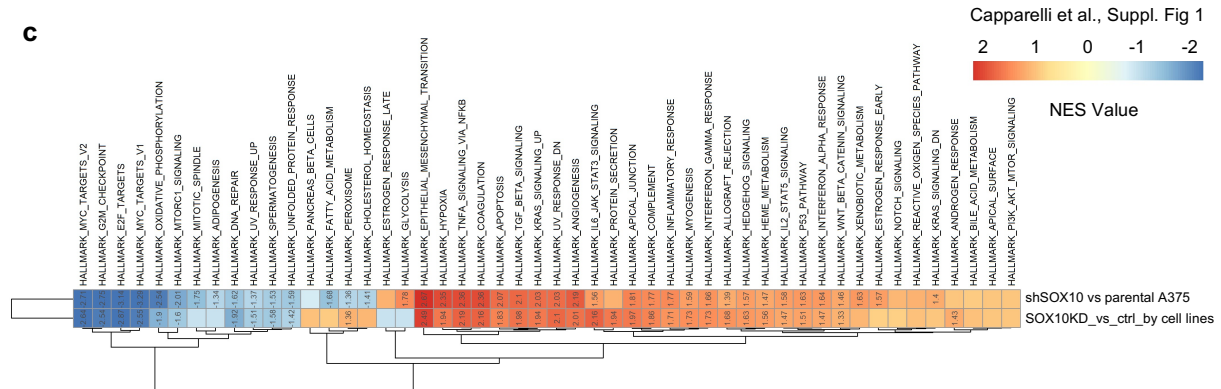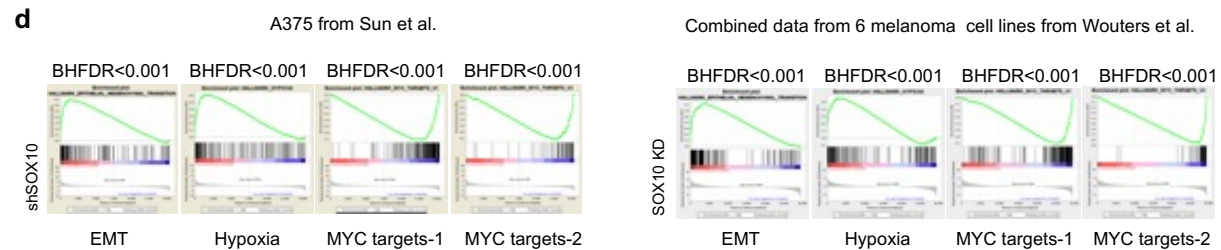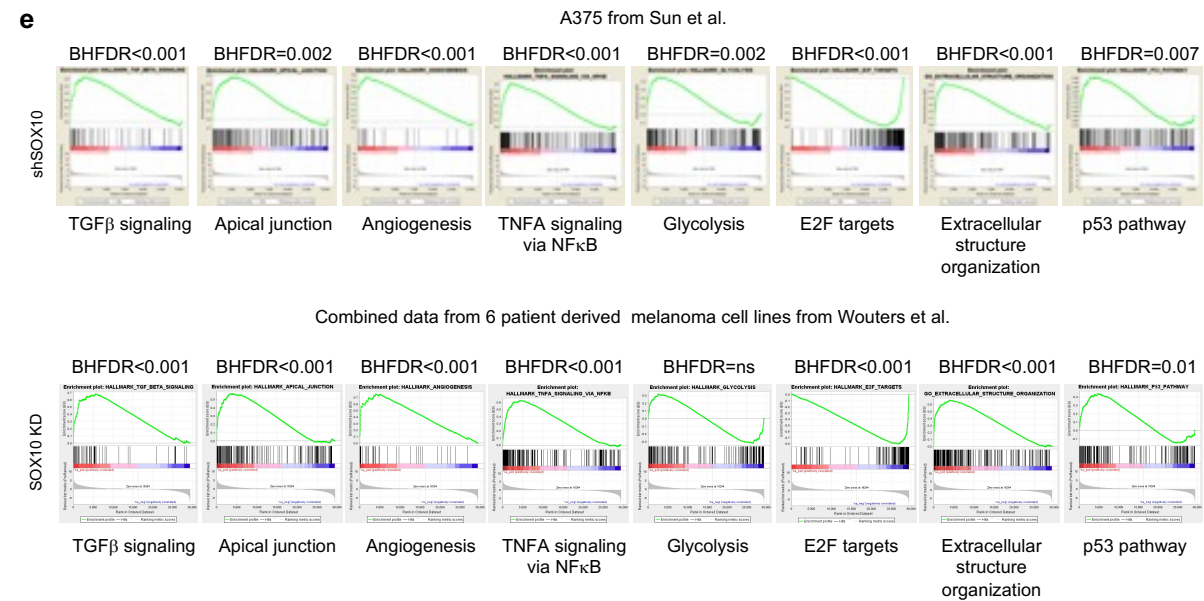

**Supplementary Figure 1. Characterization of the SOX10-regulated transcriptome.**

**C.** Heatmap showing GSEA normalized enrichment scores for the hallmark gene sets collection comparing A375 shSOX10 vs. control cells from the publicly available dataset <sup>13</sup> (upper row) and SOX10 KD vs. parental in six different patient-derived melanoma cells (MM001, MM011, MM031, MM057, MM074, MM087) from the publicly available dataset <sup>8</sup> (lower row). NES values are displayed for enriched gene sets (BHFD  $< 0.05$ ). **D.** Enrichment plots of EMT, Hypoxia, MYC targets-1 and MYC targets-2 comparing A375 shSOX10 vs. A375 control cells from the publicly available dataset <sup>13</sup> (left) and SOX10 KD vs. parental in six different patient-derived melanoma cells (MM001, MM011, MM031, MM057, MM074, MM087) from the publicly available dataset <sup>8</sup> (right) BHFD  $< 0.001$ . **E.** Enrichment plots as in A. comparing shSOX10 vs. parental A375 cells (top) and SOX10 KD vs. parental patient-derived melanoma cells (bottom). BHFD as indicated.

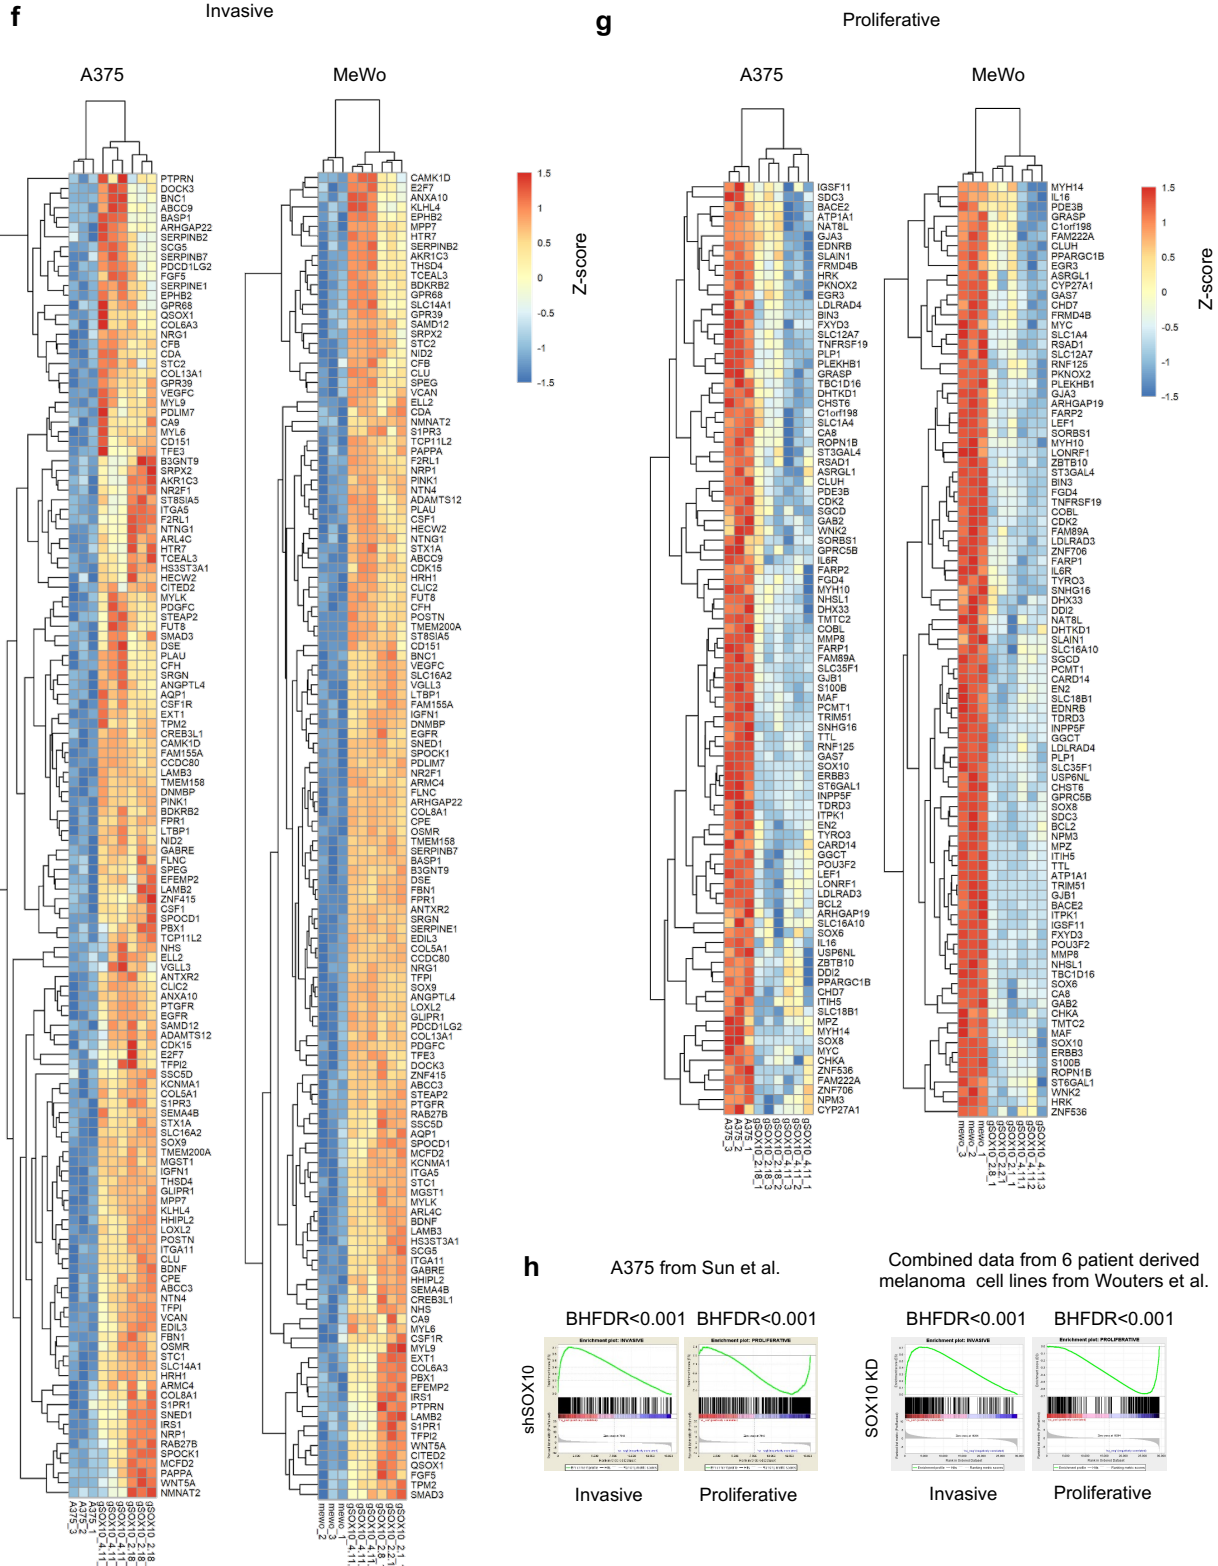

**Supplementary Figure 1. Characterization of the SOX10-regulated transcriptome.**

**F.** Heatmaps showing z-score values for invasive gene set genes that are commonly enriched in all four gSOX10 vs parental comparisons from A375 (left panel) and MeWo (right panel panel), corresponding to Figure 2D (left panel). **G.** Heatmaps showing z-score values for proliferative gene set genes that are commonly enriched in all four gSOX10 vs parental comparisons from A375 (left panel) and MeWo (right panel), corresponding to Figure 2D (right panel). **H.** Enrichment plots of proliferative and invasive gene signatures <sup>14</sup> for the comparison of shSOX10 vs. parental A375 cells (left) and SOX10 KD vs. parental patient-derived melanoma cells (right). BHFD<sub>R</sub><0.001. A paired-sample comparison model was used to analyze six SOX10 knockdowns vs. parental patient-derived melanoma cells data.

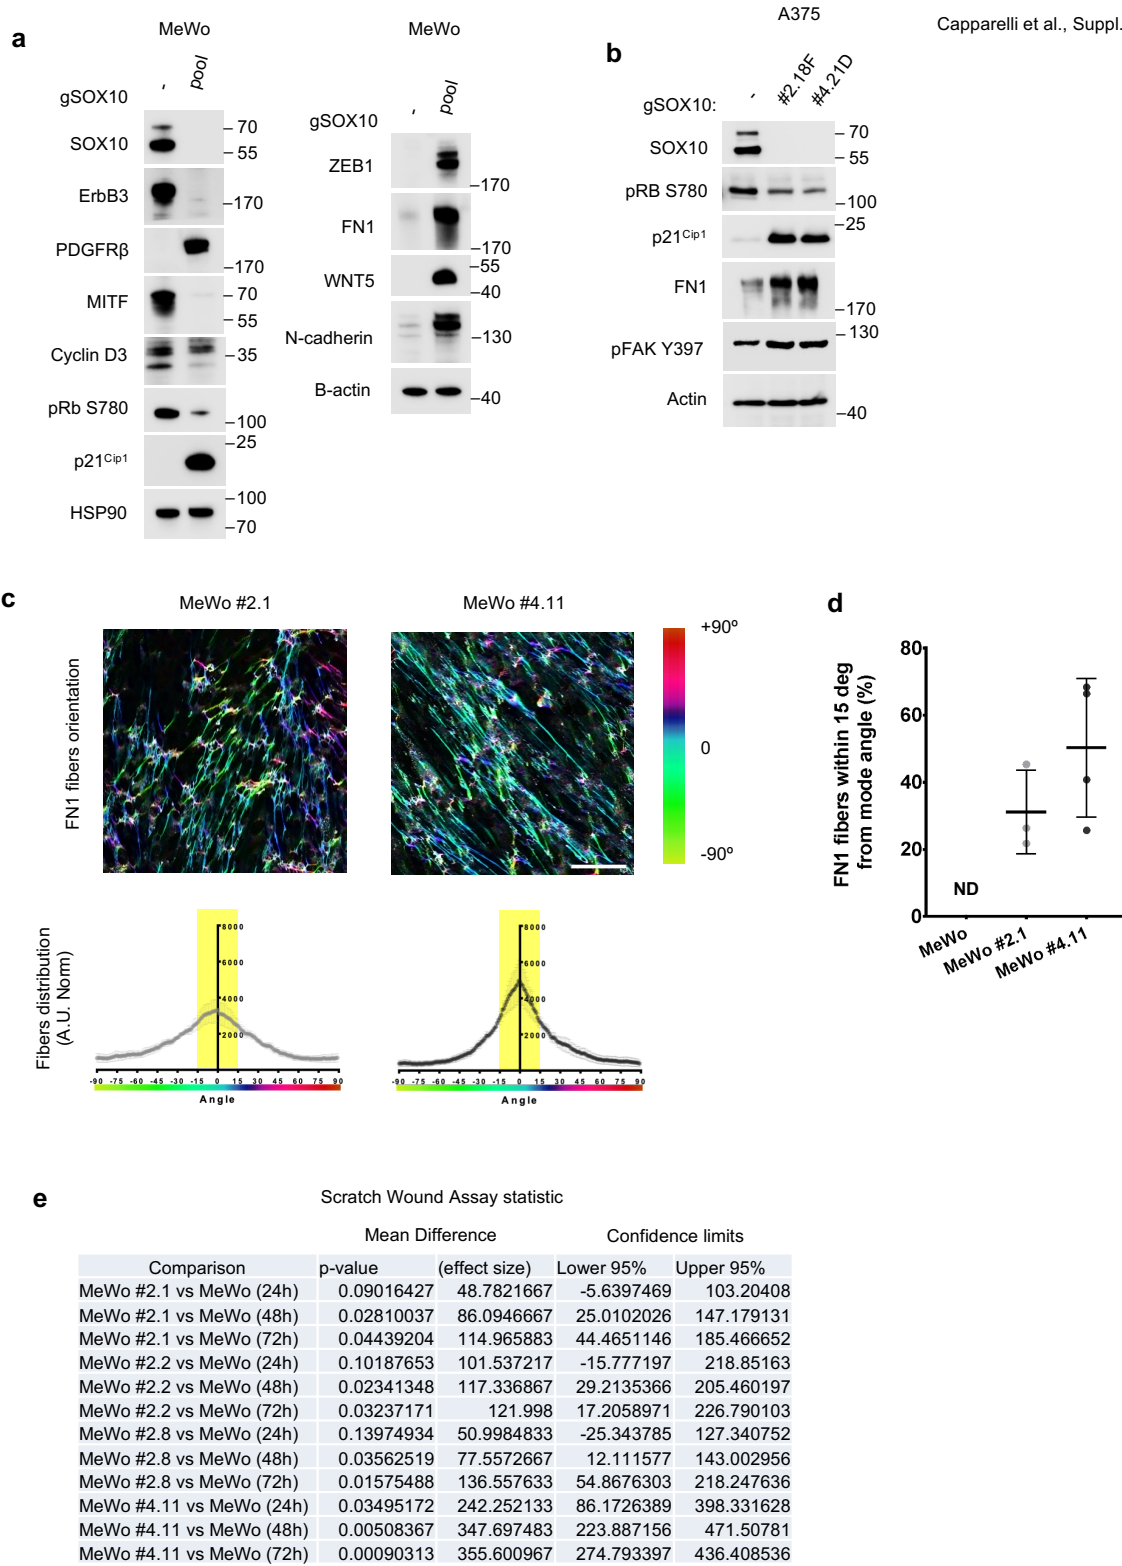

**Supplementary Figure 2. SOX10 regulates the expression of genes associated with a slow cycling and more invasive phenotype.**

**A.** SOX10 knockout clones #2.1, # 2.2, # 2.8 and #4.11 were co-mixed at equal ratios (knockout pool). The same number of knockout pool and parental cells were seeded in six well plates. Cells were lysed and analyzed by Western blotting as indicated. The experiment was repeated independently twice with similar results. **B.** The same number of cells were seeded in six well plates for each cell line. Cells were lysed and analyzed by Western blotting, as indicated. The experiment was repeated independently twice with similar results. **C.** Representative images showing color-coded distribution of FN1 fibers detected from each cell line. Fibers within the range of cyan color depict those close to the mode angle orientation. The experiment was repeated independently twice with similar results, scale bar=50  $\mu\text{m}$ . Below images, graphs show corresponding angle distribution curves, highlighting in yellow the fibers distributed within 15 degrees away from the mode angle. **D.** Quantification of S2C expressed as mean  $\pm$  standard deviation. Note fibers were not detected (ND) in MeWo parental cells. **E.** Table showing statistical analysis comparing cell migration of MeWo parental and MeWo SOX10 knockout #2.1, #2.2, #2.8 and #4.11 cells at 24, 48 and 72 hours. p-values were calculated using two-sided t-test.

**f**

## Spheroid (Core area)

| Confidence limits |            |            |            |
|-------------------|------------|------------|------------|
|                   | % decrease | Lower 95%  | Upper 95%  |
| MeWo#2.1          | 0.91956585 | 0.88353394 | 0.94445031 |
| MeWo#2.2          | 0.89079898 | 0.83406315 | 0.92813614 |
| MeWo#2.8          | 0.93313945 | 0.81600176 | 0.97570448 |
| MeWo#4.11         | 0.84632352 | 0.71150265 | 0.91813977 |

## Spheroid (Area of outgrowth)

| Confidence limits |             |            |            |
|-------------------|-------------|------------|------------|
|                   | Fold change | Lower 95%  | Upper 95%  |
| MeWo#2.1          | 6.203081313 | 4.80744469 | 8.00388153 |
| MeWo#2.2          | 4.630217701 | 2.36087742 | 9.08091024 |
| MeWo#2.8          | 3.204240925 | 1.79641146 | 5.71537208 |
| MeWo#4.11         | 9.329684282 | 4.51514433 | 19.2780125 |

**Supplementary Figure 2. SOX10 regulates the expression of genes associated with a slow cycling and more invasive phenotype.**

**F.** Tables showing statistical analysis comparing spheroid core area (upper table) and spheroid outgrowth (lower table) of MeWo parental and MeWo SOX10 knockout #2.1, #2.2, #2.8 and #4.11 cells at 24, 48 and 72 hours. p-values were calculated using two-sided one-sample t-test of the null hypothesis.

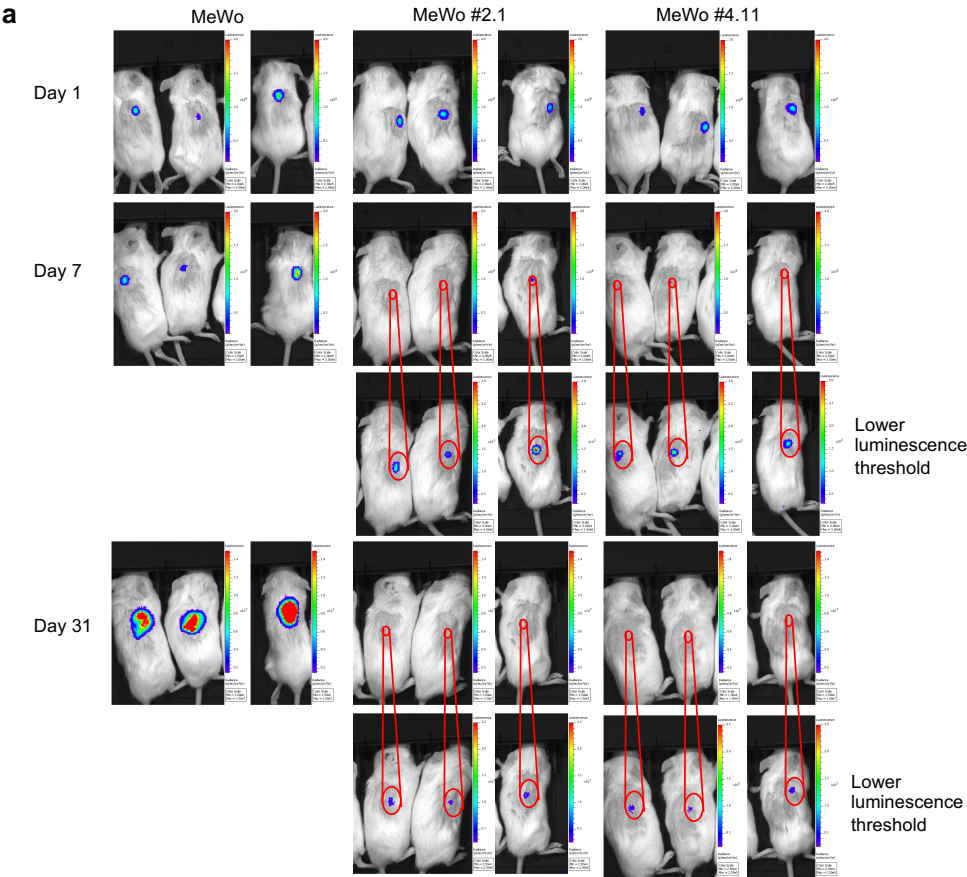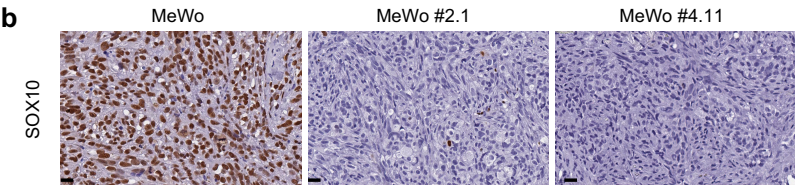

**c**

Ki67 IHC staining (% positive cells)

| Comparison            | p-value    | Mean Difference | Confidence limits |            |
|-----------------------|------------|-----------------|-------------------|------------|
|                       |            | (effect size)   | Lower 95%         | Upper 95%  |
| MeWo vs MeWo SOX10 KO | 0.00339299 | 41.5333333      | 30.3759691        | 52.6906975 |

p21 IHC staining (% positive cells)

| Comparison            | p-value    | Mean Difference | Confidence limits |            |
|-----------------------|------------|-----------------|-------------------|------------|
|                       |            | (effect size)   | Lower 95%         | Upper 95%  |
| MeWo SOX10 KO vs MeWo | 0.02148808 | 51.1833333      | 26.396352         | 75.9703147 |

**d**

Integrated second harmonic generation densities

| Comparison         | Location Shift | Effect size | Confidence limits |           |
|--------------------|----------------|-------------|-------------------|-----------|
|                    |                | p-value     | Lower 95%         | Upper 95% |
| MeWo SOX10 vs Mewo | 6.16 Norm A.U. | 0.025       | 0.43              | 19.88     |

**Supplementary Figure 3. SOX10 loss induces a quiescent/dormant like phenotype *in vivo*.**

**A.**  $3 \times 10^6$  MeWo parental or CRISPR SOX10 knockout cells (#2.1 and #4.11) were injected intradermally into the backs of NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ (NSG) mice. *In vivo* bioluminescence detection was conducted using the Caliper IVIS Lumina-XR System (Caliper Life Sciences), and data acquisition was conducted using LivingImage Version 4.0 software. The images show luciferase signal in MeWo parental and MeWo SOX10 knockout #2.1 and #4.11 at different time points, as indicated. **B.** IHC comparing SOX10 expression in MeWo parental versus SOX10 knockout (clones #2.1 and #4.11) tumors collected at the end of the experiment (Day 35). The staining was performed on three independent tumors generated either from parental or SOX10 knockout MeWo cells and representative images are shown. Scale bar, 20  $\mu\text{m}$ . **C.** Tables showing statistical analysis comparing Ki67 IHC staining (% positive cells, upper table) and p21 IHC staining (% positive cells, lower table) of MeWo parental and MeWo SOX10 knockout tumors at day 35. p-values were calculated using two-sided t-test. **D.** Tables showing statistical analysis of second harmonic generation (SHG) of polarized light (ECM fibers orientation). p-values were calculated using Wilcoxon Two-Sample test and The Hodges-Lehmann estimate of location shift for the 95% confidence intervals.

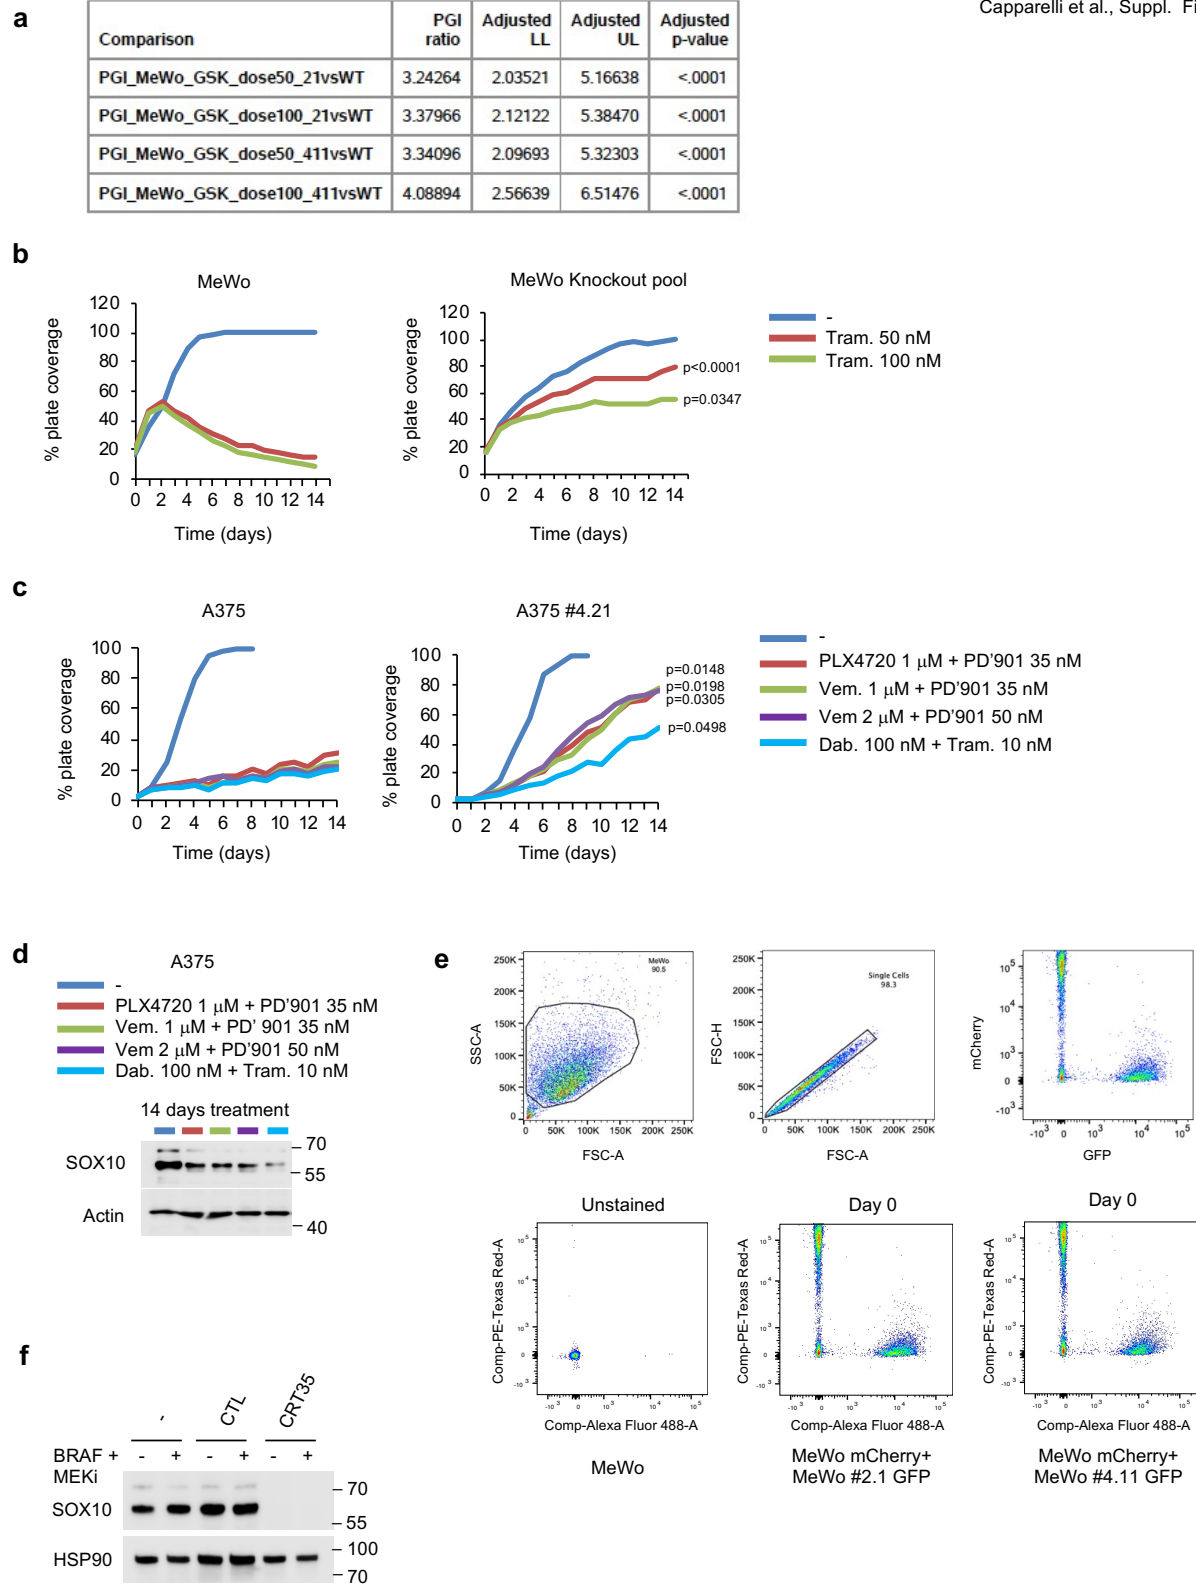

**Supplementary Figure 4. SOX10 loss/downregulation in MAPK targeting agent resistant melanoma induces an invasive phenotype.**

**A.** Statistical analysis for cell growth experiment shown in figure 5A. **B.** The same number of MeWo parental and SOX10 knockout pool cells treated with trametinib. Treatment was renewed 3 times per week. Shown is the mean from three independent experiments. p-values were calculated using two-sided t-test and represent statistical analysis between MeWo parental vs MeWo knockout pool at day 14. **C.** Cells were treated as indicated. Treatment was renewed 3 times per week. Shown is the mean from three independent experiments. p-values were calculated using two-sided t-test and represent statistical analysis between A375 parental vs A375 #4.21 at day 14. **D.** Cells were treated as in C. and lysates Western blotted as indicated. The experiment was repeated twice with similar results. **E.** mCherry-MeWo and GFP-MeWo SOX10 knockout #2.1 or #4.11 cells were co-mixed at the ratio of 2:1. The next day, cells were analyzed by FACS for mCherry and GFP positivity. The experiment was repeated independently twice with similar results. **F.** A375 parental, vehicle treated A375 xenograft derived cells (CTL) and CRT35 cells were analyzed by Western blotting. The experiment was repeated independently twice with similar results.

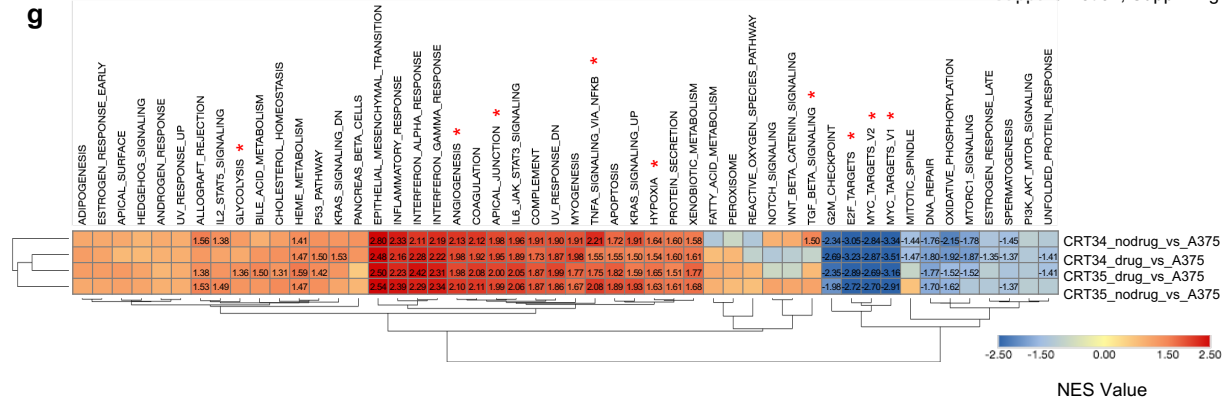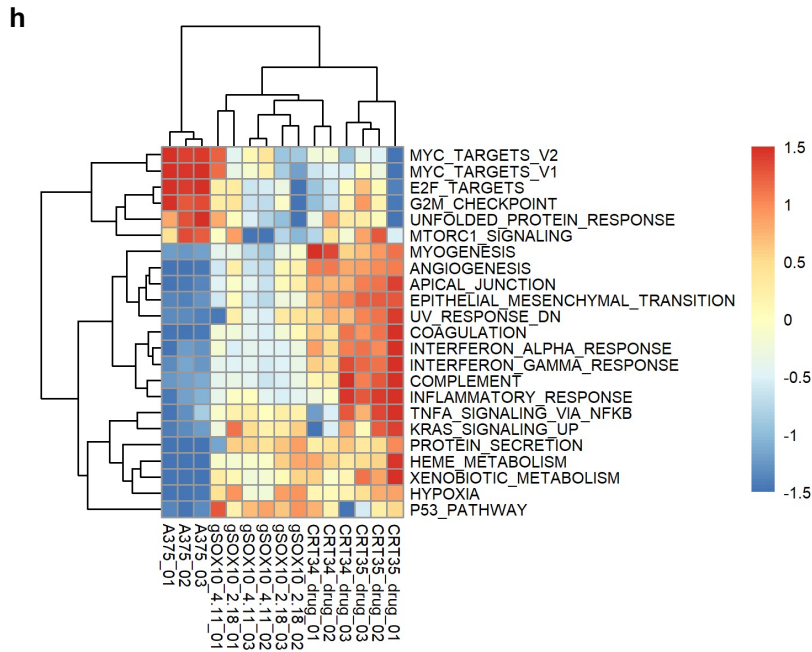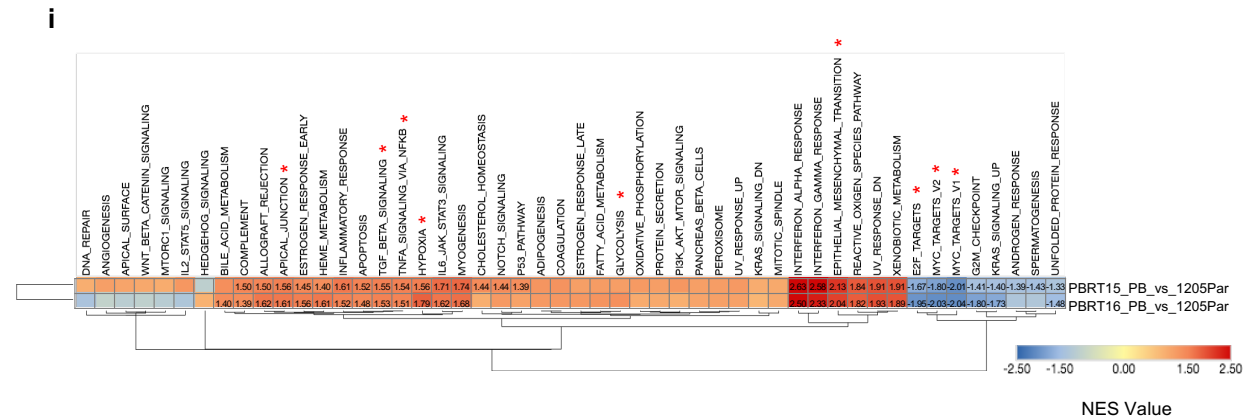

**Supplementary Figure 4. SOX10 loss/downregulation in MAPK targeting agent resistant melanoma induces an invasive phenotype.**

**G.** GSEA was used to perform pathway analysis between untreated A375 parental and each A375 tolerant/resistant (CRT34 and CRT35) cell line in the presence or absence of BRAFi+MEKi, separately. A heatmap showing unsupervised clustering of NES values for each comparison. 

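For the 1205Lu part of Supplementary Fig. 4I, GSEA ranks all genes by their difference from parental cells and asks whether the genes of a set gather at one end, giving a normalized enrichment score (NES) that is positive when they gather among higher genes. It was run with fgsea on the deposited values with limma's statistic and a weight of 1. The lists were written from general knowledge in place of the MSigDB sets. Epithelial-mesenchymal transition had an NES of 2.29 in PBRT15 and 2.25 in PBRT16 (adjusted p = 3.9e-11 and 5.2e-10). Camera with an estimated inter-gene correlation called 0 lists in either line, with an adjusted p of 0.265 and 0.361 for epithelial-mesenchymal transition. With 2 libraries per group that setting could hardly call any list. The values that follow are from fgsea. Interferon response genes had an NES of 2.74 and 2.53 (adjusted p = 5.8e-19 and 1.3e-12). Hypoxia had 1.56 and 1.59 (adjusted p = 0.00533 and 0.00301), apical junction 1.57 and 1.59 (adjusted p = 0.0119 and 0.0053) and TNFα signaling 1.45 and 1.46 (adjusted p = 0.041 and 0.0172). TGFβ signaling, at 1.43 in both lines, did not pass (adjusted p = 0.0852 and 0.0682), and neither did glycolysis, at 1.06 and 1.12 (adjusted p = 0.429 and 0.27). The larger MYC list had an NES of -1.65 and -1.72 (adjusted p = 0.000939 and 0.000293) and the smaller -1.60 and -1.85 (adjusted p = 0.0417 and 0.0054). E2F targets had -1.23 in PBRT15, which did not pass (adjusted p = 0.198), and -1.58 in PBRT16 (adjusted p = 0.0038).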

NES values are displayed for significant gene sets (BHFD $R$  < 0.05). **H.** A heat map showing single sample GSEA (ssGSEA) scores for commonly enriched genes in all CRT and gSOX10 A375 comparisons, corresponding to Fig 5E. **I.** GSEA pathway analysis between untreated 1205LuTR parental and each 1205LuTR tolerant/resistant (PBRT15 and PBRT16) cell line in the presence of 500 nM PLX8394, separately. A heatmap showing unsupervised clustering of NES values for each comparison. NES values are displayed for significant gene sets (BHFD $R$  < 0.05).

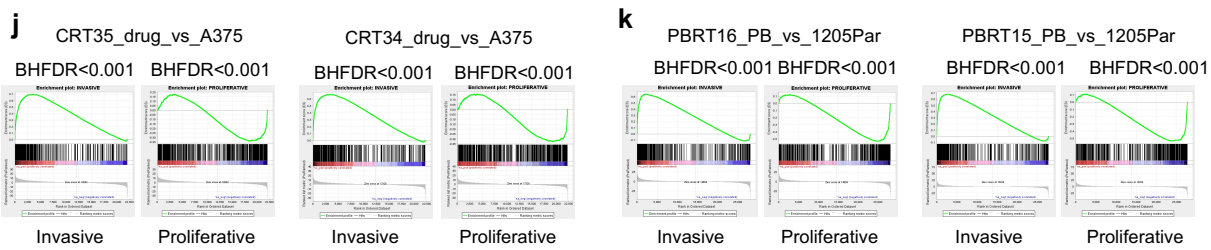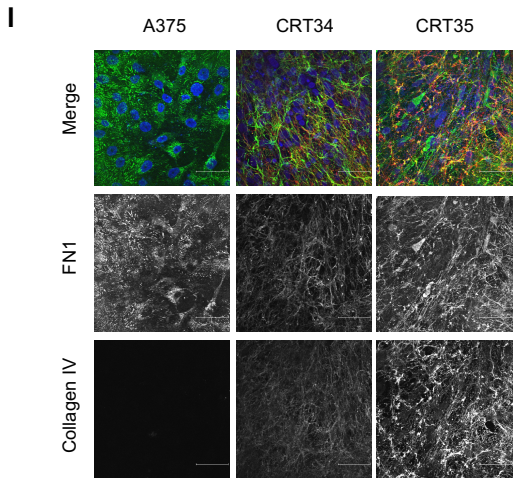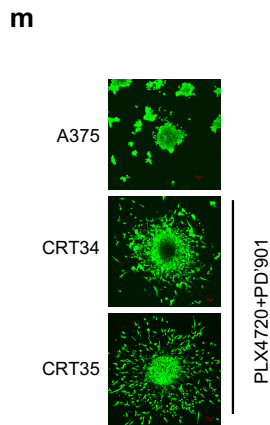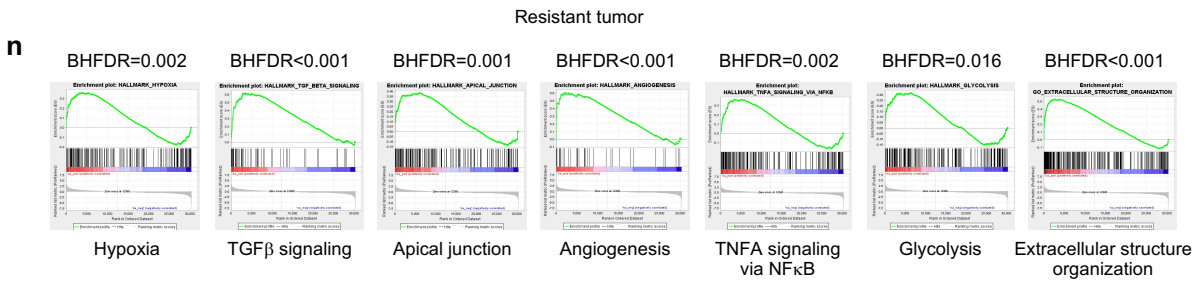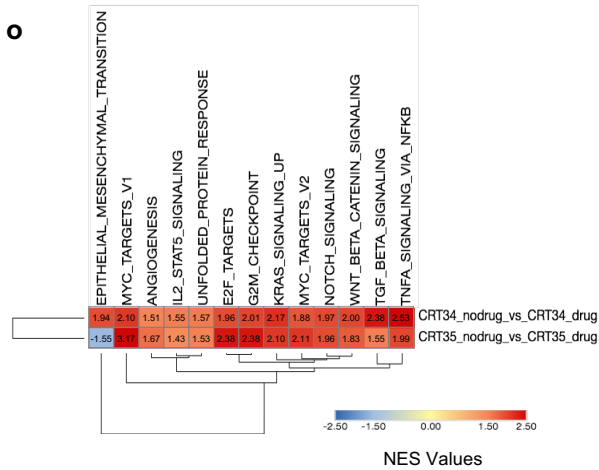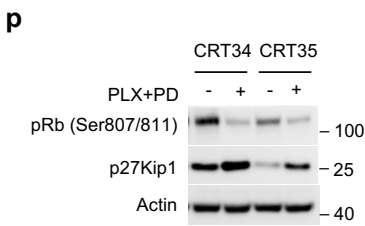

**Supplementary Figure 4. SOX10 loss/downregulation in MAPK targeting agent resistant melanoma induces an invasive phenotype.**

**J.** Enrichment plots of proliferative and invasive gene signature <sup>14</sup> for tolerant/resistant (CRT35 and CRT34) cells in the presence of 1  $\mu$ M PLX4720 plus 35 nM PD0325901, versus parental A375 cells. 

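On the values of the PBRT libraries, fgsea gave the invasive stand-in list an NES of 1.53 in PBRT15 and 1.56 in PBRT16 (adjusted p = 0.0494 and 0.0366). Camera with an estimated inter-gene correlation did not call this list (adjusted p = 0.41 and 0.361). The proliferative list had an NES of 0.956 and 1.09 (adjusted p = 0.587 and 0.385). Both lists were written from general knowledge in place of the published signatures of panels J and K.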

BHFDR<0.001. **K.** Enrichment plots as in J. <sup>14</sup> for tolerant/resistant (PBRT15 and PBRT16) cells in the presence of PLX8394 500 nM, versus parental 1205LuTR cells. BHFDR<0.001. **L.** Cells were stained for FN1 and collagen IV. The experiment was performed twice, and representative images are shown. Scale bars, 50  $\mu$ m. **M.** Spheroids in 3D collagen comparing parental A375 (basal condition), CRT34 and CRT35 (treated with BRAFi+MEKi). The experiment was performed independently three times, and representative images are shown, scale bar, 25  $\mu$ m. **N.** Enrichment plots of Hypoxia, TGF $\beta$  signaling, Apical Junction, Angiogenesis, TNFA signaling via NF $\kappa$ B Extracellular, Glycolysis and Extracellular structure organization comparing patient samples before and after MAPK targeting agent treatment <sup>13</sup>. BHFDR as indicated. **O.** GSEA pathway analysis between tolerant/resistant (CRT34 and CRT35) A375 cell lines in the absence or presence of BRAFi+MEKi. A heatmap showing unsupervised clustering of NES values for gene sets identified as significant (BHFDR <0.05) in both comparisons. **P.** Cells were plated and treated with BRAFi+MEKi for 24 hours. Cells were lysed and Western blotted with the antibodies indicated. Experiment was repeated independently twice with similar results.

**a**

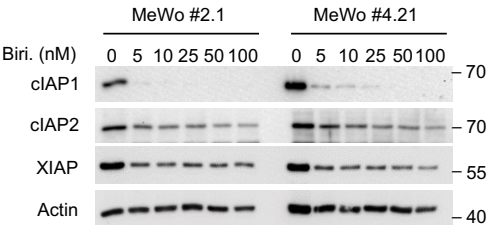

**b**

| Comparison                    | PGI ratio | Adjusted LL | Adjusted UL | Adjusted p-value |
|-------------------------------|-----------|-------------|-------------|------------------|
| PGI_MeWo_Biri_dose5_21vsWT    | 0.48944   | 0.24201     | 0.98986     | 0.0265           |
| PGI_MeWo_Biri_dose10_21vsWT   | 0.43757   | 0.18909     | 1.01257     | 0.0284           |
| PGI_MeWo_Biri_dose25_21vsWT   | 0.41515   | 0.20527     | 0.83960     | 0.0039           |
| PGI_MeWo_Biri_dose50_21vsWT   | 0.36860   | 0.18226     | 0.74545     | 0.0007           |
| PGI_MeWo_Biri_dose100_21vsWT  | 0.33426   | 0.16528     | 0.67601     | 0.0002           |
| PGI_MeWo_Biri_dose5_411_WT    | 0.77836   | 0.38487     | 1.57417     | 0.3144           |
| PGI_MeWo_Biri_dose10_411vsWT  | 0.69620   | 0.34424     | 1.40799     | 0.2929           |
| PGI_MeWo_Biri_dose25_411vsWT  | 0.58668   | 0.29009     | 1.18651     | 0.0988           |
| PGI_MeWo_Biri_dose50_411vsWT  | 0.50942   | 0.25189     | 1.03025     | 0.0286           |
| PGI_MeWo_Biri_dose100_411vsWT | 0.45428   | 0.22463     | 0.91875     | 0.0119           |

**c**

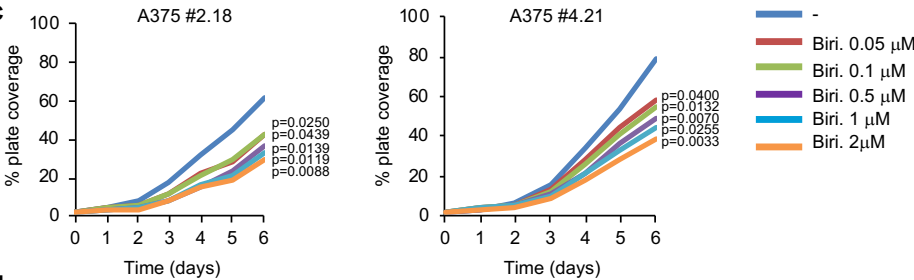

**d**

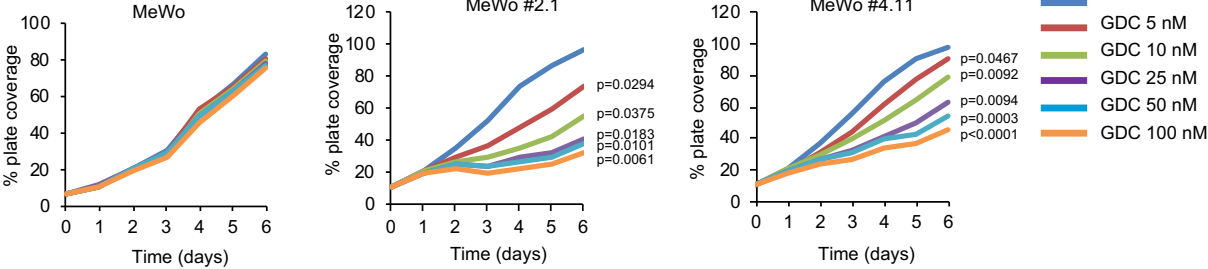

**e**

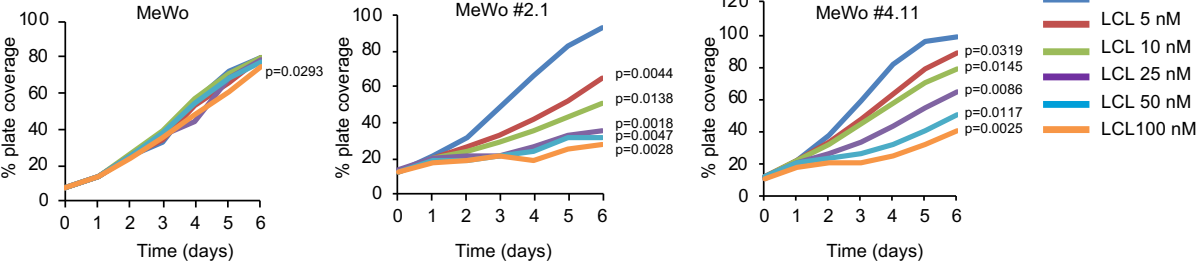

**f**

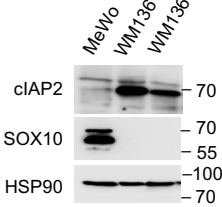

**g**

| Zero-inflation model for BIRC3 |               |       |       |         |  |
|--------------------------------|---------------|-------|-------|---------|--|
| Gene                           | Odds Ratio    | 95%CL | 95%CL | p-value |  |
| BIRC3                          | 1.91          | 1.08  | 1.66  | <.0001  |  |
| Mean model for BIRC3           |               |       |       |         |  |
| Gene                           | Mean diff (*) | 95%CL | 95%CL | p-value |  |
| BIRC3                          | -0.16         | -0.25 | -0.06 | 0.002   |  |

**Supplementary Figure 5. Synthetic lethality of IAP inhibitors towards SOX10 deficient cells.**

**A.** Cells were treated with birinapant (0, 5, 10, 25, 50 and 100 nM) for 24 hours, lysed and Western blotted as indicated. The experiment was repeated twice with similar results. **B.** Statistical analysis for cell growth experiment shown in figure 6B. **C.** Birinapant dose-response growth curves in A375 #2.18 and A375 #4.21 cells. Cells were treated with birinapant (0, 5, 10, 25, 50 and 100 nM). Treatment was renewed 3 times per week. For statistical analysis, cell growth was calculated as AUC and each treatment was normalized to the untreated control within each experimental replicate. Shown is the mean from three independent experiments. p-values were calculated using two-sided t-test and represent statistical analysis within the same cell line. **D.** GDC-0152 dose-response growth curves in MeWo parental and SOX10 knockout cells #2.1 and #4.11. Cells were treated with GDC-0152 (0, 5, 10, 25, 50 and 100 nM). Treatment was renewed 3 times per week. Statistical analysis as in C. Shown is the mean from three independent experiments. p-values were calculated using two-sided t-test and represent statistical analysis within the same cell line. **E.** Cells were treated as in D. except LCL161 was used. Statistical analysis as in C. Shown is the mean from three independent experiments. p-values were calculated using two-sided t-test and represent statistical analysis within the same cell line **F.** Cell lysates were Western blotted, as indicated. The experiment was repeated independently twice with similar results. **G.** Separately zero-inflated negative binomial (ZINB) regression models for single cell RNA-seq counts of BIRC3 as dependent on SOX10 counts and the total RNA-seq counts per cell as an exposure.

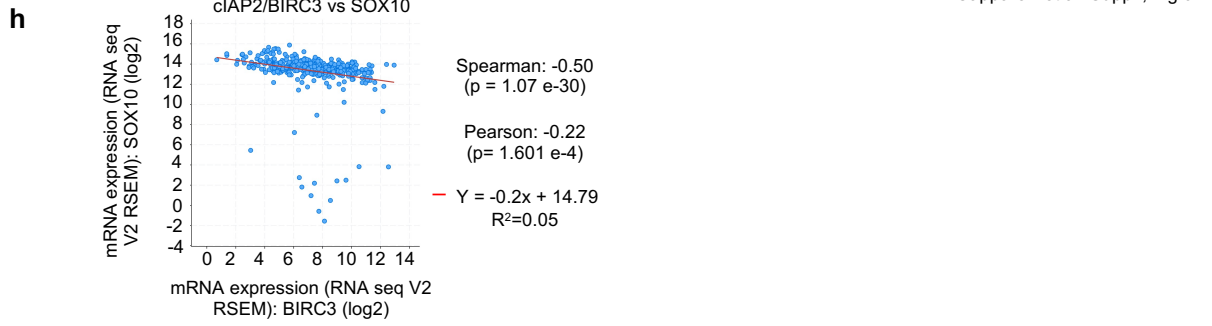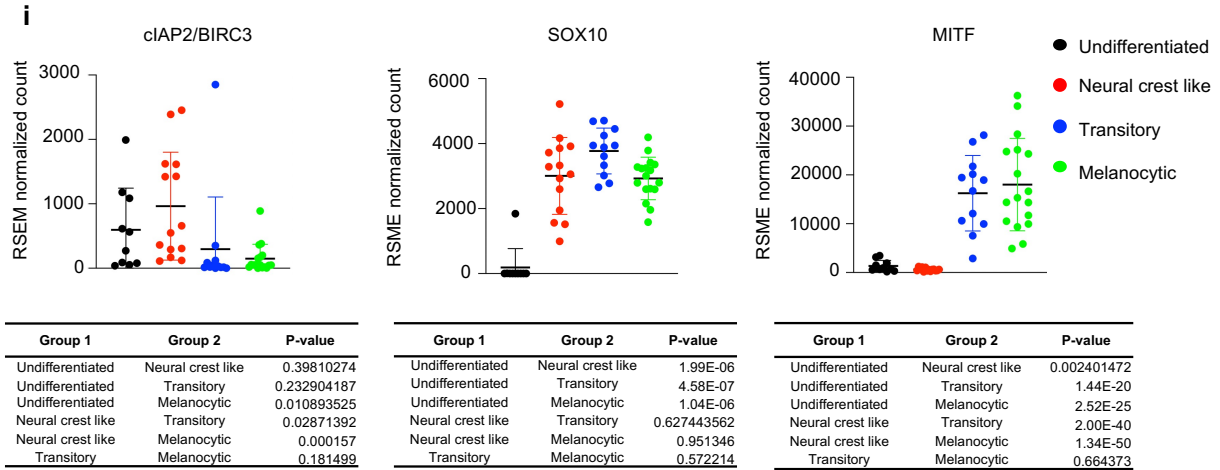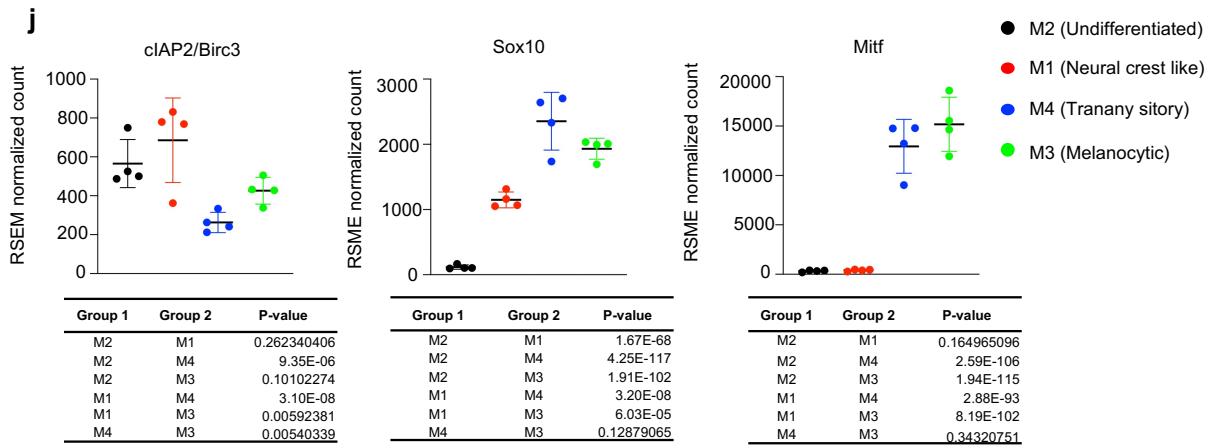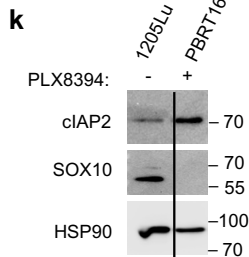

**Supplementary Figure 5. Synthetic lethality of IAP inhibitors towards SOX10 deficient cells.**

**H.** Correlation analysis of RNA level expression of clAP2/BIRC3 and SOX10 within the TCGA dataset. **I.** Box plots showing clAP2/BIRC3, SOX10, and MITF normalized RSEM values across undifferentiated (n=10), neural crest-like (n=14), transitory (n=12) and melanocytic (n=17) human melanoma cell lines samples separated by defined cell states <sup>5</sup>. Shown is the mean  $\pm$  SD. DESeq2 was used to perform pair-wise comparisons between each state for all genes, and p-values for select genes are reported. **J.** Box plots showing clAP2/Birc3, Sox10, and Mitf normalized RSEM values across M1 (n=4), M2 (n=4), M3 (n=4) and M4 (n=4) mouse melanoma cell lines samples separated by defined states <sup>15</sup>. Shown is the mean  $\pm$  SD. DESeq2 was used to perform pair-wise comparisons between each state for all genes, and p-values for select genes are reported. **K.** Cells were treated with 500 nM PLX8394 for 24 hours, lysed and Western blotted as indicated. The experiment was repeated independently twice with similar results.

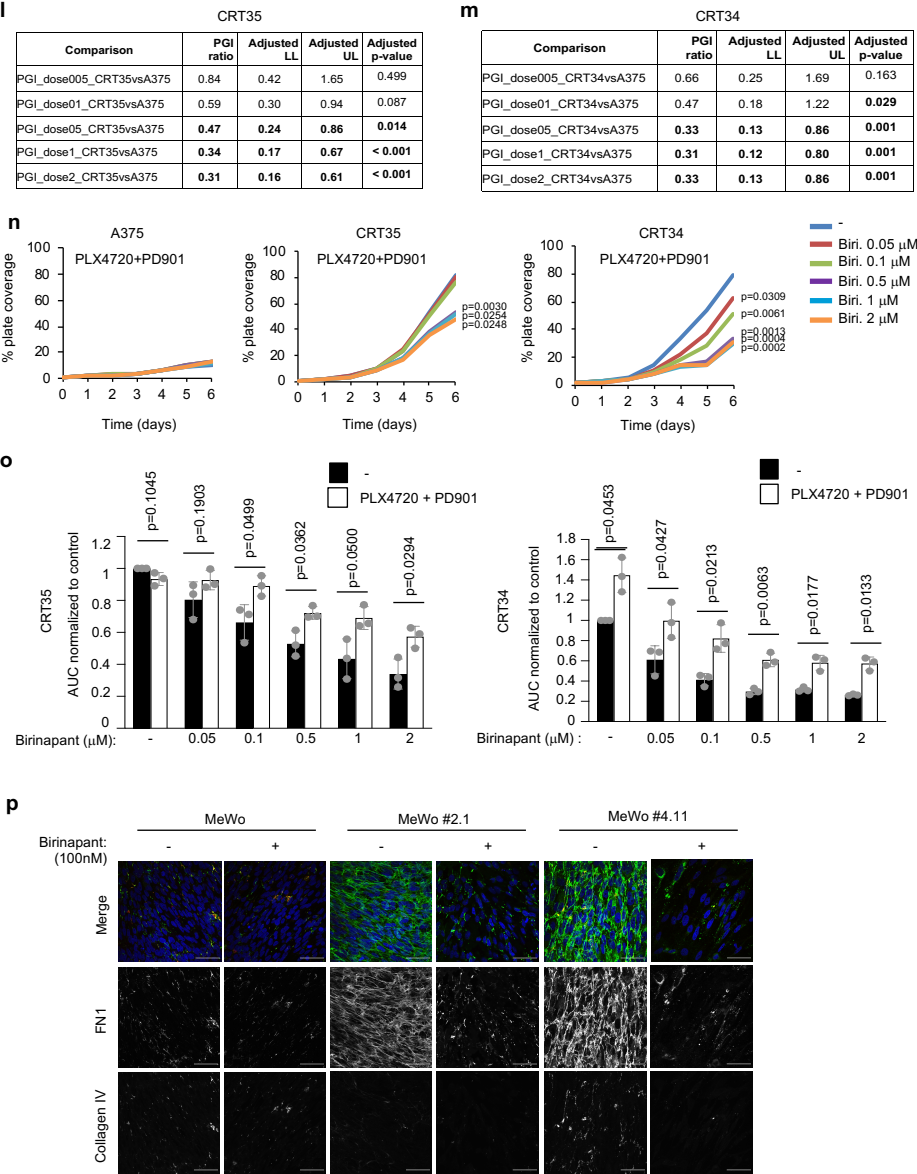

**Supplementary Figure 5. Synthetic lethality of IAP inhibitors towards SOX10 deficient cells.**

**L., M.** Statistical analysis for cell growth experiment shown in figure 6F. **N.** Cells were treated birinapant (0, 0.1, 0.5, 1 and 2  $\mu$ M) in the presence of BRAFi+MEKi. Treatment was renewed 3 times per week. Statistical analysis as in C. p-values represent statistical analysis within the same cell line. **O.** Quantification of the growth assay in N. Shown in mean  $\pm$  SD from 3 independent experiments. p-values were calculated using two-sided t-test. **P.** Cells were treated 100nM birinapant for 6 days. Treatment was renewed every 48 hours. Cells were stained for FN1 and collagen IV. The experiment was performed twice, and representative images are shown. Scale bars, 50 $\mu$ m.

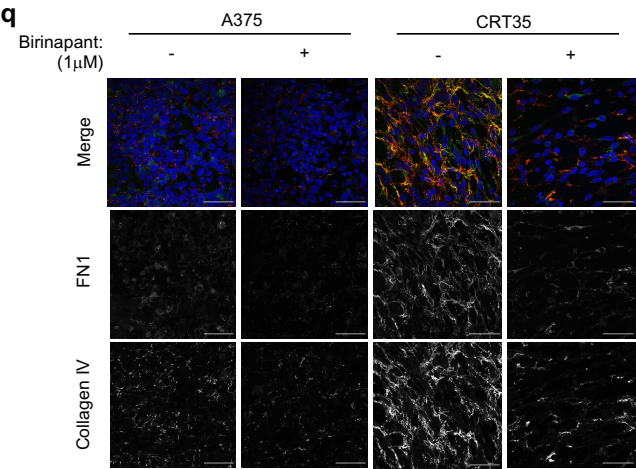

**r**

Estimated Median Survival Time and the corresponding 95% Confidence Interval (CI).

| Tx             | Median Time to Tumor Regrow (days) | 95% CI           |
|----------------|------------------------------------|------------------|
| BRAF/MEKi      | 35.0                               | (24.0, 56.0)     |
| BRAF/MEKi/Biri | 84.0                               | (63.0, infinity) |

**s**

| Tx             | Median survival (in days) | 95% CI       | p - value* | p - value** |
|----------------|---------------------------|--------------|------------|-------------|
| Control        | 10.0                      | (10.0, 14.0) | <.001      | -           |
| Birinipant     | 14.0                      | (14.0, 17.0) |            | 0.023       |
| BRAF/MEKi      | 59.0                      | (45.0, 87.0) |            | <.001       |
| BRAF/Meki/Biri | 112.0                     | (94.0, -)    |            | <.001       |

\*p-value from global Log-rank test  
\*\*p-value from Log-rank test comparing Control vs. each of 3 Tx group

Pairwise comparison by Log-rank Test and the corresponding False Discovery Rate (FDR) adjusted p-values.

| Comparison                    | False Discovery Rate p-value |
|-------------------------------|------------------------------|
| Control vs. Birinipant        | 0.023                        |
| Control vs. BRAF/MEKi         | <.001                        |
| Control vs. BRAF/MEKi/Biri    | <.001                        |
| Birinipant vs. BRAF/MEKi      | <.001                        |
| Birinipant vs. BRAF/MEKi/Biri | <.001                        |
| BRAF/MEKi vs. BRAF/MEKi/Biri  | 0.019                        |

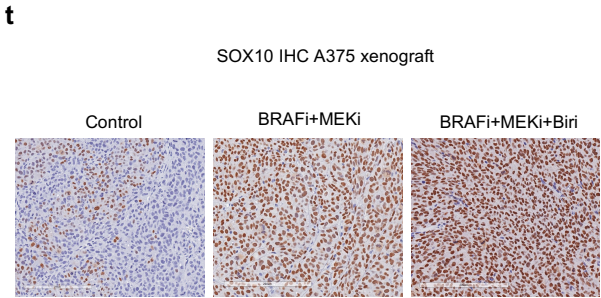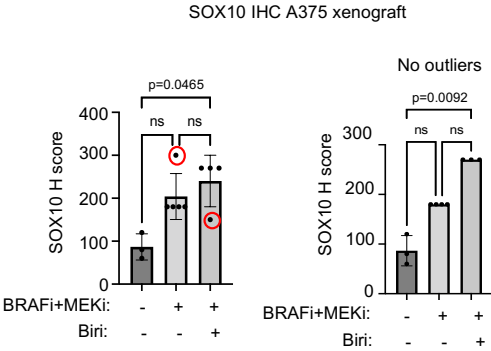

**Supplementary Figure 5. Synthetic lethality of IAP inhibitors towards SOX10 deficient cells.**

**Q.** Cells were treated with 1 $\mu$ M birinapant for 6 days. Treatment was renewed every 48 hours. Cells were stained for FN1 and collagen IV. The experiment was performed twice, and representative images are shown. Scale bars, 50 $\mu$ m. **R.** Table with Estimated Median Time to Tumor Regrowth (tumor volume > 100mm<sup>3</sup>) and the corresponding 95% Confidence Interval (CI). **S.** Table with Estimated median survival and the corresponding 95% Confidence Interval (CI) and p-values for the mouse survival curve for the *in vivo* experiment shown in figure 6G and 6H. p-values were calculated using the two-sided log-rank tests and were adjusted for multiple testing to control for the False Discovery Rate (FDR) using the method of Benjamini and Hochberg. **T.** IHC comparing SOX10 expression in A375 xenograft tumor collected at the end of the experiment as indicated in Fig 6G. Mice were treated with BRAF + MEK inhibitors (200 PPM PLX4720 plus 7PPM PLX2695) and/or injected intraperitoneally, twice per week, with 100  $\mu$ L birinapant solution (3 mg/ml). Scale bar, 20  $\mu$ m. H-score analysis was performed as described in the Materials and Methods by Dr. Xu, who had knowledge of the sample's condition but was blinded to the expected result. Shown is the mean  $\pm$  SD of 3, 5 or 4 independent tumors for control, BRAFi/MEKi and BRAFi/MEKi/biri, respectively. p-values were calculated using The Kruskal-Wallis test and multiple comparisons were done using a Dunn's correction. Values circle in red represent outliers, which were calculated using the ROUT method with Q = 1%.

## Supplementary References

- 1 Gao, J. *et al.* Integrative analysis of complex cancer genomics and clinical profiles using the cBioPortal. *Sci Signal* **6**, pl1, doi:10.1126/scisignal.2004088 (2013).
- 2 Cerami, E. *et al.* The cBio cancer genomics portal: an open platform for exploring multidimensional cancer genomics data. *Cancer Discov* **2**, 401-404, doi:10.1158/2159-8290.CD-12-0095 (2012).
- 3 Hoadley, K. A. *et al.* Cell-of-Origin Patterns Dominate the Molecular Classification of 10,000 Tumors from 33 Types of Cancer. *Cell* **173**, 291-304 e296, doi:10.1016/j.cell.2018.03.022 (2018).
- 4 Leinonen, R., Sugawara, H., Shumway, M. & International Nucleotide Sequence Database, C. The sequence read archive. *Nucleic Acids Res* **39**, D19-21, doi:10.1093/nar/gkq1019 (2011).
- 5 Tsoi, J. *et al.* Multi-stage Differentiation Defines Melanoma Subtypes with Differential Vulnerability to Drug-Induced Iron-Dependent Oxidative Stress. *Cancer Cell* **33**, 890-904 e895, doi:10.1016/j.ccell.2018.03.017 (2018).
- 6 Li, B. & Dewey, C. N. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* **12**, 323, doi:10.1186/1471-2105-12-323 (2011).
- 7 Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550, doi:10.1186/s13059-014-0550-8 (2014).
- 8 Wouters, J. *et al.* Robust gene expression programs underlie recurrent cell states and phenotype switching in melanoma. *Nat Cell Biol* **22**, 986-998, doi:10.1038/s41556-020-0547-3 (2020).

- 9 Mootha, V. K. *et al.* PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nat Genet* **34**, 267-273, doi:10.1038/ng1180 (2003).
- 10 Subramanian, A. *et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* **102**, 15545-15550, doi:10.1073/pnas.0506580102 (2005).
- 11 Barbie, D. A. *et al.* Systematic RNA interference reveals that oncogenic KRAS-driven cancers require TBK1. *Nature* **462**, 108-112, doi:10.1038/nature08460 (2009).
- 12 Hanzelmann, S., Castelo, R. & Guinney, J. GSVA: gene set variation analysis for microarray and RNA-seq data. *BMC Bioinformatics* **14**, doi:10.1186/1471-2105-14-7 (2013).
- 13 Sun, C. *et al.* Reversible and adaptive resistance to BRAF(V600E) inhibition in melanoma. *Nature* **508**, 118-122, doi:nature13121 [pii]10.1038/nature13121 (2014).
- 14 Verfaillie, A. *et al.* Decoding the regulatory landscape of melanoma reveals TEADS as regulators of the invasive cell state. *Nat Commun* **6**, 6683, doi:10.1038/ncomms7683 (2015).
- 15 Perez-Guijarro, E. *et al.* Multimodel preclinical platform predicts clinical response of melanoma to immunotherapy. *Nat Med* **26**, 781-791, doi:10.1038/s41591-020-0818-3 (2020).

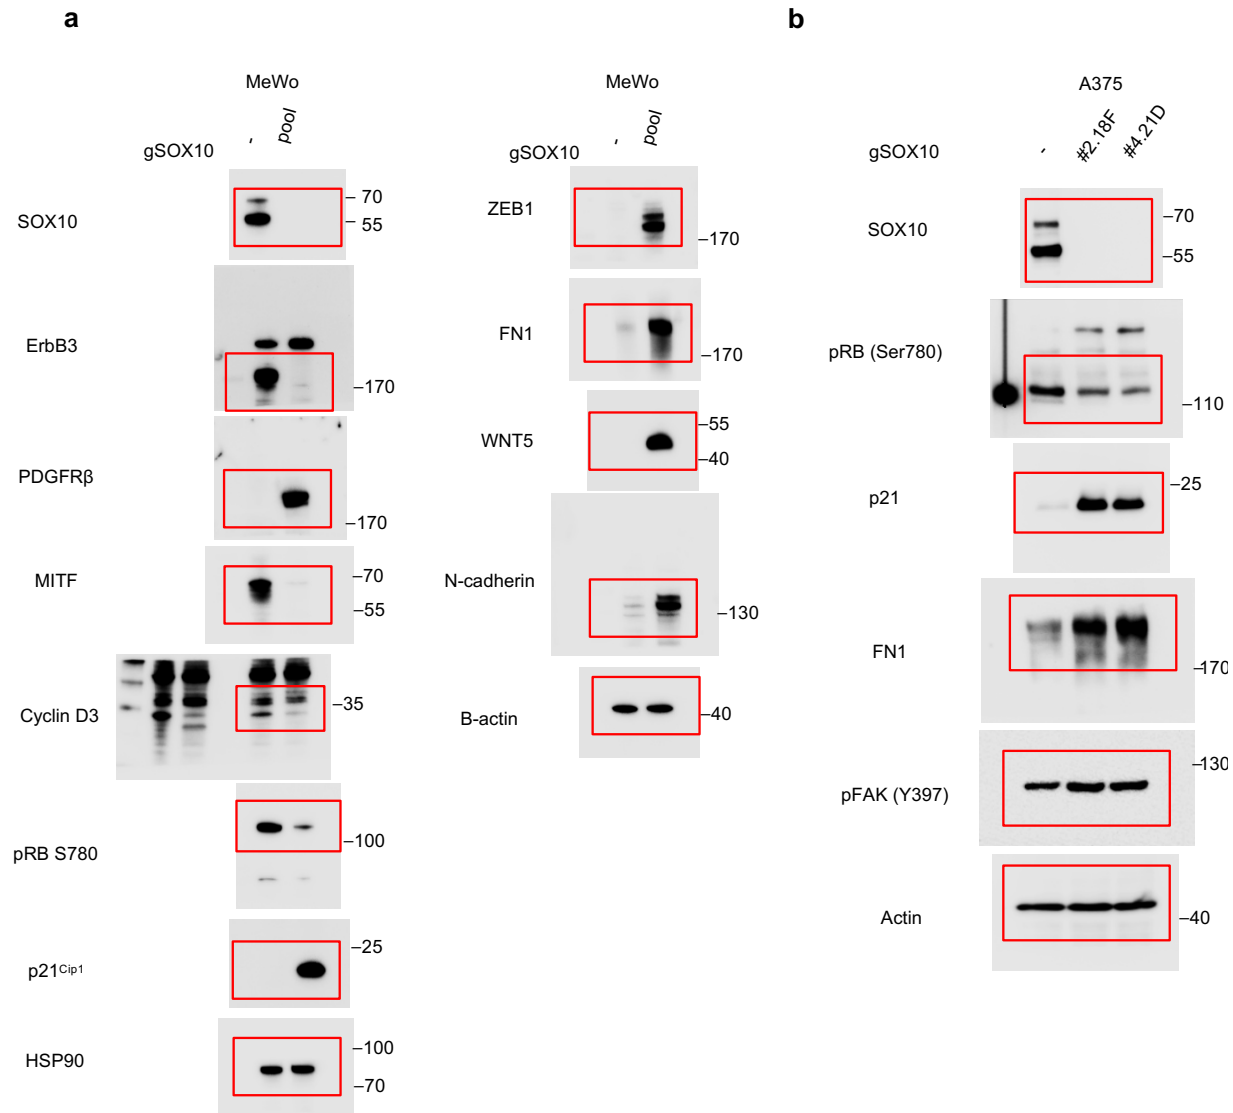

d

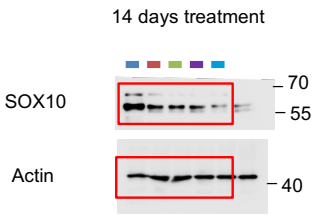

f

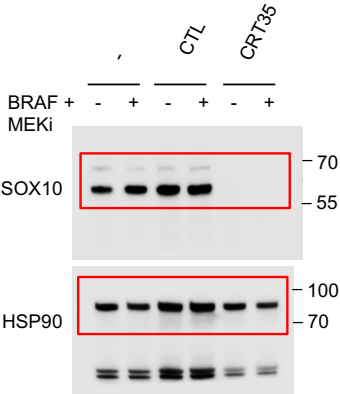

**O**

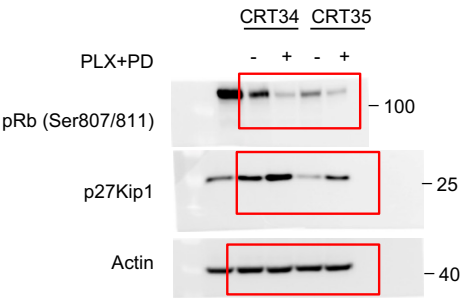

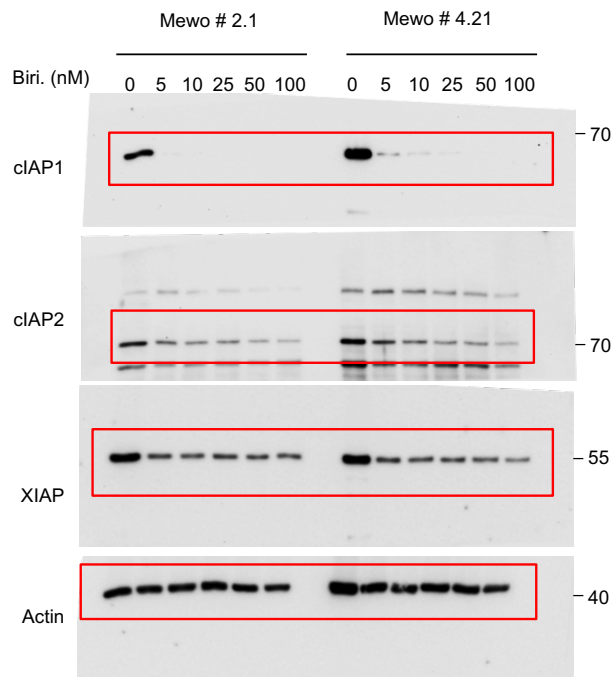

**f**

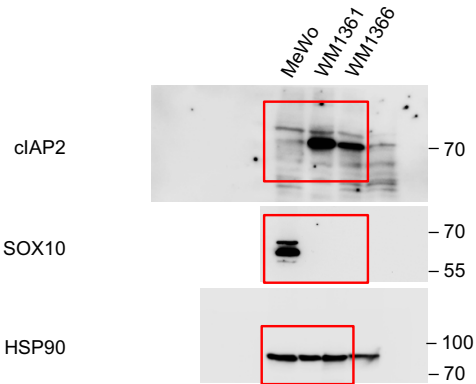

**i**

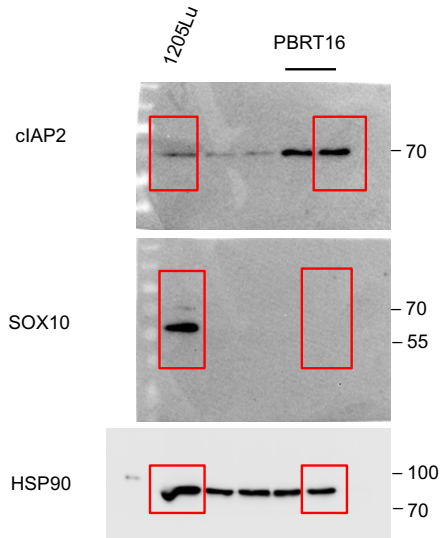

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Targeting SOX10-deficient cells to reduce the dormant-invasive phenotype state in melanoma
**Source:** Nat Commun. 2022 Mar 16;13:1381. doi: 10.1038/s41467-022-28801-y
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

The data generated in this paper consists of next-generation RNA sequencing data obtained through Illumina instruments as FASTQ files.  
Raw reads from publicly available SRA RNA-seq datasets were downloaded using SRA toolkit (v 2.10.4)

#### Data analysis

- RNA-Seq datasets: STAR (v2.7.0d); RSEM (v1.2.28); DESeq2 (v1.28.1); GSEA (v3.0 and 4.0.1); iSeqQC (v1.0.0); GSVA (v1.40.1); R-Project (v 3.5.1 and 4.0.2 <https://www.R-project.org/>)  
- scRNA-Seq cell culture dataset: SCoPeLoomR (v0.10.2 <https://github.com/aertslab/SCoPeLoomR>); edgeR (v 3.30.3); R-Project (v 4.0.2 <https://www.R-project.org/>)  
- scRNA-Seq patient tumor dataset: Single Cell Portal ([https://singlecell.broadinstitute.org/single\\_cell/study/SCP109/melanoma-immunotherapy-resistance#study-visualize](https://singlecell.broadinstitute.org/single_cell/study/SCP109/melanoma-immunotherapy-resistance#study-visualize))  
- TCGA SKCM: cBioPortal v3.7.22(<https://www.cbioportal.org/>)  
- visualization of RNA-Seq, scRNA-Seq cell culture and drug screen dataset: VennDiagram (v 1.6.20 <https://CRAN.R-project.org/package=VennDiagram>); ggplot2 (v 3.3.2 <https://ggplot2.tidyverse.org/>); pheatmap (v 1.0.12 <https://CRAN.R-project.org/package=pheatmap>)  
IncuCyte experiments: R version 4.0.4 R Core Team. R: A Language and Environment for Statistical Computing. Vienna, Austria (2017). Available from: <https://www.R-project.org/>.  
In vivo studies: SAS 9.4 (SAS Institute Inc., Cary, NC).

Flow cytometry: FlowJo (v10.6.1)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA Seq data associated with this publication can be found under BioProject numbers:

PRJNA701949: MeWo parental and gSOX10 samples (<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA701949>)

PRJNA748713: A375 parental, gSOX10 and combo-resistant tumor samples (<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA748713>)

PRJNA748714: 1205 LuTR parental and PLX8394 resistant tumor samples (<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA748714>)

Human and mouse reference genomes (GRCh38.p12 and GRCh38.p6) and gene & transcript annotation data (v28, v30 and M25) were obtained from GENCODE: <https://www.encodegenes.org/>

Invasive and proliferative signatures were obtained from:

[https://static-content.springer.com/esm/art%3A10.1038%2Fncmms7683/MediaObjects/41467\\_2015\\_BFncmms7683\\_MOESM1477\\_ESM.xlsx](https://static-content.springer.com/esm/art%3A10.1038%2Fncmms7683/MediaObjects/41467_2015_BFncmms7683_MOESM1477_ESM.xlsx)

GSEA Gene set collections (MSigDB Hallmark and GO Biological Process, v6.2 and v7.0) were obtained from:

<https://www.gsea-msigdb.org/gsea/downloads.jsp>

TCGA SKCM data originated from (cBioPortal v3.7.22):

[http://gdac.broadinstitute.org/runs/stddata\\_\\_2016\\_01\\_28/data/SKCM/20160128/](http://gdac.broadinstitute.org/runs/stddata__2016_01_28/data/SKCM/20160128/)

The following publicly available data were used in this study:

SRP029434: Patient tumors pre and post MAPK pathway inhibitor therapy, A375 parental and A375 shSOX10 samples. (<https://www.ncbi.nlm.nih.gov/sra/SRP029434>)

SRP215051: Six cell lines with SOX10 knockdown and matched control samples. (<https://www.ncbi.nlm.nih.gov/sra/SRP215051>)

SRP074198: 53 human melanoma cell line samples. (<https://www.ncbi.nlm.nih.gov/sra/SRP074198>)

SRP247646: Four mouse melanoma cell lines with four replicate samples for each. (<https://www.ncbi.nlm.nih.gov/sra/SRP247646>)

Human melanoma cell line annotation data were obtained from:

<https://ars.els-cdn.com/content/image/1-s2.0-S1535610818301223-mm2.xlsx>

Single cell RNA Seq data for 7 treatment-naïve and 7 immune checkpoint inhibitor resistant melanoma patient tumors were originated from Jerby-Arnon, et al., 2018 (<https://doi.org/10.1016/j.cell.2018.09.006>). Cell annotation and normalized expression data are freely available for downloading in bulk from the Single Cell Portal ([https://singlecell.broadinstitute.org/single\\_cell/study/SCP109/melanoma-immunotherapy-resistance](https://singlecell.broadinstitute.org/single_cell/study/SCP109/melanoma-immunotherapy-resistance)) after registering for an account using a Google-managed identity ([https://singlecell.broadinstitute.org/single\\_cell/terms\\_of\\_service](https://singlecell.broadinstitute.org/single_cell/terms_of_service)).

Wouters\_Human\_Melanoma .loom file consisting of scRNA Seq data for 10 melanoma cultures were obtained from:

[https://scope.aertslab.org/#/Wouters\\_Human\\_Melanoma/Wouters\\_Human\\_Melanoma%2F10\\_Baselines\\_filteredRegulons.loom/gene](https://scope.aertslab.org/#/Wouters_Human_Melanoma/Wouters_Human_Melanoma%2F10_Baselines_filteredRegulons.loom/gene)

Fig 1: Single Cell Portal

Fig 2: PRJNA701949 and PRJNA748713

Fig 5: SRP029434 and PRJNA748713

Fig 6: Wouters\_Human\_Melanoma

Supp Fig 1: PRJNA701949, PRJNA748713, SRP029434, and SRP215051

Supp Fig 4: SRP029434, PRJNA748713 and PRJNA748714

Supp Fig 5: Wouters\_Human\_Melanoma, TCGA SKCM, SRP247646 and SRP074198

Drug screen data associated with this publication can be found in the Source data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

ZEB1: <https://www.cellsignal.com/products/primary-antibodies/zeb1-d80d3-rabbit-mab/3396>  
 WNT5: <https://www.cellsignal.com/products/primary-antibodies/wnt5a-b-c27e8-rabbit-mab/2530>  
 N-cadherin: <https://www.cellsignal.com/products/primary-antibodies/n-cadherin-d4r1h-xp-rabbit-mab/13116>  
 HSP90: <https://www.cellsignal.com/products/primary-antibodies/hsp90-c45g5-rabbit-mab/4877>  
 pRB S807/811: <https://www.cellsignal.com/products/primary-antibodies/phospho-rb-ser807-811-antibody/9308>  
 cIAP1: <https://www.cellsignal.com/products/primary-antibodies/c-iap1-d5g9-rabbit-mab/7065>  
 cIAP2: <https://www.cellsignal.com/products/primary-antibodies/c-iap2-58c7-rabbit-mab/3130>  
 XIAP: <https://www.cellsignal.com/products/primary-antibodies/xiap-3b6-rabbit-mab/2045>  
 FN1: <https://www.abcam.com/fibronectin-antibody-f14-ab45688.html>  
 FN1: <https://www.sigmaaldrich.com/US/en/product/sigma/f3648>  
 Ki67: <https://www.abcam.com/ki67-antibody-sp6-ab16667.html>  
 Collagen IV: <https://www.abcam.com/collagen-iv-antibody-1043-ab86042.html>  
 Actin: <https://www.sigmaaldrich.com/US/en/product/sigma/a2066>  
 Cyclin D3: [https://www.scbt.com/p/cyclin-d3-antibody-d-7?gclid=CjwKCAiAz--OBhBIeWAG1rOkX4eXm7S5EY05Syah0-kd3BLJVDmKotiDQsQolwllQ4isz31IXvLhoCpS4QAvD\\_BwE](https://www.scbt.com/p/cyclin-d3-antibody-d-7?gclid=CjwKCAiAz--OBhBIeWAG1rOkX4eXm7S5EY05Syah0-kd3BLJVDmKotiDQsQolwllQ4isz31IXvLhoCpS4QAvD_BwE)  
 p27Kip1: <https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-p27-kip1.610241>  
 pFAK Y397: <https://www.bdbiosciences.com/en-eu/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-human-fak-py397.611806>

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plots

- Confirm that:
- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☒ All plots are contour plots with outliers or pseudocolor plots.
  - ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

# Supplementary material for: Targeting SOX10-deficient cells to reduce the dormant-invasive phenotype state in melanoma
**Source:** Nat Commun. 2022 Mar 16;13:1381. doi: 10.1038/s41467-022-28801-y
**Supplement:** Supplementary file 4 — Source data

## Slide 1
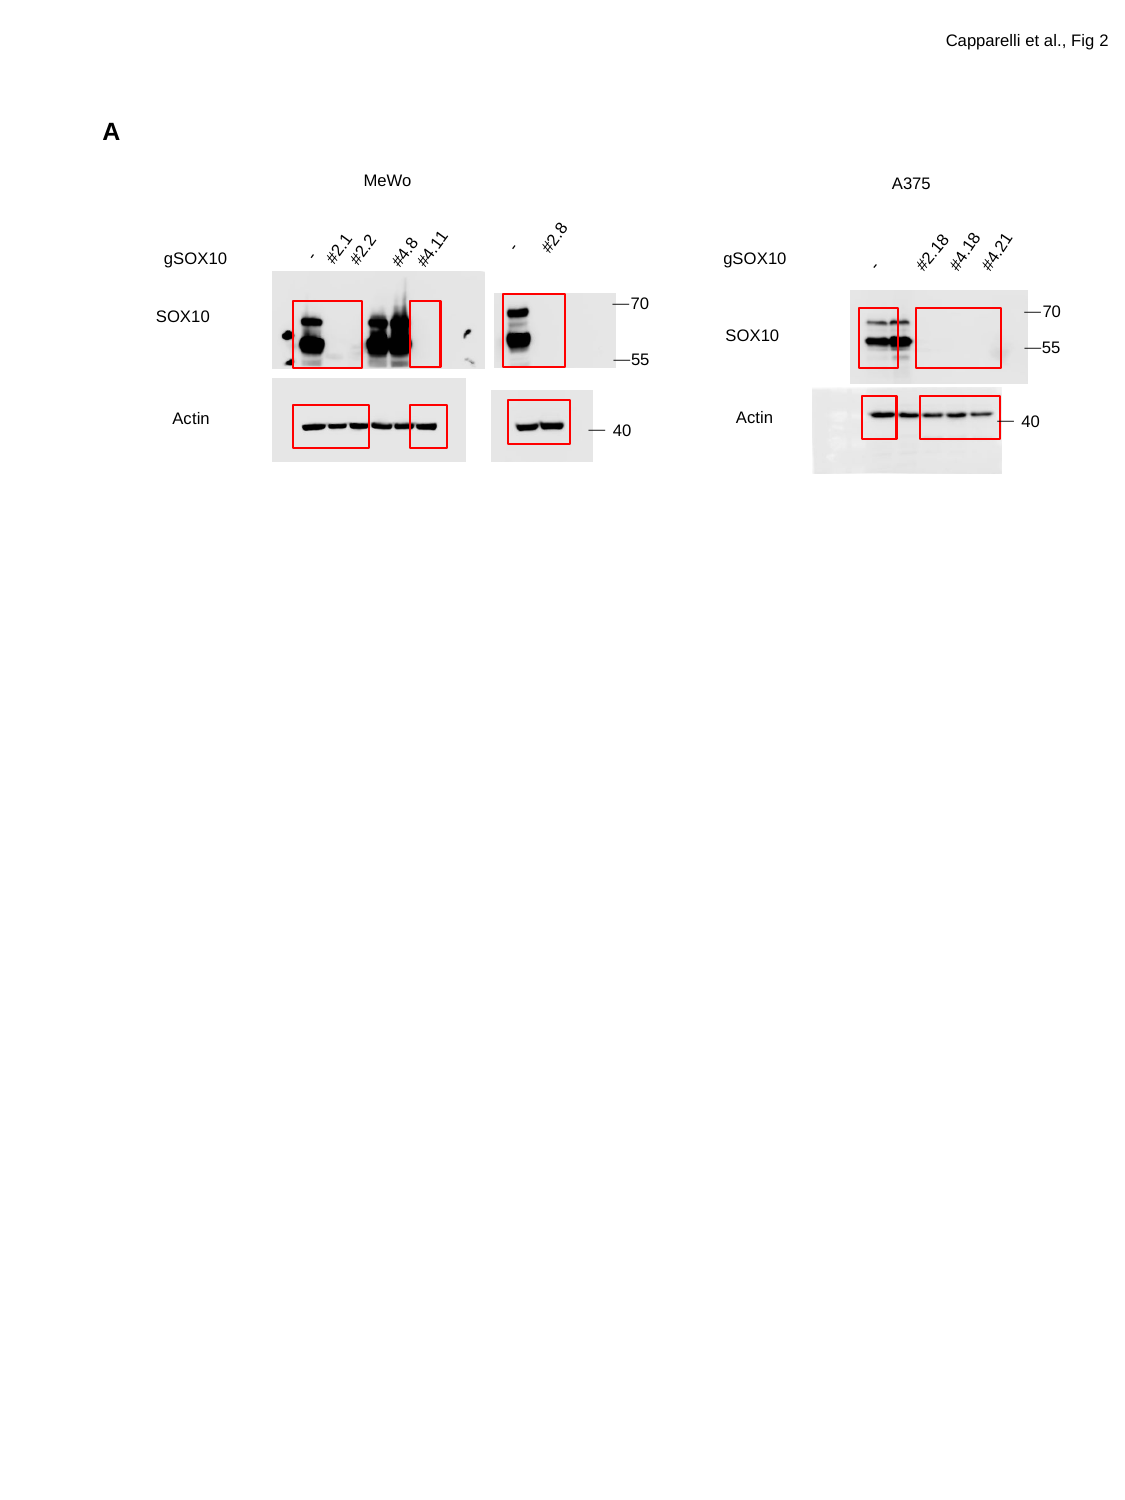

Capparelli et al., Fig 2
A
MeWo
-
#2.1
#2.2
#4.8
#4.11
gSOX10
SOX10
Actin
A375
#4.18
#4.21
-
#2.18
gSOX10
SOX10
Actin
-
#2.8
70
⎯
70
⎯
55
⎯
55
⎯
⎯
40
⎯
40

## Slide 2
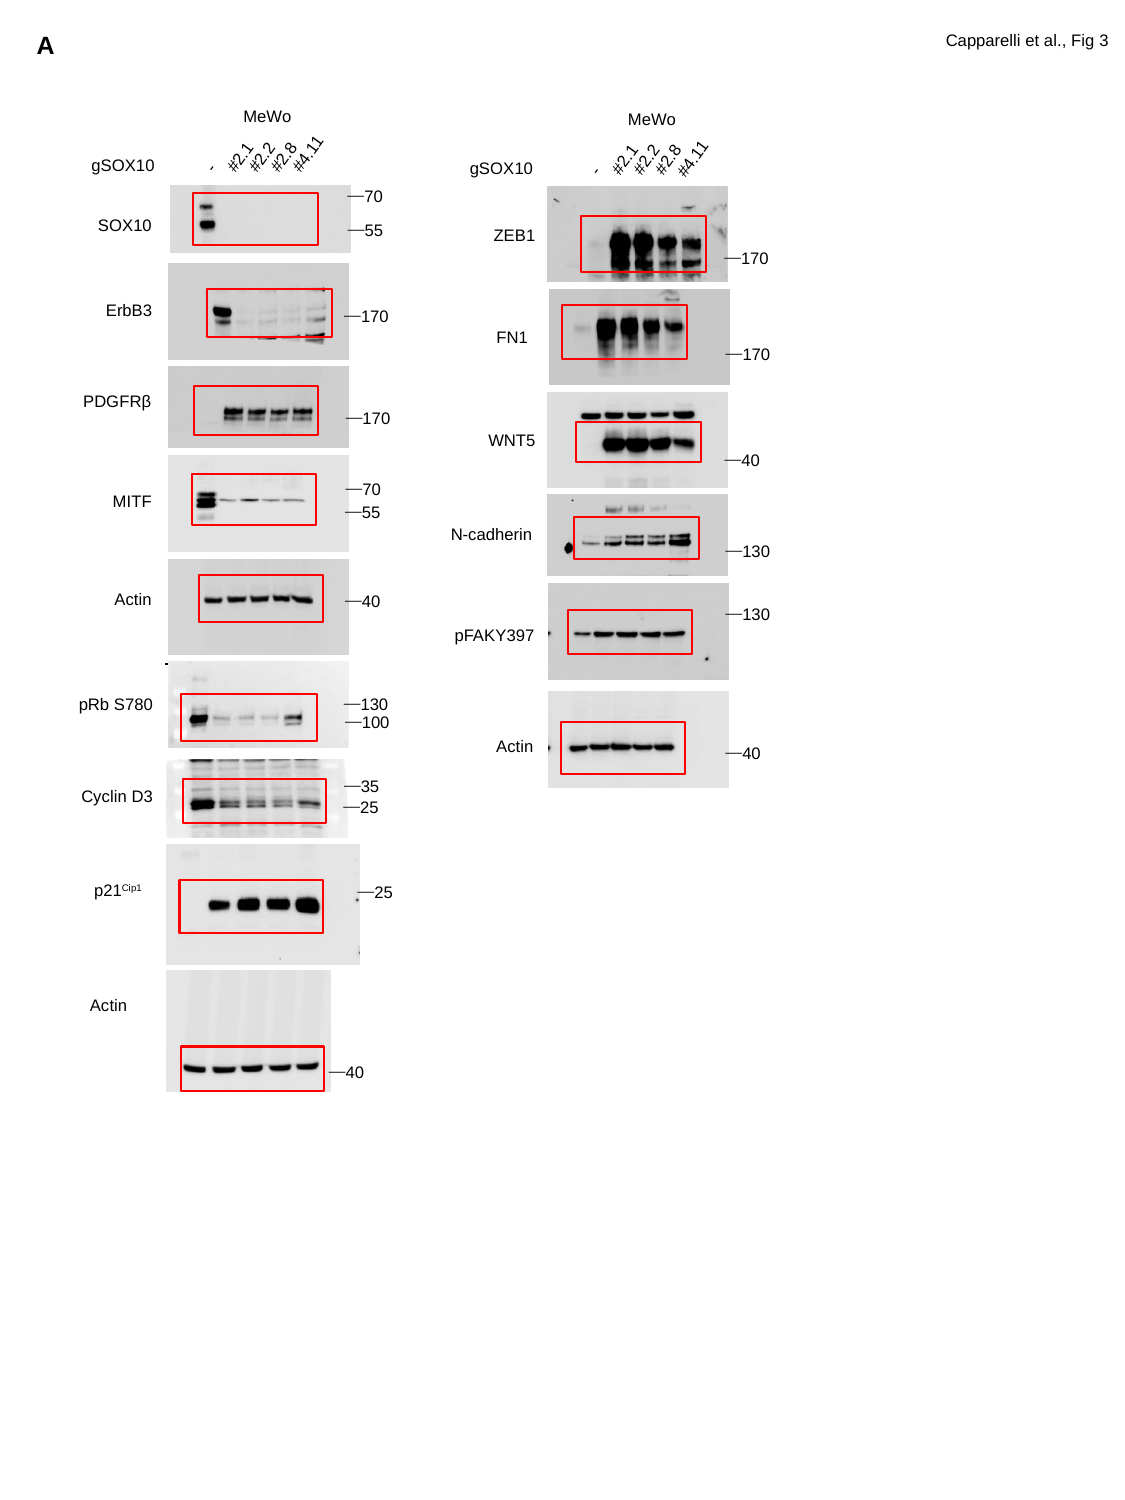

A
Capparelli et al., Fig 3
MeWo
-
#2.1
#2.2
#2.8
#4.11
gSOX10
ZEB1
FN1
WNT5
N-cadherin
pFAKY397
Actin
MeWo
-
#2.1
#2.2
#2.8
#4.11
gSOX10
⎯70
SOX10
⎯55
⎯170
ErbB3
⎯170
⎯170
PDGFRβ
⎯170
⎯40
⎯70
MITF
⎯55
⎯130
Actin
⎯40
⎯130
pRb S780
⎯130
⎯100
⎯40
⎯35
Cyclin D3
⎯25
p21Cip1
⎯25
Actin
⎯40

## Slide 3
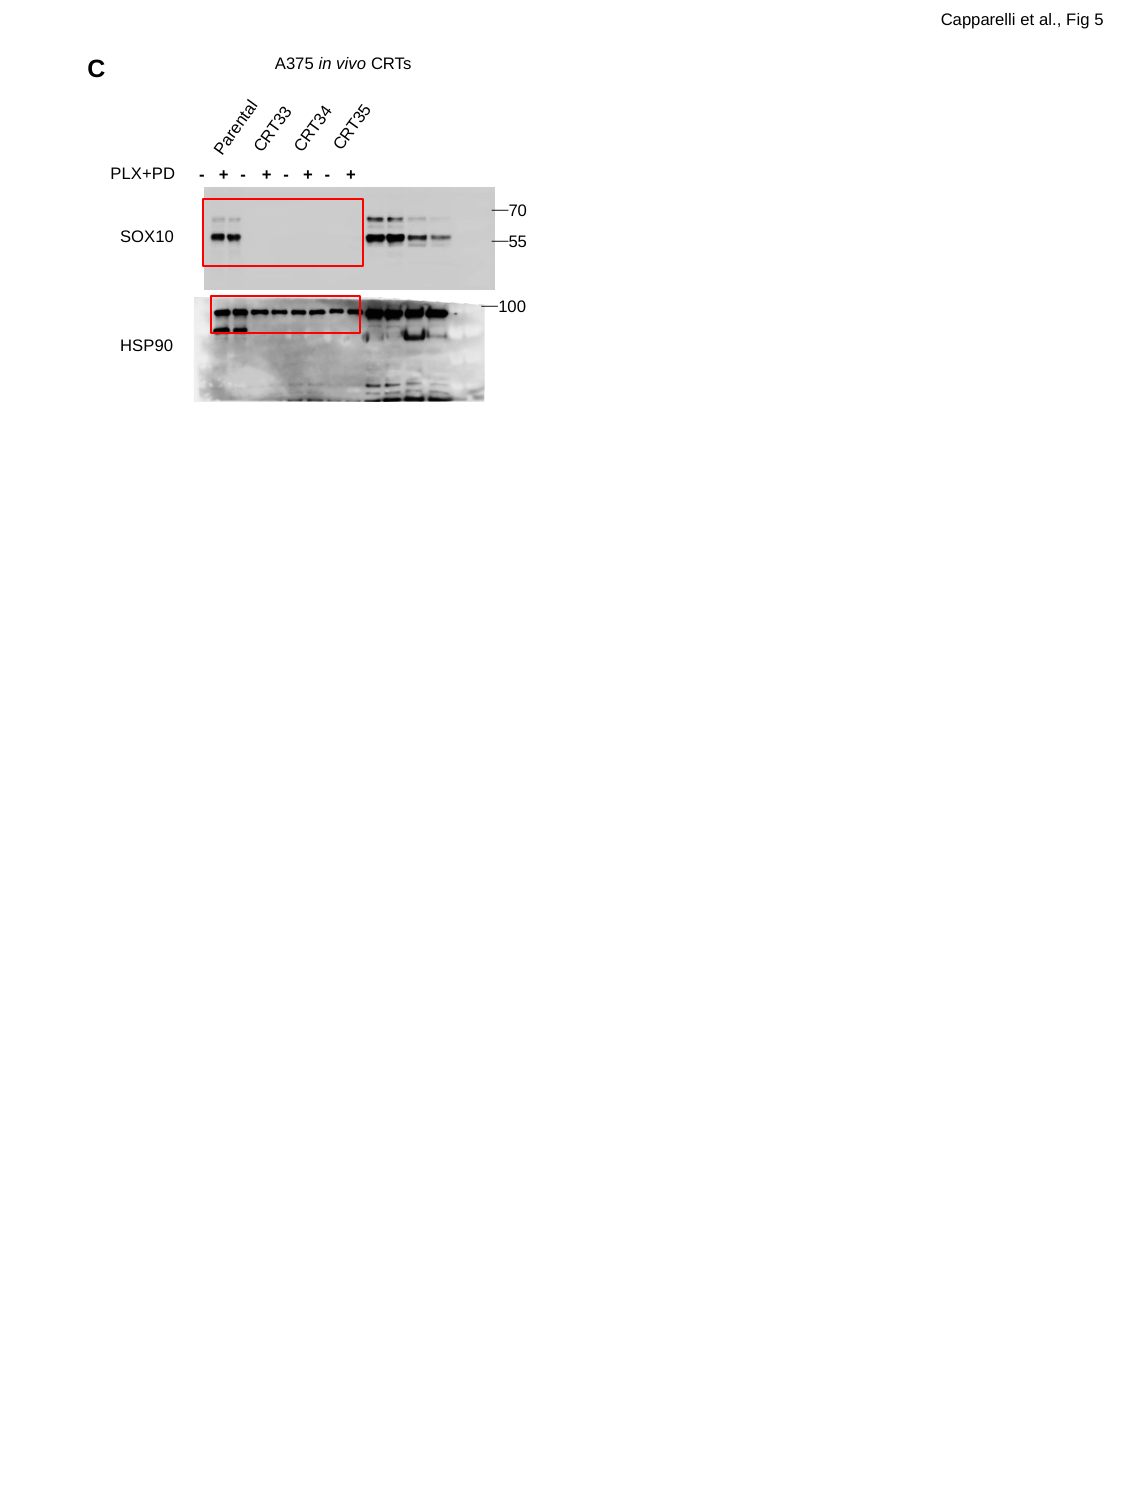

Capparelli et al., Fig 5
C
A375 in vivo CRTs
CRT35
CRT34
Parental
CRT33
PLX+PD
-
+
-
+
-
+
-
+
⎯70
SOX10
⎯55
⎯100
HSP90

## Slide 4
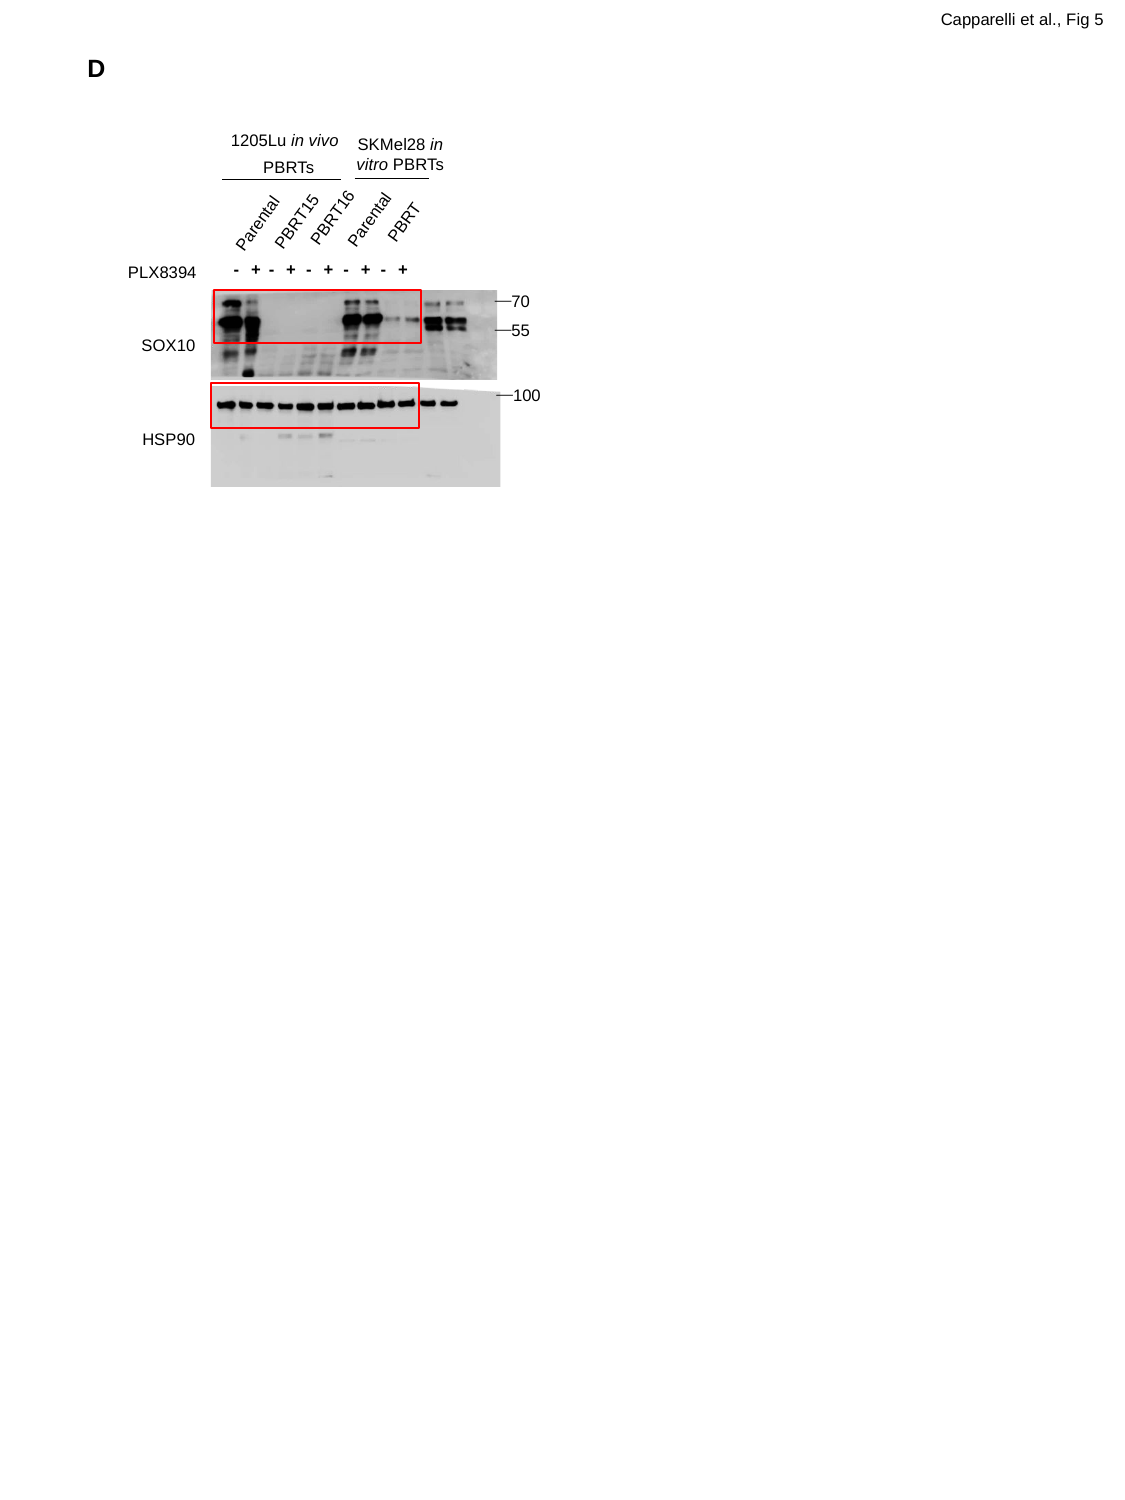

Capparelli et al., Fig 5
D
1205Lu in vivo
SKMel28 in vitro PBRTs
PBRTs
PBRT
PBRT16
Parental
PBRT15
Parental
-
+
-
+
-
+
-
+
-
+
PLX8394
⎯70
⎯55
SOX10
⎯100
HSP90

## Slide 5
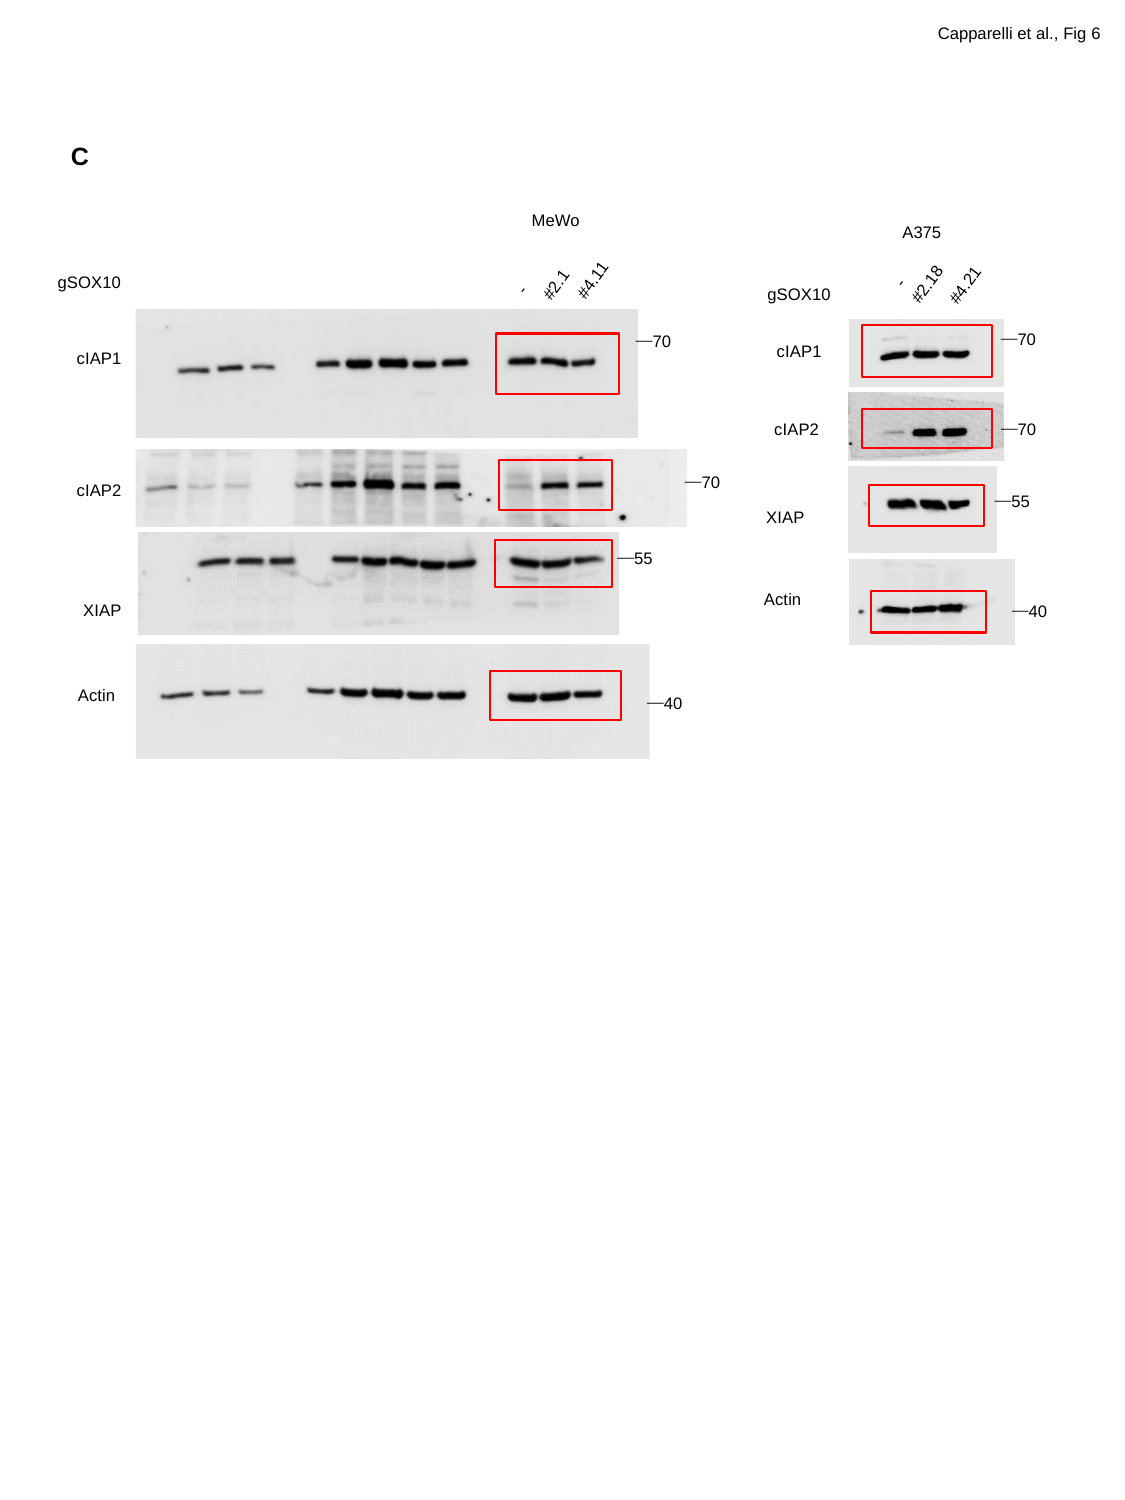

Capparelli et al., Fig 6
C
MeWo
A375
-
#2.18
#4.21
gSOX10
cIAP1
cIAP2
XIAP
Actin
-
#4.11
#2.1
gSOX10
⎯70
⎯70
cIAP1
⎯70
⎯70
cIAP2
⎯55
⎯55
XIAP
⎯40
Actin
⎯40

## Slide 6
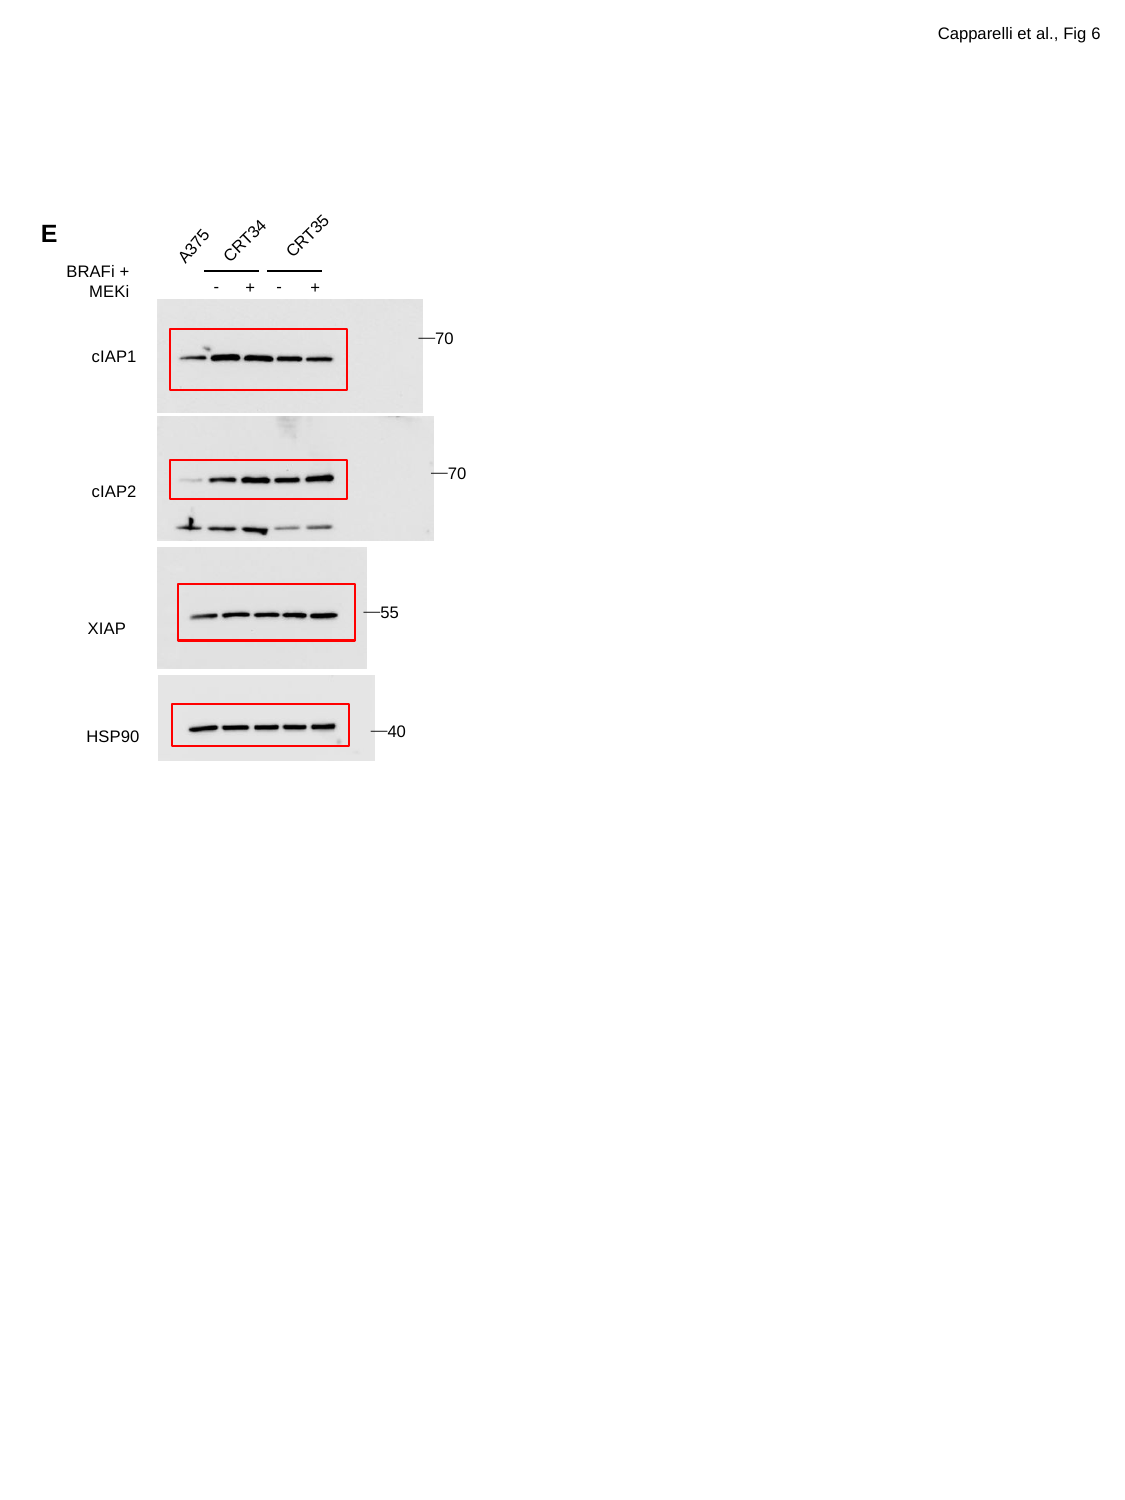

Capparelli et al., Fig 6
E
 CRT35
A375
 CRT34
BRAFi + MEKi
-
-
+
+
⎯70
cIAP1
⎯70
cIAP2
⎯55
XIAP
⎯40
HSP90

How the deposited data were processed for this re-analysis (not part of the article)

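RNA-seq values of 6 libraries were used, 2 each of 1205LuTR parental cells in DMSO, PBRT15 cells in 500 nM PLX8394 and PBRT16 cells in 500 nM PLX8394. Each file held 1 value per gene for 60617 gene IDs, besides 45 of pseudoautosomal copies. The authors quantified genes with RSEM on GRCh38 with a GENCODE annotation and compared lines with DESeq2, by the paper's methods; the submitters' notes also name Picard and STAR 2.6.1a. The deposited values are a normalized signal, not whole counts: they were on a common scale in all libraries (median-of-ratios factors 1.0004 to 1.0132), and no single step per library turned them back into whole reads. The normalization that the authors applied to this signal is not given in the sources used here, so it could shift values of single genes in ways that cannot be undone. The planned main test had assumed counts per gene. As the plan provided for a normalized unit, limma was used in its place, and no count-based test was run.

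IDs were matched to symbols and GRCh38 coordinates of GENCODE v44 without their version: 60357 matched, 49802 of them also with the version. The authors used an earlier GENCODE release. The IDs of pseudoautosomal copies were left out. Genes needed a value of at least 10, scaled to the library total, in at least 2 libraries and a total of at least 15, which kept 16555. R 4.3.3 with limma 3.58.1 fitted log2(value + 1) for 3 groups in all 6 libraries, without a replicate block, leaving 3 residual degrees of freedom, to which the empirical Bayes step added 1.89. P-values were adjusted by Benjamini-Hochberg. A gene was differentially expressed at an adjusted p of at most 0.05 and a fold of at least 2, and a list member rose or fell at an adjusted p of at most 0.05. Groups listed at 0 are given as values per library, with no fold.

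Of the 28 gene lists, 26 had at least 5 tested members and were tested with camera at an inter-gene correlation of 0.01, adjusted over the lists of a comparison. The lists of immune and keratinocyte markers had 3 and 4 tested members and are only described. Alternatives were camera with an estimated correlation, fry, and pre-ranked GSEA with fgsea 1.28.0 (weight 1, lists of at most 500 genes). Genes could be named by a fixed rule: for each comparison with parental cells, the 10 largest rises and 10 largest falls among differentially expressed genes with a mean of at least 5 CPM (values scaled to the library total) and both libraries of the line beyond both parental libraries; the 3 largest rises and falls of each list; the protein markers of the study and SOX10, BIRC2, BIRC3 and XIAP; and the 5 largest in each direction between PBRT16 and PBRT15. Only part of the genes that met this rule are named, chosen among them by no further rule. Other genes are named with a statement that they were chosen after their values were seen. The gene set scores printed in Supplementary Fig. 4I had been read when the lists were written; no value of a single gene had.

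The overlap and correlation of the lines were set beside 100 simulations of unchanged groups against the same parental libraries. Other settings tried were median-of-ratios and upper-quartile scaling, no filter, a filter of 1 CPM in 2 libraries, 4 libraries in the fit, protein-coding genes, no fold threshold, a test against a fold of 2, members of 1 list only, a replicate block and leaving out each library. Trimmed-mean scaling, pseudocounts of 0.5 and 5, a prior spread that follows the expression level, the list tests between PBRT16 and PBRT15 and the scan along chromosomes were added after seeing the data. The scan took medians of the log2 fold change over 50 neighbouring genes with a mean of at least 5 CPM, moved by 25 genes; its window and threshold were chosen after a first look at such medians. For the check of GC content and gene length, the trend of each library with both properties of the longest GENCODE v44 transcript was removed by a local regression over the tested genes. A further test of an explanation is not reported here.

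The steps were tested on simulated data. For PBRT15 against parental cells, in 5 simulations of 16113 genes with 200 changed genes each, limma found 0% of genes changed 1.5-fold, 20.3% of those changed 2-fold and 68.8% of those changed 4-fold, and 5.1% of its calls were false. The fold threshold itself excludes estimates below 2-fold, and the simulations held fewer changed genes than were called in the data, which makes the adjustment stricter, so these shares are not those of the data. A gene that did not pass is not shown to be unchanged. For the scan of PBRT16 against PBRT15, over 11039 genes, 20 of 20 planted runs of 100 genes shifted by 0.8 were found.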

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

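The list tests of PBRT16 against PBRT15 and the tests of explanations here were chosen after the results were seen; the list tests of each line against parental cells were planned.

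Target genes of p53 were lower in PBRT16 than in PBRT15. Of 25 tested members 18 fell and 7 did not pass (21 fell when adjusted over the list alone; camera, adjusted p = 1.82e-10, and with an estimated correlation adjusted p = 0.911). The list fell against parental cells in PBRT16 (19 of 25 fell; adjusted p = 2.1e-06, and 0.361 with an estimated correlation), and was not called in PBRT15 (3 rose and 6 fell, or 3 and 5 when adjusted over the list alone; adjusted p = 0.695). CDKN1A, the cell cycle inhibitor p21, had values of 4712 ± 627 in parental cells, 4612 ± 1764 in PBRT15 and 274 ± 31.1 in PBRT16 (SD, n = 2), and MDM2, named after its values were seen, 5531 ± 335, 4092 ± 230 and 1706 ± 114.

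A trend with GC content and gene length was tested as the cause of this pattern. After it was removed, the list stayed lower (adjusted p = 3.34e-11, median log2 fold change -1.06 against -1.12 before). The trend was small: its removal changed log2 fold changes between the lines by 0.0494 on average, so the list could hardly lose its call. The test therefore says only that a trend of this size is not the cause. An effect of the drug that differs between the lines stays open and was not tested.

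Matrix genes differed between the lines. Of 38 tested genes of the extracellular matrix 23 rose and 4 fell in PBRT15 (25 and 5 when adjusted over the list alone; camera, adjusted p = 8.1e-06, and 0.265 with an estimated correlation), and 23 rose and 8 fell in PBRT16 (24 and 8; adjusted p = 0.00161, and 0.361 with an estimated correlation). The median log2 fold change was 0.87 in PBRT15 and 0.915 in PBRT16, and the mean 2.25 and 1.32. Between the lines the list was lower in PBRT16 (17 fell and 5 rose, or 20 and 8 when adjusted over the list alone; adjusted p = 0.0212, and 0.911 with an estimated correlation). The fibroblast markers, of which 7 of 9 rose in PBRT15 and 3 rose and 2 fell in PBRT16 (camera, adjusted p = 0.000332 and 0.094; with an estimated correlation adjusted p = 0.265 and 0.577; in PBRT16 called without parental replicate 2, 0.0162, with no filter, 0.0421, with GSEA, 0.0366, and with fry, 0.00213), were lower in PBRT16 than in PBRT15 (adjusted p = 0.049). That difference was lost without PBRT15 replicate 1 (0.0684), without PBRT15 replicate 2 (0.0913), with no filter (0.569), with a replicate block (0.0802), with a pseudocount of 0.5 (0.0552), with GSEA (0.0914) and with an estimated correlation (adjusted p = 0.911). THY1, a surface protein of fibroblasts and other cells, had values of 0 and 4.46 in parental cells, 19570 and 19760 in PBRT15 and 8.14 and 6.84 in PBRT16, and COL1A2 had 18.6 ± 6.47, 39910 ± 1943 and 17.7 ± 3.14 (SD, n = 2).

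Fibroblasts in the PBRT15 cultures would bring COL3A1, DCN and LUM, which they express abundantly, but these together reached at most 0.214% of COL1A1 in PBRT15. In CPM, COL1A1 had 2052 and 2341 in PBRT15, COL3A1 0.565 and 1.1, DCN 2.93 and 3.87 and LUM 0 and 0.054. Of the 16 markers listed, 9 also stand in the lists of epithelial-mesenchymal transition or matrix genes. After the trend with GC content and gene length was removed, the adjusted p of the matrix list was 7.85e-06 in PBRT15 against parental cells and 0.0321 between the lines. A difference between the lines themselves, which were derived from separate tumors, stays open and was not tested.

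Interferon response genes rose in both lines and more in PBRT15: of 92 tested, 71 rose and 4 fell in PBRT15 and 64 rose and 3 fell in PBRT16 (75 and 5, and 65 and 6, when adjusted over the list alone; camera, adjusted p = 4.5e-17 and 9.5e-12, and with an estimated correlation adjusted p = 0.265 and 0.361), and 33 were lower and 3 higher in PBRT16 than in PBRT15 (42 and 5 when adjusted over the list alone; adjusted p = 1.46e-07, and 0.911 with an estimated correlation). OASL, an antiviral gene, was listed at 0 in parental cells and had 1705 ± 338 in PBRT15 and 111 ± 38.2 in PBRT16 (SD, n = 2), and IFITM1, whose reads can be shared with IFITM2, had values of 1.22 and 2.21 in parental cells, 4803 and 5897 in PBRT15 and 706 and 168 in PBRT16.

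Genes of MHC class I antigen presentation, which the paper does not discuss for these lines, were higher than in parental cells: 14 of 15 rose in PBRT15 and 15 of 15 in PBRT16 (the same counts when adjusted over the list alone; camera, adjusted p = 3.43e-07 and 4.17e-08, and with an estimated correlation adjusted p = 0.265 and 0.361). HLA-B, whose reads can be split with near-identical HLA genes, rose from 1622 ± 171 to 8347 ± 1470 and 12290 ± 1180, and PSMB9, a subunit of the immunoproteasome, from 285 ± 17.0 to 1448 ± 131 and 1445 ± 35.1 (SD, n = 2).

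Genes induced by MAPK signaling were lower in PBRT16 than in PBRT15, with 11 of 18 that fell (camera, adjusted p = 1.55e-06, and 0.911 with an estimated correlation). Against parental cells 7 fell and 2 rose in PBRT15 and 14 fell and 1 rose in PBRT16 (the same counts when adjusted over the list alone; adjusted p = 0.0225 and 5.8e-06, and with an estimated correlation adjusted p = 0.671 and 0.361). SPRY4, a feedback inhibitor of the pathway, had values of 16100 ± 1585 in parental cells, 2437 ± 125 in PBRT15 and 36.4 ± 3.99 in PBRT16 (SD, n = 2).

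Against parental cells, 54 genes were differentially expressed in opposite directions in the PBRT lines (limma), among them ANGPT2, a ligand of endothelial receptors, with values of 5.93 and 6.7 in parental cells, 3297 and 2700 in PBRT15 and 1.99 and 2.06 in PBRT16.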

How the results depend on the processing

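The spread by expression level, trimmed-mean scaling and the pseudocounts were chosen after seeing the data. The planned count-based tests and scalings inside count tools were not run, because the deposited values are not counts. Unless a value below shows it, the cause of a change was not tested. Adjusted p-values are those of the list test.

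Counts of genes: without a fold threshold 6796 genes were called in PBRT15, 6641 in PBRT16 and 2612 between the lines, and with a test against a fold of 2, 1724, 1725 and 371. Between the lines 1533 genes were called with all libraries and the fold threshold, and 769 to 1094 when 1 library was left out; a lone library is then assumed to vary like the other groups. All other scalings and filters that were run kept the counts of genes, the overlap and the correlation of the lines within 1.5 times or 0.1 of the values given.

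With an estimated correlation, 0 and 0 lists were called in PBRT15 and PBRT16, against 13 and 15. With 3 residual degrees of freedom this setting could hardly call any list. Interferon response genes in PBRT15, of which 71 of 92 rose, had p = 0.0665 before adjustment (camera), against 1.74e-18 at the preset correlation. In PBRT15 the adjusted p was 0.265 for epithelial-mesenchymal transition and apical junction, 0.41 for invasive genes, 0.743 for both MYC lists and 0.769 for E2F targets. In PBRT16 it was 0.361 for epithelial-mesenchymal transition, apical junction and invasive genes and 0.607 for hypoxia, both MYC lists and E2F targets. With GSEA, hypoxia (0.00533) and TNFα signaling (0.041) were called in PBRT15, TNFα signaling (0.0172) in PBRT16, and E2F targets (0.198) not in PBRT15. GSEA also called fibroblast markers in PBRT16 (0.0366), and not receptor tyrosine kinases in PBRT15 (0.198), or glycolytic enzymes (0.168) and mitosis genes (0.114) in PBRT16. With fry, which tests a list by itself, TGFβ (0.000596), TNFα signaling (0.0409) and the study's protein markers (0.000658) were called in PBRT15, and the MYC lists (0.0877 and 0.074) and E2F targets (0.146) were not. In PBRT16 fry called TGFβ signaling and the study's protein markers (0.000346 each), proliferative genes (0.0131), inhibitors of apoptosis (0.00268), receptor tyrosine kinases (0.00933) and fibroblast markers (0.00213), and not the larger MYC list or E2F targets (0.0803 each), glycolytic enzymes (0.103) or mitosis genes (0.376).

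In PBRT15, lists near the threshold crossed it. Leaving out 1 library of the line that is not compared gave the same values as 4 libraries in the fit, since a lone library adds no spread. These settings therefore count as 1 alternative and not as separate ones, here and in the other sections. With no filter the adjusted p was 0.0268 for TGFβ signaling, 0.0288 for hypoxia and 0.0278 for TNFα signaling; with 4 libraries in the fit it was 0.0478 for TGFβ signaling and hypoxia; with a pseudocount of 5 it was 0.0472 for TGFβ signaling. The direction of MHC class II genes, not called, turned in PBRT15 with no filter (0.9). Leaving out 1 library, the adjusted p ranged in PBRT15 from 0.0372 to 0.0768 for TGFβ signaling, 0.0112 to 0.242 for hypoxia, 0.0151 to 0.222 for TNFα signaling, 0.000179 to 0.242 for E2F targets and 0.296 to 0.788 for p53 targets, which turned direction, and in PBRT16 from 0.751 to 0.982 for MHC class II genes, which also turned.

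The labels number the libraries of each group 1 and 2. Deviations from the group means correlated at 0.018 between parental cells and PBRT15 and 0.038 between parental cells and PBRT16. The numbers therefore gave little sign of pairing parental libraries with those of either line. Between the PBRT lines the correlation was 0.14, which is weak but does not exclude a difference between replicates that both lines share. The mitosis list went that way: in each line it was weaker without replicate 2 of that line and stronger without replicate 1. E2F targets in PBRT15 depended on the replicates of that line in the same way. The lower values of these lists may therefore rest largely on replicate 2. With a replicate block the counts of genes stayed within 1.5 times, and the adjusted p in PBRT15 was 0.0485 for TGFβ signaling, 0.048 for hypoxia and 0.0481 for TNFα signaling.

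Among named genes, those whose direction turned had not passed. The log2 fold change of BIRC2 in PBRT15 was 0.00259 with median-of-ratios and 0.00535 with trimmed-mean scaling. Leaving out 1 library it ranged in PBRT15 from -0.325 to 0.308 for BIRC2, -0.479 to 0.321 for CDKN1A and -0.0775 to 0.214 for COL4A1; in PBRT16 from -0.0949 to 0.158 for CCND3, -0.453 to 0.13 for FN1 and -0.184 to 0.0177 for RB1; and between the lines from -1.34 to 0.276 for ERBB3, -0.288 to 0.0687 for XIAP, -0.0712 to 0.207 for COL4A2, -0.326 to 0.195 for MKI67 and -0.0523 to 0.55 for CDH2. Of 260 values of single genes, 252 kept their side and direction with 4 libraries in the fit, 253 with a replicate block and 251 with the spread by expression level. Without parental replicate 1, 227 did and 31 lost their call, and without parental replicate 2, 235 did and 24 lost it; without a PBRT library 239 to 243 did. The unknown reads per library leave the precision of low values unknown.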

Differences from the paper's values

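The lists used here were written from general knowledge in place of the paper's gene sets, and how many members they share is not known. Test and values differ from the paper's too, and the cause of a difference was not tested. What follows are differences of direction or call, with no value of the paper beside them.

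The paper states that the resistant lines had lower expression of the proliferative signature. The stand-in list was not lower in either line: its direction by camera was up, with an adjusted p of 0.564 in PBRT15 and 0.549 in PBRT16, and fry called it higher in PBRT16 (adjusted p = 0.0131). No alternative called it lower. Of the 52 matched genes of this list 38 were tested, and the others had values too low for the main test. The list of the neural crest program, which holds S100B and SOX10 itself, was lower in both lines, and the invasive list was higher in both, as the paper states for the invasive signature. With an estimated correlation these calls were lost (adjusted p = 0.265 and 0.361 for the neural crest program, 0.41 and 0.361 for the invasive list).

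The paper states that TGFβ signaling was enriched. Here the list did not pass (adjusted p = 0.0546 in PBRT15 and 0.125 in PBRT16). It was called in PBRT15 with no filter (0.0268), with 4 libraries in the fit (0.0478), with a replicate block (0.0485), with fry (0.000596), without PBRT15 replicate 1 (0.0372), without PBRT15 replicate 2 (0.0422), without either PBRT16 library (0.0478 in both cases) and with a pseudocount of 5 (0.0472), which was chosen after seeing the values and ended no call of a list that the paper names. Leaving out a PBRT16 library repeats the fit of 4 libraries and is not a further alternative. In PBRT16 fry called the TGFβ list (0.000346).

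The paper states that TNFα signaling was enriched. Here it did not pass (adjusted p = 0.0592 and 0.3003). It was called in PBRT15 with no filter (0.0278), with a replicate block (0.0481), with GSEA (0.041), with fry (0.0409) and without PBRT15 replicate 1 (0.0151), and in PBRT16 with GSEA (0.0172).

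The paper states that hypoxia was enriched in these lines. Here it passed in PBRT16, though not with an estimated correlation (adjusted p = 0.607), and did not pass in PBRT15 (adjusted p = 0.0592), where it was called with no filter (0.0288), with 4 libraries in the fit (0.0478), with a replicate block (0.048), with GSEA (0.00533), without PBRT15 replicate 1 (0.0112) and without PBRT16 replicate 1 or 2 (0.0478 in both cases).

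The paper states that glycolysis was enriched, and Supplementary Fig. 4I prints no score for it in these lines. Here the glycolysis list was not called in either line (adjusted p = 0.709 and 0.238), nor under any alternative that was run, and the shorter list of glycolytic enzymes was called in PBRT16 alone. That call was lost with an estimated correlation (0.607), with GSEA (0.168), with fry (0.103), with 4 libraries in the fit or without either PBRT15 library (0.0522 in each case), without parental replicate 1 (0.0796) and without PBRT16 replicate 2 (0.147).

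Supplementary Fig. 4I shows G2M checkpoint genes lower in both lines and the p53 pathway higher in PBRT15. The stand-in mitosis list was lower in PBRT15 without a call (adjusted p = 0.0898); no filter (0.037), 4 libraries in the fit (0.0478), a replicate block (0.0479), leaving out PBRT15 replicate 1 (0.00252) and leaving out either PBRT16 library (0.0478 in both cases) called it, whereas it was 0.867 without PBRT15 replicate 2 and 0.204 without parental replicate 2. The list of p53 targets was not called in PBRT15 (adjusted p = 0.695), with a median log2 fold change of -0.01.

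As the paper states, the lists of epithelial-mesenchymal transition and apical junction were higher in both lines, and those of MYC and E2F targets were lower in both. None of these calls was made with an estimated correlation, a setting that could hardly call any list here. Its adjusted p in PBRT15 and PBRT16 was 0.265 and 0.361 for epithelial-mesenchymal transition and apical junction. It was 0.743 and 0.607 for both MYC lists and 0.769 and 0.607 for E2F targets. In PBRT15 E2F targets were also not called with GSEA (0.198), with fry (0.146) or without PBRT15 replicate 2 (0.242), nor the MYC lists with fry (0.0877 and 0.074). In PBRT16 fry called neither the larger MYC list nor E2F targets (0.0803 each).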

Other observations

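The scan along chromosomes and its tests were chosen after the data had been seen; the lists and genes of the next 2 paragraphs were fixed in advance.

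BIRC3, which encodes cIAP2, had values of 219 ± 9.9 in parental cells, 334 ± 17.5 in PBRT15 and 1674 ± 272 in PBRT16 (SD, n = 2), a log2 fold change of 0.6 in PBRT15 (standard error 0.16, adjusted p = 0.0343, limma) and 2.92 in PBRT16 (adjusted p = 0.000426, limma). Its call in PBRT15 ended without either parental library and without either PBRT15 library. The paper reports cIAP2 protein in PBRT16. BIRC2, which encodes cIAP1, and XIAP did not pass in either line. Of 6 genes of the inhibitor of apoptosis family, 1 rose in PBRT15, which did not pass when adjusted over the list alone, and 2 in PBRT16 (2 over the list alone; camera, adjusted p = 0.515 and 0.254; called by fry in PBRT16, 0.00268).

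Of 19 receptor tyrosine kinase genes, 12 rose and 3 fell in PBRT15 and 9 rose and 6 fell in PBRT16 (12 and 3, and 9 and 7, when adjusted over the list alone; camera, adjusted p = 0.0247 and 0.316; between the lines adjusted p = 0.979). The call in PBRT15 was lost with an estimated correlation (adjusted p = 0.449) and with GSEA (0.198), and fry called the list in PBRT16 (0.00933). PDGFRB rose from 217 ± 79.5 to 3290 ± 378 and 5850 ± 570 and MET from 234 ± 43.9 to 942 ± 205 and 2284 ± 181, while ERBB3 fell from 1190 ± 143 to 3.95 ± 0.156 and 2.97 ± 2.85 (SD, n = 2). Of 20 genes of the proteins the study measured, 8 rose and 4 fell in PBRT15 and 9 rose and 4 fell in PBRT16 (9 and 5, and 9 and 4, when adjusted over the list alone; camera, adjusted p = 0.397 and 0.359; called as higher by fry in both, 0.000658 and 0.000346). MHC class II genes went both ways (3 rose and 3 fell of 6 in PBRT15, 2 rose and 1 fell in PBRT16; camera, adjusted p = 0.7 and 0.917). Of the markers of other cell types, 3 rose and 2 fell of 6 endothelial genes in PBRT15 and 2 rose and 1 fell in PBRT16 (3 and 1 over the list alone; camera, adjusted p = 0.7 and 0.359), and 5 rose and 1 fell of 8 smooth muscle genes in PBRT15 and 3 rose in PBRT16 (adjusted p = 0.136 and 0.359). Without PBRT15 replicate 1 the smooth muscle list was called in PBRT15 (adjusted p = 0.0372). Of 3 immune markers 1 rose and 1 fell in each line (1 and 2 in PBRT16 over the list alone), and of 4 keratinocyte markers 2 fell in each line.

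Runs of neighbouring genes were lower together in PBRT16 than in PBRT15. Medians of the log2 fold change were taken over 406 windows of 50 genes, from 11039 genes on chromosomes 1 to 22 and X, in all 3 comparisons. At first the run with the most genes per comparison and direction was to be followed; after chromosome 12 had been seen this was widened to all runs. Between the lines 25 windows had a median of at least 0.5 in size, whereas 100 shuffles of the genes gave medians from -0.293 to 0.249. Adjoining windows formed 9 runs, 3 on chromosome 1, 5 on chromosome 12 and 1 on chromosome 19. The strongest lay on chromosome 12 of GRCh38 from 32.7 to 56.2 Mb, where 96.8% of 125 genes were lower in PBRT16, with a median of -0.795 (-0.839 to -0.758 when 1 library was left out); against parental cells the median was 0.706 in PBRT15 and -0.042 in PBRT16. On chromosome 19 from 33.1 to 55.2 Mb, 93.2% of 250 genes were lower, with a median of -0.554, and against parental cells the median was 0.628 in PBRT15 and 0.118 in PBRT16. On chromosome 1 from 169.1 to 200.4 Mb, 89.3% of 75 genes were lower, with a median of -0.519; here the median against parental cells was -0.347 in PBRT15 and -0.847 in PBRT16. Against parental cells 22 windows in PBRT15 and 18 in PBRT16 passed 0.5, where the most extreme medians over all windows of 100 shuffles were -0.42 and 0.444 in PBRT15 and -0.501 and 0.494 in PBRT16.

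A trend with GC content and gene length was tested as the cause. After it was removed, the lowest window median was -0.51 on chromosome 1, -0.97 on chromosome 12 and -0.541 on chromosome 19, below all of 100 shuffles (-0.256), although fewer windows passed 0.5 on these chromosomes (2, 6 and 6, against 7, 9 and 9). A difference in DNA copy number between the lines may account for these runs; this is a hypothesis, as no DNA was measured here and no biological explanation was tested.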
